# Acetyl-NPKY of integrin-β1 binds KINDLIN2 to control endothelial cell proliferation and junctional integrity

**DOI:** 10.1016/j.isci.2024.110129

**Published:** 2024-05-28

**Authors:** Adama Sidibé, Vasyl V. Mykuliak, Pingfeng Zhang, Vesa P. Hytönen, Jinhua Wu, Bernhard Wehrle-Haller

**Keywords:** Cell biology, Cell, Structural biology

## Abstract

Integrin-dependent crosstalk between cell-matrix adhesions and cell-cell junctions is critical for controlling endothelial permeability and proliferation in cancer and inflammatory diseases but remains poorly understood. Here, we investigated how acetylation of the distal NPKY-motif of Integrin-β1 influences endothelial cell physiology and barrier function. Expression of an acetylation-mimetic β1-K794Q-GFP mutant led to the accumulation of immature cell-matrix adhesions accompanied by a transcriptomic reprograming of endothelial cells, involving genes associated with cell adhesion, proliferation, polarity, and barrier function. β1-K794Q-GFP induced constitutive MAPK signaling, junctional impairment, proliferation, and reduced contact inhibition at confluence. Structural analysis of Integrin-β1 interaction with KINDLIN2, biochemical pulldown assay, and binding energy determination by using molecular dynamics simulation showed that acetylation of K794 and the K794Q-mutant increased KINDLIN2 binding affinity to the Integrin-β1. Thus, enhanced recruitment of KINDLIN2 to Lysine-acetylated Integrin-β1 and resulting modulation of barrier function, offers new therapeutic possibilities for controlling vascular permeability and disease conditions.

## Highlights

• Crystal structures of acetylated and K794Q-mutated Integrin-β1 with KINDLIN2
• β1-K794Q induces KINDLIN2 binding and immature adhesions in endothelial cells
• β1-K794Q induces a transcriptomic change of junctional and proliferation genes
• β1-K794Q impairs endothelial barrier function and contact inhibition of proliferation

## Introduction

Changes in endothelial cell (EC) metabolism promote tumor angiogenesis by inducing excessive proliferation and permeability, leading to deterioration of drug delivery and resistance to chemotherapy.^1^^,^^2^ Although specific strategies are missing, enhancing the endothelial barrier function was proposed as an approach to improve vessel normalization in cancer.^3^ Endothelial barrier function is maintained by junctional complexes formed by the vascular endothelial (VE)-cadherin and tight junctional proteins including CLAUDIN5 as well as their cytoplasmic adapter proteins, linking the junctional structures to the actin cytoskeleton. However, improving endothelial barrier function by changing the composition and function of junctional proteins is challenging.^4^ Interestingly, EC adhesions to the extracellular matrix (ECM) mediated by the integrin-actin linkage were shown to be critical for both the establishment and disruption of cell junctions.^5^^,^^6^^,^^7^^,^^8^^,^^9^^,^^10^ It is thus primordial to understand the crosstalk between cell-ECM adhesions and cell-cell junctions, and to define the underlaying mechanisms with the aim to improve junctional control as a therapeutic strategy for vessel normalization.

Integrins are heterodimeric transmembrane receptors composed of alpha (α) and beta (β) subunits that link extracellular ligands to the actin cytoskeleton through intracellular adaptors.^11^ The Integrin-β1 subunit is highly expressed in EC and forms heterodimers with several α subunits, with critical roles in various physiological processes.^12^ Homozygous deletion of Integrin-β1 in ECs affects angiogenesis and causes embryonic lethality at E9.5 in mice.^13^ Integrin-β1 is required for EC polarity and lumen formation, as well as the correct localization of VE-cadherin to induce stability of endothelial junctions by p120-catenin.^5^^,^^6^ Several studies used genetically engineered mouse- or tissue-derived cells to reveal that Integrin-β1 controls EC survival and migration in angiogenesis.^7^^,^^8^ Although Integrin-β1-dependent signaling^7^^,^^14^^,^^15^^,^^16^^,^^17^ and transcriptomic programming^5^ were shown to be required for EC division, the mechanisms of EC proliferation remained unclear. In other experiments, Integrin-β1 was proposed to destabilize EC junctions,^6^^,^^9^^,^^10^ specifically implicating intracellular integrin adapters such as TALIN1,^9^ VINCULIN,^18^^,^^19^ and KINDLIN2.^20^^,^^21^ In addition, the intracellular Integrin-β1 adapter TENSIN1 was associated with lipopolysaccharide (LPS)-induced endothelial permeability.^10^ In contrast, TALIN1-dependent activation of Integrin-β1 fostered the integrity of EC junctions.^9^ These studies propose Integrin-β1-dependent signaling to be important for enhancing or reducing endothelial barrier functions.

Post-translational modifications, such as phosphorylation of Integrin-β1 and their adapters have been found to regulate adhesion initiation and stability.^22^^,^^23^ Furthermore, Integrin-β1 was found acetylated on Lysine 794 in a large proteomic study, however, without proposing a specific function.^24^ Particularly, the role of lysine acetylation for Integrin-β1 adapter recruitment needs to be defined. We recently found increased colocalization of KINDLIN2 with the acetylation mimetic K794Q mutant of Integrin-β1 (β1-K794Q-GFP) in focal adhesions, proposing an adhesion modulating role of Integrin-β1 acetylation.^25^ However, the influence of Integrin-β1 acetylation on EC function in general and cell-cell junctions in particular were not explored. Here we investigated the impact of the acetylation mimetic form of Integrin-β1 on ECs and their barrier functions. We found that acetylation of Integrin-β1 enhances the affinity for KINDLIN2 modulating cell adhesions, junctions and contact inhibition through transcriptional reprograming of ECs.

## Results

### Constitutive acetylation of Integrin-β1 changes the transcriptome and the structure of adhesions in endothelial cells

The Integrin-β1 subunit has been found acetylated in its cytoplasmic tail^24^ at Lys794 of the distal NPKY-motif as depicted in Figure 1A. This modification was recently associated with a modulation of Integrin-β1 function and enhanced fibronectin deposition in fibroblasts.^25^ However, its relevance in EC, or effects on gene transcription remain unknown. To analyze modulation of gene expression and morphological changes, we mimicked a constitutively acetylated Integrin-β1 by expressing the K794Q-mutant. To track and quantify Integrin-β1 expression, we used an extracellularly tagged human Integrin-β1-GFP chimera and expressed wildtype (β1-WT-GFP) or mutant forms (β1-K794Q-GFP) (Figure 1B), both induced by a short human β-actin promoter, allowing constitutive, but moderate expression (Figure 1C). We mutated the Lys794 to glutamine (Gln), an amino acid that was previously used to mimic acetylated Lys-residues of proteins^25^ as it provides charge neutralization and shares hydrogen-bonding capacities with the acetyl group. We stably transfected and subsequently FACS-sorted (Figure 1C) mouse embryonic endothelial eEnd2 cells expressing either version of the β1-GFP chimera. The expression levels of the two versions of β1-Integrin were similar and did not change along the passages of the cells, indicating no effect of the K794 acetylation on the protein surface expression or stability (not shown). 

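The eEnd2 cells are a line of endothelial cells of embryonic mouse origin, and the transfected chimeras are human Integrin-β1 carrying GFP in the extracellular part, either wildtype or with glutamine in place of the lysine. Total RNA of 3 cultures (A, B and C) of β1-WT-GFP cells and 3 cultures (A, B and C) of β1-K794Q-GFP cells was sequenced after depletion of ribosomal RNA. The labels describe a population sorted for low and another sorted for high GFP, and which of them each culture came from is not named there or in the paper's text. The labels also give a lower CO2 level in the incubator than the paper's methods. The authors aligned the reads with STAR and deposited the number of reads counted on each of 23420 mouse gene symbols, without normalization; the genome build and the counting tool are not named in the paper's text. The totals were 10918600, 9589826 and 15287191 counts in β1-WT-GFP cultures A, B and C, and 10203916, 11197729 and 11071680 counts in β1-K794Q-GFP cultures A, B and C. At these depths 3 counts, the limit that a count of 0 allows, correspond to between 0.196 and 0.313 CPM (counts scaled to the library total). These limits cover counting error only.
The paper describes 2 sequencing runs of the samples. Divided by each gene's SD over the 6 cultures, the deposited values differed from the numbers printed in Figure S2B, the second run, by a median of 0.00477 over 185 values of 31 genes, and from those in Figure S2A, the first run, by a median of 0.102. For this comparison the numbers 1 to 3 of the heatmap columns were read as cultures A to C. The values given beside the results are therefore taken as those of the second run.
Counts were normalized with edgeR's TMM method and are given as normalized counts (CPM). The 11608 genes kept by edgeR's filter on low counts were compared between the groups with the quasi-likelihood F-test, two-sided, and a gene was counted as differentially expressed at a fold change of at least 2 and an unadjusted p of at most 0.05, the thresholds of the paper. Benjamini-Hochberg adjusted values are given beside them. Gene positions are those of GENCODE M21 (GRCm38), matched by symbol.
The cultures of a group were not equally alike. Between β1-WT-GFP cultures A and B, 49 genes were at least 2-fold apart, against 2625 between A and C and 2469 between B and C. Among β1-K794Q-GFP cultures, 862 genes were at least 2-fold apart between A and C, 1897 between A and B, and 2464 between B and C. Some distances between the groups were smaller than these. β1-K794Q-GFP culture A was 1570 and 1629 genes apart from β1-WT-GFP cultures A and B, and culture C 1910 and 2004. β1-WT-GFP culture C was 2281 and 2348 genes apart from β1-K794Q-GFP cultures A and C, and 2843 from culture B. By this count the cultures did not group by integrin form alone. The counts of β1-WT-GFP cultures A and B differed by more than counting error, with a chi-square of 10.0 per degree of freedom over genes. This value does not show that they are separate cultures; they were kept as separate samples because the labels name them so.

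**Figure D1:**
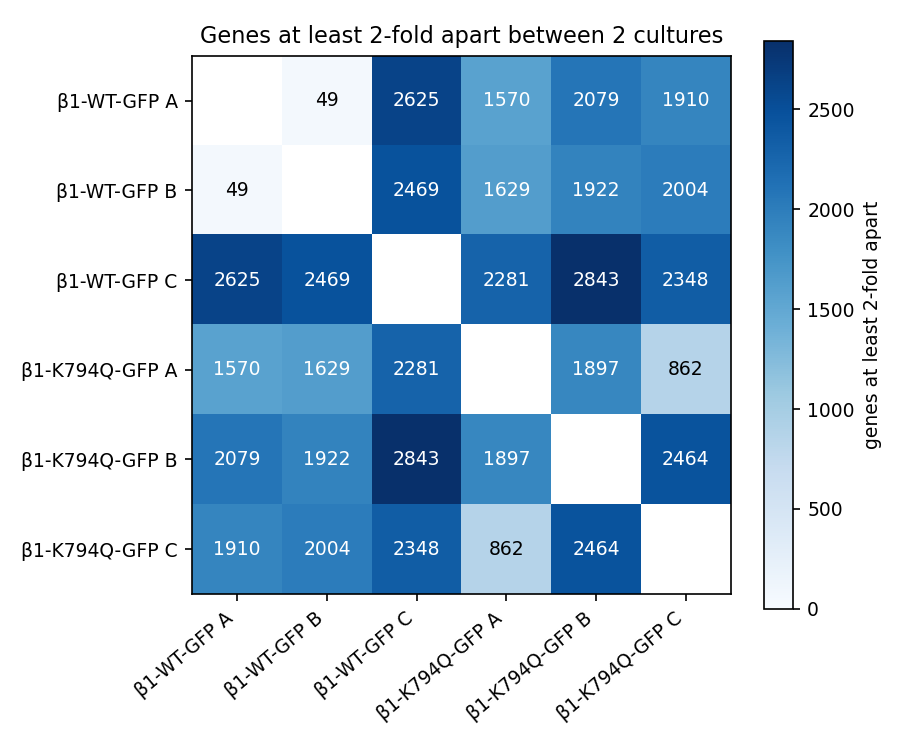
Number of genes at least 2-fold apart in normalized counts for each pair of the 6 cultures, given as colour and as a number in each square. β1-WT-GFP cultures A and B are 49 genes apart, and β1-WT-GFP culture C is 2625 and 2469 genes apart from them. From β1-K794Q-GFP cultures A, B and C it is 2281, 2843 and 2348 genes apart.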

We further analyzed the influence on the transcriptome by sequencing the total mRNA (RNA-seq). Two RNA-seq experiments were performed on the same samples providing similar results. We found more than 570 differentially expressed genes in eEnd2 cells expressing β1-WT-GFP versus β1-K794Q-GFP (Figures 1D and S1), exhibiting 366 down-regulated and 207 up-regulated genes. 

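Of the 11608 genes tested, 603 passed both thresholds in the deposited counts, 404 of them higher and 199 lower in β1-K794Q-GFP cells. After Benjamini-Hochberg adjustment of edgeR's quasi-likelihood test, 21 genes had an adjusted p of at most 0.05, 10 higher and 11 lower, and the smallest adjusted p was 0.0198. In 517 of the 603 genes the 3 β1-K794Q-GFP cultures all lay on one side of the 3 β1-WT-GFP cultures; among all tested genes this held for 1923, where chance gives 10%. In simulated counts with the same depths and dispersion, 95.4% of the genes given a change were found. Each of those changes was larger than 2-fold, so that this share does not describe changes near the threshold. Of the unchanged genes 2.54% also passed both thresholds, a rate that would give 295 of 11608 genes. Each gene was drawn separately, without differences shared by a whole culture. In the real counts, β1-K794Q-GFP cultures A and C with β1-WT-GFP culture C against the rest gave 799 genes. The count of 603 moved most when β1-WT-GFP culture C was left out, to 992 genes, and it was 942 without β1-K794Q-GFP culture B.
Ranked by the fitted log2 fold change, the largest increases were in genes with no count in any β1-WT-GFP culture. Their folds are lower bounds, so that their size cannot be ranked against genes with counts in both groups. Ano3 on chromosome 2 had 48.6 ± 21.8 normalized counts (SD, n = 3) in β1-K794Q-GFP cells, at least 155-fold higher than the β1-WT-GFP cells. Ces2e on chromosome 8 was at least 181-fold higher, with 18.1, 7.99 and 144 normalized counts in β1-K794Q-GFP cultures A, B and C. Without culture C the bound of Ces2e was 41.7-fold. Zrsr1 was at least 78.4-fold higher, with 12.3, 44.8 and 16.4 normalized counts in cultures A, B and C, and its bound was 45.9-fold without culture B. Ranbp17 was at least 48.8-fold higher. Pde8b was at least 26.4-fold higher, with 18.8, 1.38 and 4.64 normalized counts in these cultures, and its bound was 9.63-fold without culture A. Reads of Zrsr1 can be shared with its close paralog, so that its value is uncertain. Among the decreases, Prrx1 on chromosome 1 had 145 ± 76.3 normalized counts (SD, n = 3) in β1-WT-GFP cells and was at least 492-fold lower in β1-K794Q-GFP cells (adjusted p = 0.0198 from edgeR's test). Ttll7 was at least 133-fold lower, Klhl13 at least 78.0-fold, Prrg3 at least 34.7-fold, and Hmga2-ps1, a pseudogene that can share reads with its parent gene, at least 59.3-fold (33.3-fold without β1-WT-GFP culture C). The paper concludes from its results that constitutive acetylation of Integrin-β1 affected the EC transcriptome.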

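Of the 12 integrin genes shown in Figure 1F, 11 passed the filter on low counts and 4 passed both thresholds, all higher in β1-K794Q-GFP cells. After Benjamini-Hochberg adjustment 1 remained, Itgb4, both over all genes and adjusted over the list alone. Itgb4 lies on chromosome 11 of GRCm38 from 115974709 to 116008412. It had 112 ± 13.3 normalized counts (SD, n = 3) in β1-K794Q-GFP cells and 11.5 ± 3.07 (SD, n = 3) in β1-WT-GFP cells, a log2 fold change of 3.29 (standard error 0.26, adjusted p = 0.0198 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each culture left out in turn, its log2 fold change stayed between 3.11 and 3.47.
Itga1 (chromosome 13, 114953096 to 115101964) had 27.4 ± 5.12 normalized counts in β1-K794Q-GFP cells and 8.80 ± 8.54 in β1-WT-GFP cells (SD, n = 3 each), a log2 fold change of 1.63 (standard error 0.67, adjusted p = 0.483 from edgeR's test). Its 3 β1-WT-GFP cultures had 3.94, 3.8 and 18.7 normalized counts in A, B and C, and without culture C the log2 fold change was 2.84. Itga1 passed both thresholds in 1 of the 6 fits that each left out a culture, the fit without β1-WT-GFP culture C. Itga2, its neighbour on chromosome 13 (114833081 to 114932100), had 6.29 ± 3.53 normalized counts in β1-K794Q-GFP cells and 2.04 ± 0.739 in β1-WT-GFP cells (SD, n = 3 each), with a log2 fold change of 1.62 (standard error 0.56, adjusted p = 0.376). It passed both thresholds in 2 of those 6 fits, the fits without β1-K794Q-GFP culture B (1.98) and without β1-WT-GFP culture B (1.91). Itgb2 also passed them, with a log2 fold change of 1.83, from a mean of 2.50 normalized counts in β1-K794Q-GFP cells and 0.688 in β1-WT-GFP cells; it was 1.18 without β1-K794Q-GFP culture A, and it was not past them in that fit or in those without β1-WT-GFP culture B or C. It lies on chromosome 10, where neighbouring genes were higher in β1-K794Q-GFP cells as well. With the running median of 25 neighbouring genes taken out of each culture, an alternative chosen after seeing the data, its log2 fold change was 1.25 and it was no longer past the thresholds. In the same fit Itga1 had a log2 fold change of 1.61 and was just short of the threshold for p (unadjusted p = 0.0505 from edgeR's test). In each of these 4 genes the 3 β1-K794Q-GFP cultures lay above the 3 β1-WT-GFP cultures (exact permutation test, two-sided, p = 0.1, the smallest that 3 cultures against 3 allow).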

The analysis of ECM receptors showed a K794Q-induced increase in expression of genes encoding for Integrin subunits such as *Itga1*, *Itga2* and *Itgb4* (Figures 1F, S1, and S2, see Tables S1 and S2 respectively for Gene Ontology and the Kyoto Encyclopedia of Genes and Genomes). However, levels of mouse *Itga5*, *Itgav*, *Itgb1*, or *Itgb3* among others were not impacted by expressing K794Q mutant of β1-Integrin in eEnd2 cells. 

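Itga5 had 238 ± 80.1 normalized counts in β1-K794Q-GFP cells and 308 ± 33.0 in β1-WT-GFP cells (SD, n = 3 each), a log2 fold change of -0.37 with a standard error of 0.27. Itgav had 164 ± 71.6 and 255 ± 215 (SD, n = 3 each); its log2 fold change of -0.64 rested on β1-WT-GFP culture C at 503 normalized counts and was 0.33 without it. Itgb3 had 219 ± 143 and 190 ± 84.5 normalized counts (SD, n = 3 each), a log2 fold change of 0.20 that changed sign in the fits without β1-K794Q-GFP culture B and without β1-WT-GFP culture A. For Itgb1 the values were 1668 ± 874 in β1-K794Q-GFP cells and 1001 ± 319 in β1-WT-GFP cells (SD, n = 3 each), with a log2 fold change of 0.74 (standard error 0.45), and reads of the human chimera that align to the mouse gene would be included in them. None of these 4 genes passed both thresholds in the fit of all 6 cultures, and their adjusted p values from edgeR's quasi-likelihood test lay between 0.685 and 0.956. In each gene the ranges of the groups overlapped. Itga6 and Itga4 had log2 fold changes of 0.13 and 0.19, that of Itga4 being 0.92 without β1-WT-GFP culture C. Itga3 had 1.11 (standard error 0.86), with 146 to 850 normalized counts across β1-K794Q-GFP cultures, and 0.18 without β1-K794Q-GFP culture B or 2.23 without β1-WT-GFP culture C. It was not past both thresholds in the fit of all 6 cultures, and was in 1 of the 6 fits that left out a culture.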

The analysis of the activated form of β1-Integrin at adhesions by using the mAb clone 9EG7 by confocal microscopy showed that the expression of the K794Q mutant of β1-Integrin in EC leads to the formation of dense and thin fibrillar adhesions covering large surfaces of the basal cell membrane (Figures 1G and 1H). The adhesions formed in β1-K794Q cells appeared chaotic and immature, failing to form peripheral focal adhesions. These results demonstrated that a constitutive acetylation of β1-Integrin, modeled here by Lys-to-Gln mutation, induces profound changes in integrin-adhesions and affected the EC transcriptome.

**Figure 1:**
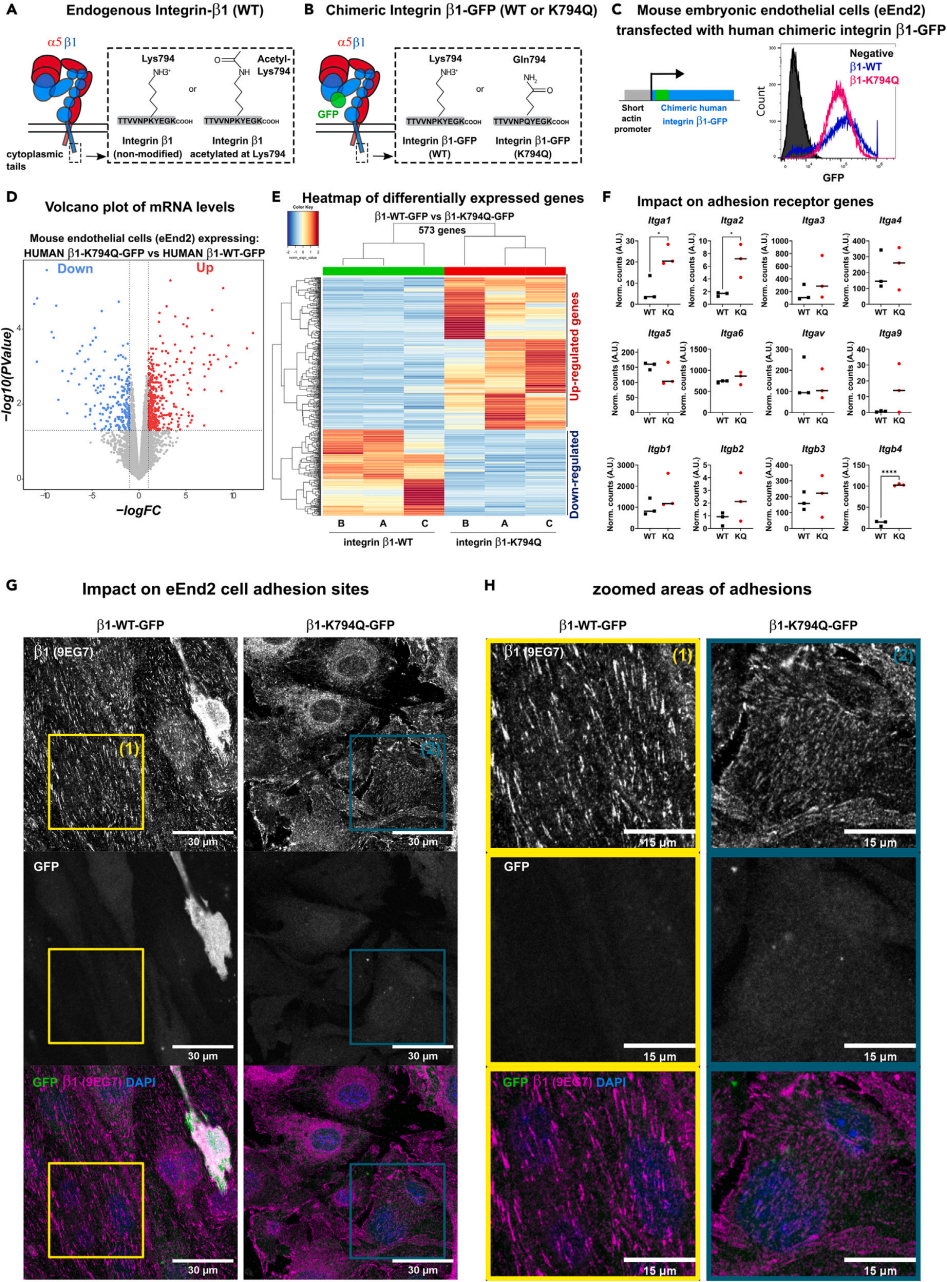
Integrin β1 acetylation-mimetic mutation alters gene expression and adhesions of mouse embryonic endothelial cells (A) Scheme of heterodimeric Integrin α5β1 (α5 in red and β1 in blue) in the inactive (bent) state. The cytoplasmic tail susceptible to Lys794 acetylation is shown in the dashed rectangle. (B) Integrin heterodimer with a chimeric β1-GFP (β1-WT: wildtype or β1-K794Q: acetylation mimetic K794Q mutant). (C) Construct for stable expression of chimeric human integrin β1-GFP (β1-WT or β1-K794Q) in mouse embryonic endothelial eEnd2 cells (left panel) and confirmed by flow cytometry (left panel). (D) Volcano plot of differentially expressed mRNA in mouse endothelial cells transfected with β1-WT or β1-K794Q constructs. Transcripts showing significant changes by RNA sequencing (RNA-seq) are shown in blue for downregulated or red for upregulated genes respectively (threshold for fold change FC ≥ 2 and *p*-value ≤0.05). (E) Hierarchical heatmap of differentially expressed genes between β1-WT and β1-K794Q cells, representing the Euclidean distance of clusters of genes in a row and sample replicates in column. Between integrin β1-WT-versus K794Q-expressing eEnd2 cells, 366 transcripts were significantly increased and 207 decreased. (F) Among adhesion receptor encoding transcripts Integrin α1 (*Itga1*), α2 (*Itga2*), and β4 (*Itgb4*) showed significant increases in response to the expression of acetylation mimetic Integrin β1-K794Q. Lines indicate medians of three replicates (dots) and the stars indicate significance (stars; *p*-value ≤0.05 in unpaired t-test). The RNA-seq was repeated once providing similar results (supporting data Figures S1 and S2, Tables S1 and S2). (G) Confocal microscopy of localization and distribution of activated Integrin β1 (9EG7 staining) and nuclei (DAPI) in eEnd2 cells expressing WT or acetylation mimetic K794Q human Integrin β1-GFP. Areas delineated by yellow (1) and green (2) squares are shown at higher magnification in (H). Pictures are representative of three independent experiments. Scalebar = 30 μm or 15 μm as indicated.

### Integrin-β1 acetylation enhances endothelial cell proliferation and affects contact inhibition at high cell densities

Given the important role of integrins and matrix adhesions in cell proliferation, we analyzed the impact of a constitutive acetylation of Integrin-β1 on the expression of genes controlling cell proliferation. As shown in Figure 2A, several of those were upregulated in cells expressing β1-K794Q-GFP compared to those expressing β1-WT-GFP. These transcripts included cyclins such as *Ccnd2* and *Ccne1,* as well as cyclin-dependent kinase (*Cdk)2*, (Figures 2A, S1, and S2). 

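Ccnd2 (chromosome 6 of GRCm38, 127125162 to 127152193) had 439, 676 and 391 normalized counts in β1-K794Q-GFP cultures A, B and C and 65.8, 62.5 and 13.7 in β1-WT-GFP cultures A, B and C. Its log2 fold change was 3.41 (standard error 0.64, adjusted p = 0.12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it passed both thresholds in each of the 6 fits that left out a culture.
Ccne1 (chromosome 7, 38097984 to 38107534) had 27.2, 5.33 and 26.1 normalized counts in β1-K794Q-GFP cultures A, B and C, so that culture B lay below β1-WT-GFP culture C at 8.50. Its log2 fold change of 1.97 (standard error 0.72, adjusted p = 0.413) passed both thresholds, and of the fits that left out a culture only those without β1-K794Q-GFP culture B (2.41) and without β1-WT-GFP culture C (2.63) did so.
Cdk2 (chromosome 10, 128697939 to 128705031) had 237 and 272 normalized counts in β1-K794Q-GFP cultures A and C and 61.8 in culture B, against 53.6 ± 5.73 (SD, n = 3) in β1-WT-GFP cells. Its log2 fold change was 1.83 (standard error 0.53, adjusted p = 0.288). The genes around Cdk2 were higher in β1-K794Q-GFP cells as well, and with that regional level taken out the log2 fold change of Cdk2 was 0.31 and it no longer passed the thresholds.
Of the 34 genes shown in Figures 2A, S1D and S2, 32 were tested and 27 passed both thresholds, 21 higher and 6 lower. Over all genes 3 of them had an adjusted p of at most 0.05, and 29 had when adjusted over the list alone; the study chose these genes on the same samples, so that the second count is not independent evidence.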

The transcript encoding for Mdm2, the regulator of the tumor suppressor p53, was also upregulated by β1-K794Q-GFP. In addition, the expression of mitogenic factors such as placental growth factor (*Pgf*) was increased by β1-K794Q-GFP, suggesting an enhancement of cell proliferation by Integrin-β1 acetylation. 

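Mdm2 lies on chromosome 10 of GRCm38 from 117688875 to 117710758. It had 459 ± 20.0 normalized counts (SD, n = 3) in β1-K794Q-GFP cells and 104 ± 25.0 (SD, n = 3) in β1-WT-GFP cells, a log2 fold change of 2.14 (standard error 0.23, adjusted p = 0.0474 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each culture left out in turn the log2 fold change lay between 2.02 and 2.36. Many genes of this part of chromosome 10 were higher in β1-K794Q-GFP cells. In the 31 tested genes that start between 110 and 120 Mb, the median log2 ratio to the mean of β1-WT-GFP cells was 1.19, 0.40 and 1.09 in β1-K794Q-GFP cultures A, B and C. With that regional level taken out, Mdm2 kept a log2 fold change of 1.28 and stayed past both thresholds, while Kitl (1.15) and Rab5b (1.27), which lie on the same chromosome and passed the thresholds before, had log2 fold changes of 0.26 and -0.16.

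**Figure D2:**
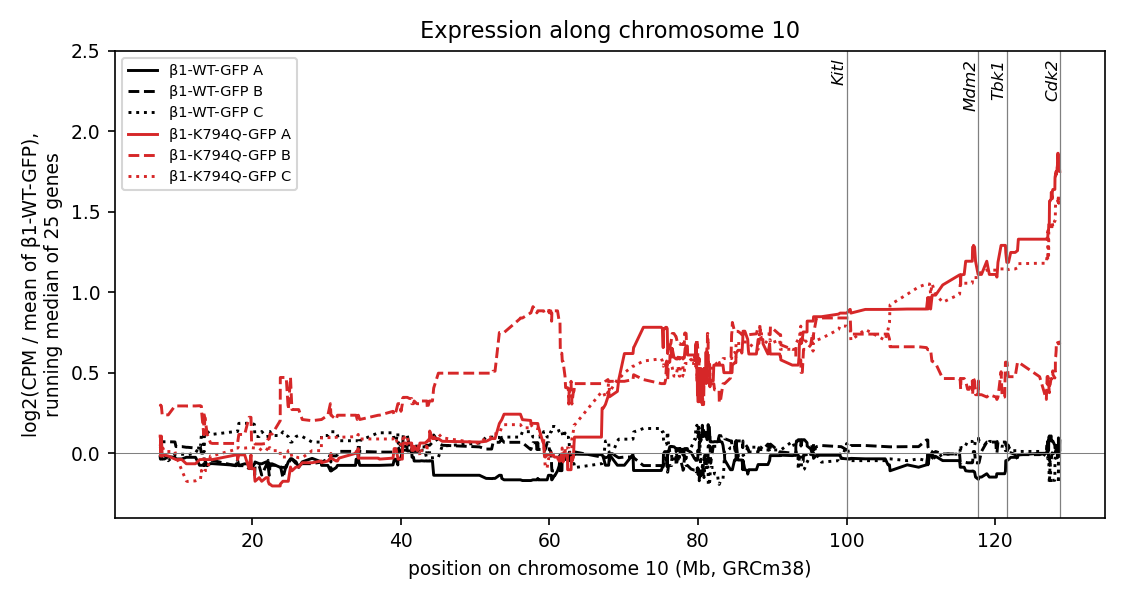
Running median over 25 neighbouring genes of log2(CPM / mean of β1-WT-GFP cells) along chromosome 10 of GRCm38, a line for each culture. The positions of Kitl, Mdm2, Tbk1 and Cdk2 are marked. A constant was added to each CPM, and each culture's median over all tested genes was taken out. The β1-K794Q-GFP cultures lie above the β1-WT-GFP cultures over the distal part, and between 110 and 120 Mb cultures A and C reach medians of 1.19 and 1.09 against 0.40 in culture B.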

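Pgf, on chromosome 12 of GRCm38 from 85166635 to 85177790, had 68.0, 112 and 8.86 normalized counts in β1-K794Q-GFP cultures A, B and C and 4.19 ± 1.11 (SD, n = 3) in β1-WT-GFP cells. The log2 fold change was 3.9 (standard error 0.89, adjusted p = 0.184 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lowest β1-K794Q-GFP culture, C, lay above the highest β1-WT-GFP culture, which had 5.43 normalized counts. Without culture B of the β1-K794Q-GFP cells the log2 fold change was 3.19 and without culture C 4.42, and it stayed past both thresholds in each of the 6 fits that left out a culture. From the higher transcript levels of the cyclins, Cdk2, Mdm2 and mitogenic factors such as Pgf, the paper proposes that acetylation of Integrin-β1 enhances cell proliferation, which it then measured by EdU incorporation.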

We studied cell proliferation of eEnd2 cells using DNA incorporation of 5-ethynyl-2′-deoxyuridine (EdU) to detect dividing cells and recorded the percentage of EdU positive cells as an index of cell proliferation.^26^^,^^27^ As illustrated in Figures 2B and S3, eEnd2 cells expressing β1-K794Q-GFP showed more EdU positive nuclei and a higher proliferation compared to cells expressing the wildtype versions of the Integrin-GFP chimera. Since cell confluence is able to block EC proliferation under normal angiostatic condition,^28^^,^^29^^,^^30^ we tested the impact of different cell densities on eEnd2 cell proliferation by plotting the proliferation index as a function of the total cell count (Figure 2C). EdU incorporation in cells expressing β1-WT-GFP was inhibited by high cell density, whereas β1-K794Q-GFP-expressing cells failed to become quiescent Figure 2D). This proposes that constitutive acetylation of Integrin-β1 in EC enhances cell proliferation and an obliteration of the density-induced cell proliferation arrest at confluence.

**Figure 2:**
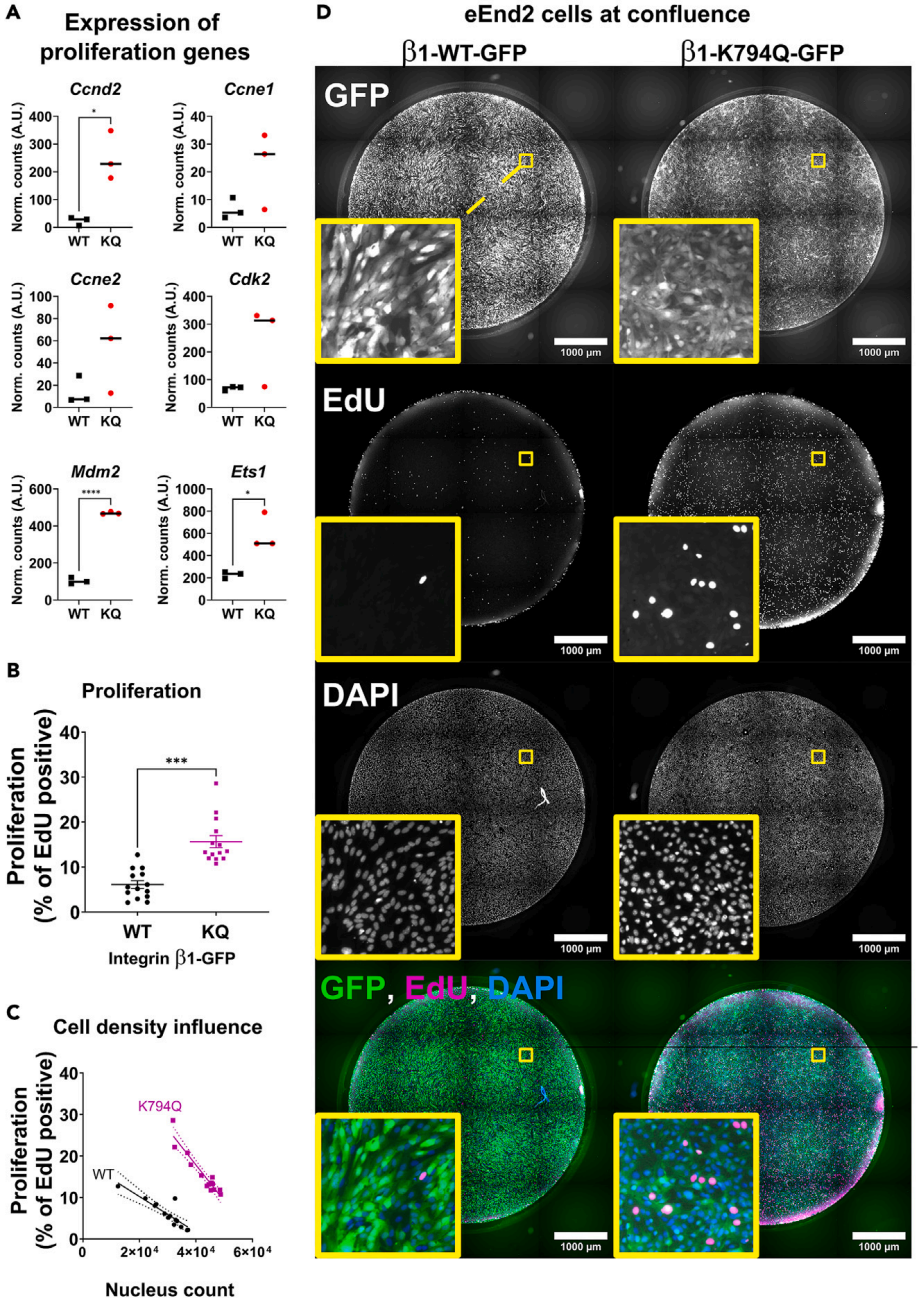
Expression of acetylation mimetic Integrin-β1 induces uncontrolled proliferation of endothelial cells (A) Mouse eEnd2 cells constitutively expressing β1-K794Q induced cell proliferation-promoting genes. Lines indicate medians of three replicates (dots) and the stars indicate significance (stars; *p*-value ≤0.05 in unpaired t-test). (B) Quantification of cell proliferation by nuclear EdU incorporation in confluent mouse eEnd2 cells, expressing WT or K794Q-mutant Integrin-β1. Each dot represents the percentage of proliferating cells in one well and their means are indicated by bars. Stars indicate significance when *p*-value ≤0.05 by unpaired t-test (14 wells per condition). Supporting data are included in Figure S3. Similar cell proliferation results were found in more than 4 independent experiments. (C) Analysis of cell proliferation in respect to cell densities. Cell proliferation rates were plotted as functions of nuclear densities. Please note that proliferation of eEnd2 cells expressing β1-WT Integrin was inhibited at high cell densities, whereas this inhibition of proliferation was abrogated in eEnd2 cells expressing the acetylation mimetic K794Q mutant. Each dot represents the percentage of proliferating cells in one well (14 wells per conditions). Linear regression lines show the proliferation-rate along different cell densities. (D) Fluorescent images of GFP, EdU and DAPI, of eEnd2 cell cultures expressing WT versus K794Q mutant Integrin-β1-GFP chimera. Stitched images allow to appreciate the entire well. Please note the absence of EdU incorporation in β1-WT, versus continuing EdU staining of nuclei in β1-K794Q expressing cells. Single channels in grayscale and the merged image are presented. GFP (green) shows the transfected human Integrin β1-GFP chimera, EdU (magenta) indicates proliferating cells and DAPI (blue) shows staining of all the nuclei. Scalebar = 1000 μm. Zoomed-in areas represent the yellow squares. Similar results were found in more than three independent experiments. See Figure S3 for supporting results.

### Acetylation of Integrin-β1 alters endothelial cell junctions

Cell junctions are crucial for controlling cell proliferation at confluence.^28^ We analyzed the quality of cell-cell junctions established between eEnd2 cells expressing either β1-WT-GFP or the K794Q mutant. Staining VE-cadherin showed well-organized and straight junctions between EC expressing β1-WT-GFP (Figure 3A), a feature that marks the tightness of intercellular junctions. β1-WT-GFP expressing eEnd2 cells showed non-overlapping flattened cells in a well-defined monolayer, which was in contrast to β1-K794Q-GFP expressing cells, showing more diffusive and chaotic cell junctions. VE-cadherin localization showed anarchic superimpositions of peripheral regions of adjacent cells, especially in regions of high cell density (not shown). Due to these junctional alterations, we analyzed the effect of Integrin-β1 acetylation on the expression of genes encoding for junctional molecules in eEnd2 cells. While the expression of VE-cadherin (*Cdh5*) and its cytoplasmic adapters such as p120-catenin/catenin-δ1 (*Ctnnd1*) were not changed, the transcripts of Claudin5 (*Cldn5*) were decreased in β1-K794Q-GFP mutant compared to β1-WT-GFP expressing cells (Figures 3B and 3C). However, no difference was observed in the mRNA levels of the tight junction protein Occludin/ELL domain containing 1 (*Ocel1*). 

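Cdh5 had 1409, 3994 and 1294 normalized counts in β1-K794Q-GFP cultures A, B and C and 1710 ± 462 (SD, n = 3) in β1-WT-GFP cells. Its log2 fold change was 0.38 (standard error 0.52) and became -0.34 without β1-K794Q-GFP culture B. Ctnnd1 had 584 ± 88.2 and 535 ± 137 normalized counts (SD, n = 3 each), a log2 fold change of 0.13 (standard error 0.26). The adjusted p from edgeR's quasi-likelihood test was 0.895 for Cdh5 and 0.929 for Ctnnd1.
Cldn5 (chromosome 16 of GRCm38, 18776847 to 18778262) had 267 and 252 normalized counts in β1-WT-GFP cultures A and B and 4.74 in β1-WT-GFP culture C. In β1-K794Q-GFP cultures A, B and C it had 17.5, 0 and 24.3. The log2 fold change of -3.64 had a standard error of 1.81 and did not pass the thresholds (adjusted p = 0.595 from the same test; exact permutation test, two-sided, p = 0.3). Without β1-WT-GFP culture C the log2 fold change was -4.20 and passed both, and it was -3.05 without β1-K794Q-GFP culture B and -4.31 without β1-K794Q-GFP culture C. Of the 9 junction and polarity genes of Figure 3, 7 were tested; 1 had an unadjusted p of at most 0.05 and passed both thresholds, and 0 had an adjusted p of at most 0.05, over all genes or adjusted over the list alone.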

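Ocel1 had 22.1 ± 7.22 normalized counts in β1-K794Q-GFP cells and 24.0 ± 8.97 in β1-WT-GFP cells (SD, n = 3 each). The log2 fold change was -0.12 with a standard error of 0.39 (adjusted p = 0.961 from edgeR's quasi-likelihood test), smaller than the spread within either group, and it lay between -0.39 and 0.13 with each culture left out in turn.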

The altered monolayer organization indicated a cell polarity issue, potentially similar to previous observations in mouse Integrin-β1 deficient embryo.^5^ Accordingly, the expression of the polarity gene *Pard3* encoding for Partitioning-defective protein (Par)-3 and *Jam3* for junctional adhesion molecule (JAM)-C were both increased in β1-K794Q-GFP cells (Figure 3D) suggesting an attempt to balance the loss of endothelial polarity. 

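Pard3 lies on chromosome 8 of GRCm38 from 127063893 to 127612286. It had 46.8 ± 8.05 normalized counts in β1-K794Q-GFP cells, and 5.25, 5.80 and 22.2 in β1-WT-GFP cultures A, B and C. Its log2 fold change was 2.07 (standard error 0.60, adjusted p = 0.288 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), past both thresholds in each of the 6 fits that left out a culture, and 3.09 without β1-WT-GFP culture C. Jam3 (chromosome 9, 27097384 to 27155421) had 130 ± 23.2 normalized counts in β1-K794Q-GFP cells (SD, n = 3), and 80.04, 86.1 and 20.7 in β1-WT-GFP cultures A, B and C. The log2 fold change of Jam3 was 1.06 (standard error 0.52, adjusted p = 0.584) and did not pass the thresholds; without β1-WT-GFP culture C it was 0.66. In both genes each β1-K794Q-GFP culture lay above each β1-WT-GFP culture (exact permutation test, two-sided, p = 0.1, the smallest that 3 cultures against 3 allow). Pard6a had a log2 fold change of -0.04, and Pard6b and Pard6g were under the filter on low counts. From the increase of Pard3 and Jam3 the paper proposes an attempt of the cells to balance a loss of endothelial polarity.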

Altogether, these results demonstrate that constitutive acetylation of Integrin-β1 alters the organization of EC junctions and polarity, consistent with the appearance of areas of superimposed cells, proposing an explanation for the deficit in contact inhibition.

**Figure 3:**
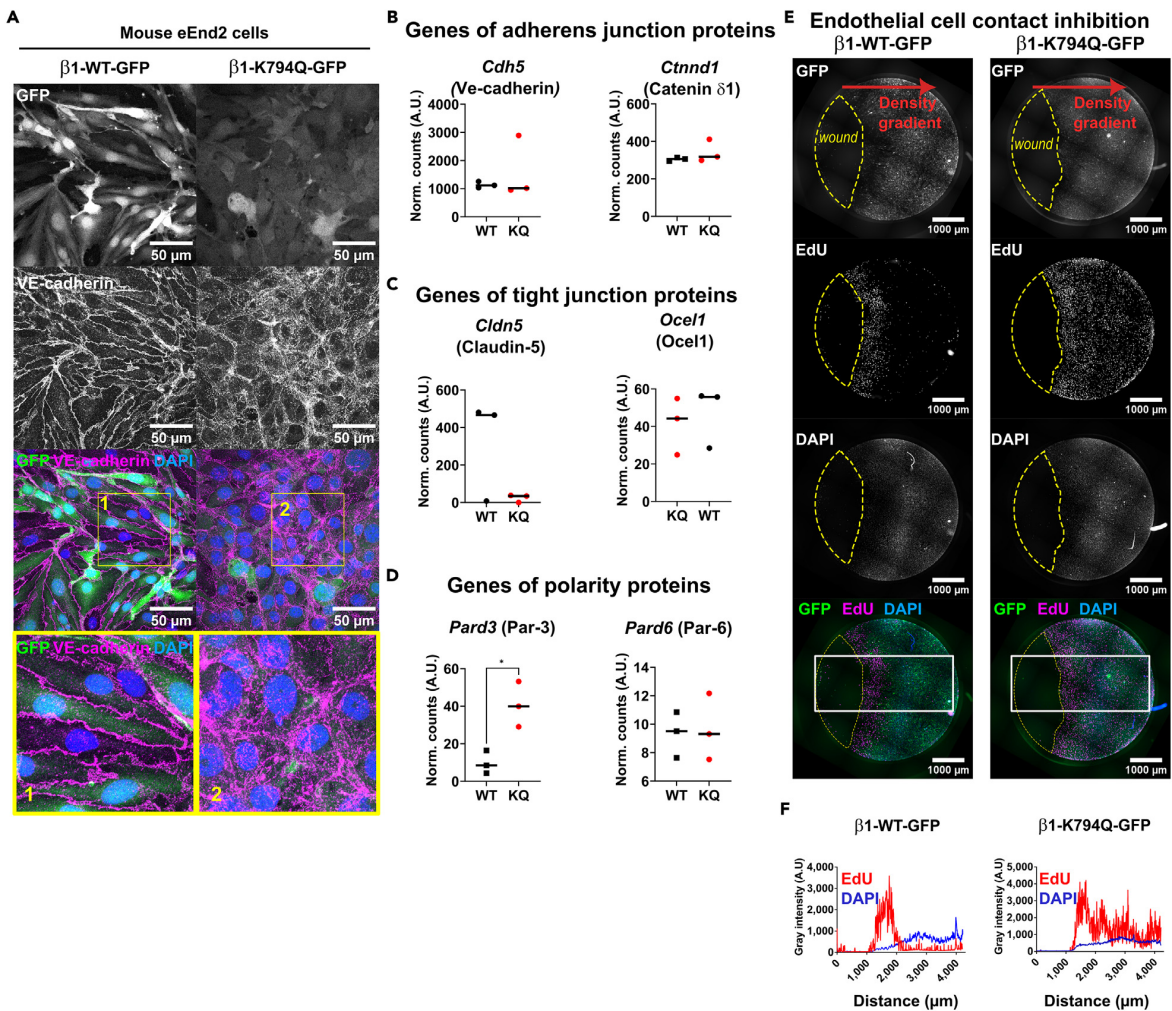
Induction of junctional alterations and perturbation of contact inhibition by expressing acetylation mimetic β1-K794Q Integrin (A) Illustration of endothelial cell junctions in mouse eEnd2 cells expressing either β1-WT or the acetylation mimetic β1-K794Q mutant. Confluent eEnd2 cells expressing either WT or K794Q-mutant Integrin-β1-GFP (green channel) were stained with an anti-VE-cadherin (VE-cad, magenta) antibody. Single channels are in grayscale and the merge in color. Scalebar = 50 μm. Nuclei are stained with DAPI (blue). Zoomed areas of the monolayers show differences in cell-cell contact formation between β1-WT and β1-K794Q expressing eEnd2 cells. The data are representative of >4 independent experiments. (B–D) Examples of specific gene expression patterns derived from the microarray dataset (RNAseq I) were presented to illustrate genes involved in the formation of adherens junction (B), tight junction (C) and cell polarity (D). (E) Cell confluence-induced contact inhibition and wound healing assay in eEnd2 cells expressing either β1-WT or β1-K794Q versions of human Integrin-β1. Stitched pictures allow to appreciate the proliferation state in the monolayer and near the zone of proliferation/migration at the wound edge. Scalebar = 1000 μm. The red arrow points toward the zone with the highest cell density. Dashed lines delineate wound areas. Please note that eEnd2 cells expressing β1-WT proliferated (EdU staining) only at the border of the wound, where cell density was the lowest, compared to the inhibition of proliferation in areas of high cell density. In contrast, eEnd2 cells expressing the K794Q mutant of Integrin-β1-GFP proliferated at the wound edge but also in areas of high cell density. (F) Fluorescence intensity profiles of EdU and DAPI in the white rectangles drawn on the merged pictures in (E). The profiles of DAPI intensity show the gradient of cell confluence with the lowest density bordering the wound and the highest far from the wound in both cells expressing β1-WT-GFP or β1-K794Q-GFP. See also Figure S4 for data supporting the finding based on two independent experiments with >10 replicates per condition.

### Maintenance of wound-healing response despite lack of contact inhibition

The cell ability to dynamically regulate contact inhibition was then specifically studied by analyzing β1-K794Q-GFP induced proliferation in confluent areas compared to sub-confluent ones using a wound healing assay (Figure S4A). During wound healing, the cell migrating front presents loosened junctions leading to lower cell density that induces directional cell migration and proliferation at the wound border. We developed an air-bubble-induced wound healing technique and analyzed the proliferation by recording the localization of EdU positive eEnd2 cells in respect to the wound edge (Figures 3E and S4B). With both versions of Integrin-β1, the wound edge was populated by proliferating cells. However, far away from the wound, in regions of high cell density, β1-WT-GFP cells showed a strong inhibition of proliferation, whereas cells expressing β1-K794Q-GFP presented high numbers of proliferating cells. We quantified EdU and DAPI fluorescence intensities across the wound edge and within the cell layer (Figures 3E and 3F). The eEnd2 cells expressing β1-WT-GFP presented main peaks of EdU at the wound border representing the cell migration front with lower density of DAPI labeled nuclei (lower overall DAPI intensity). Toward the region of high cell density only a few EdU intensity peaks were visible throughout the monolayer. In contrast, β1-K794Q-GFP cells presented high EdU intensity at the wound edge, as well as in the confluent monolayer, exhibiting a high DAPI intensity. These results demonstrate that β1-WT-GFP cells underwent efficient contact inhibition of cell proliferation at high cell densities and induced proliferation at the migration front during wound healing. Similarly, cells expressing acetylated Integrin-β1 were able to induce proliferation at the migrating wound edge by responding to environmental cues but failed to form mature cell junctions that would lead to contact inhibition of growth.

### Constitutive acetylation of Integrin-β1 imposes an integrin-dependent signaling state

How Integrin-β1 acetylation induced cellular signaling capable of modifying EC adhesions, junctions and proliferation remains unclear. We first hypothesized that this process would involve the induction of the Hippo-Yap signaling, a mechano-sensing pathway that can be modulated by cell-ECM interaction through Integrin-β1 function. Accordingly, we analyzed the expression of genes that were reportedly^31^^,^^32^ targeted by the transcription factor Yes-associated protein (Yap) within our transcriptomic data. 

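All 17 Yap target genes of Figure S5 were tested, and 2 had an unadjusted p of at most 0.05 and passed both thresholds in β1-K794Q-GFP against β1-WT-GFP cells. Axl was lower, with 17.9 ± 11.9 normalized counts in β1-K794Q-GFP cells and 141 ± 71.2 in β1-WT-GFP cells (SD, n = 3 each), a log2 fold change of -2.97 (standard error 0.72, adjusted p = 0.207 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Arhgef17 was higher in β1-K794Q-GFP cultures A and C, at 75.4 and 64.6 normalized counts, and at 0.0987 in culture B, against 3.26 ± 0.581 (SD, n = 3) in β1-WT-GFP cells. Its log2 fold change was 3.83 (standard error 1.55, adjusted p = 0.474), and 4.42 without β1-K794Q-GFP culture B. Across the 6 fits that left out a culture it lay between 3.31 and 4.42 and passed both thresholds in 1. The ranges of the groups overlapped for Arhgef17 (exact permutation test, two-sided, p = 0.4). After adjustment 0 of the 17 genes had a value of at most 0.05, over all genes or adjusted over the list alone. The median log2 fold change of the list was -0.15, and 8 of the 17 genes were higher in β1-K794Q-GFP cells.
The spread within the β1-WT-GFP cells was large for several of these genes. Cyr61 had 3.85, 2.2 and 610 normalized counts in β1-WT-GFP cultures A, B and C, and Ctgf had 0.787, 0.700 and 309. Ankrd1 reached 192 and Myof 1653 in culture C, against at most 3.2 and 311 in A and B. The log2 fold changes of these 4 genes, -4.03, -3.24, -3.16 and -0.37, became 2.06, 3.86, 1.29 and 1.02 without β1-WT-GFP culture C, and the number of genes past both thresholds rose to 6. No difference was found for the 17 genes as a set (limma camera, adjusted p = 0.653 over 7 sets); without β1-WT-GFP culture C they were higher in β1-K794Q-GFP cells (adjusted p = 0.0225). From the lack of change in most of these genes the paper reasons that acetylation of Integrin-β1 did not stimulate the function of Yap.

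**Figure D3:**
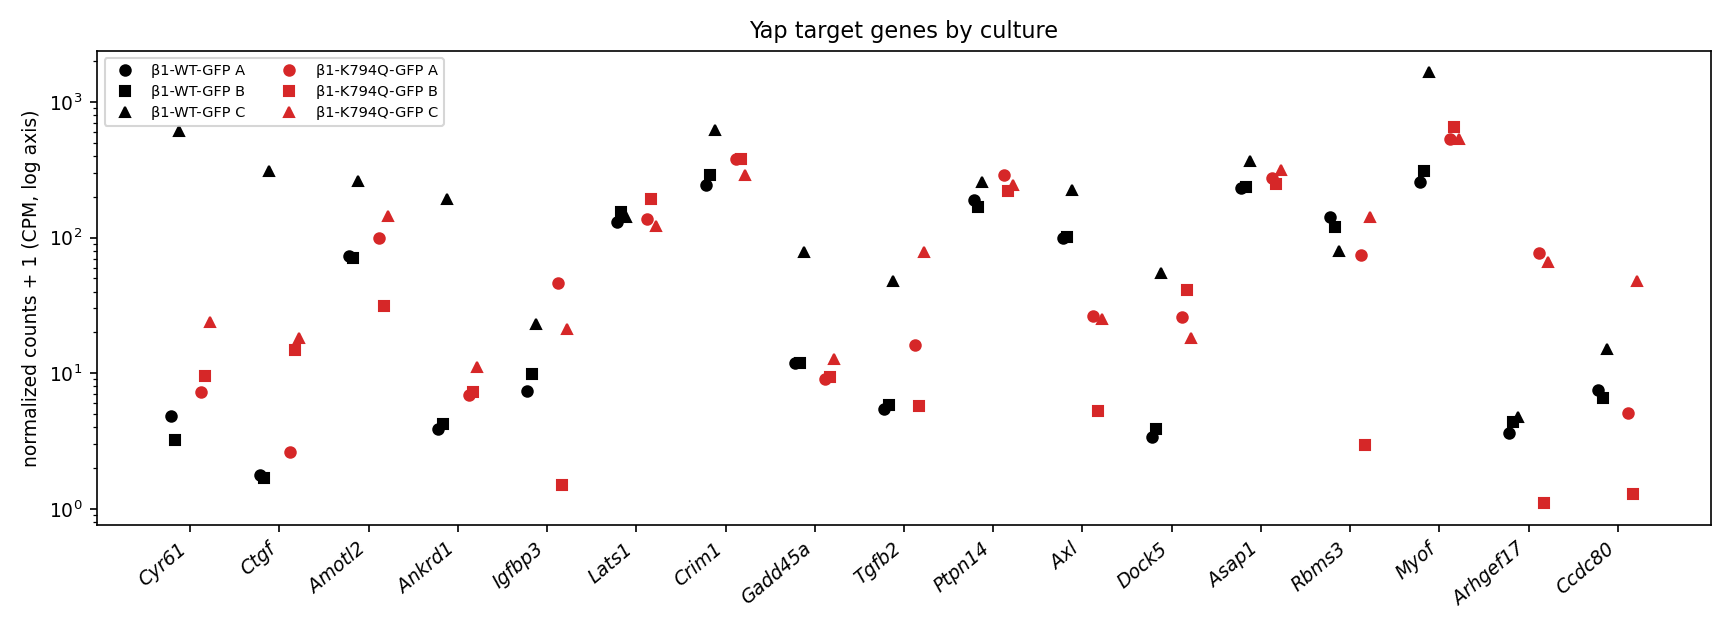
Normalized counts plus 1 (CPM, log axis) of the 17 Yap target genes of Figure S5, a point for each culture, β1-WT-GFP in black and β1-K794Q-GFP in red. β1-WT-GFP culture C lies far above β1-WT-GFP cultures A and B for Cyr61 (610), Ctgf (309) and Ankrd1 (192).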

As shown in Figure S5, expression of β1-K794Q-GFP had no impact on most Yap target genes as compared to β1-WT-GFP. This indicated that Yap transcription factor function was not stimulated by acetylation of Integrin-β1 in EC.

A second mechanism that links Integrin-β1 acetylation to cell junctions could be mediated by Ras homolog (Rho) GTPases-dependent actin contractility and adhesion remodeling.^33^^,^^34^^,^^35^ To test this hypothesis, we developed a lentiviral expression system for the expression of β1-GFP (WT or K794Q) under the control of the elongation factor alpha (EF1α) promoter, allowing a constitutive expression in human umbilical vein endothelial cells (HUVEC) as outlined in Figure 4A. Efficient expression of the two versions of Integrin-β1-GFP chimeras was confirmed by flow cytometry (Figure 4B) and the analysis of cell adhesions by confocal microscopy showed localization of chimeric β1-GFP in cell-matrix adhesions exhibiting the active conformation of Integrin-β1, assessed by 9EG7 mAb staining, for both β1-WT- and β1-K794Q-GFP (Figure 4C). Consistent with the phenotypes observed in eEnd2 cells, the permanent acetylation of Integrin-β1 in HUVEC also induced the formation of dense and thin fibrillar-like adhesions that covered the basal membrane of the cells. In addition, the expression of β1-K794Q-GFP also increased HUVEC proliferation, phenocopying eEnd2 cells in several aspects (Figure 4D). To analyze the remodeling capacity of the different Integrin receptors, we induced Rho-dependent contractility by thrombin treatment,^36^ in HUVEC expressing β1-K794Q-GFP or β1-WT-GFP (Figure 4E). Thrombin-treatment led to efficient retraction of HUVEC expressing both versions of Integrin-β1-GFP. Notably, the treatment with thrombin induced a remodeling of central, thin fibrillar adhesions into thick peripheral focal adhesions in HUVEC expressing β1-WT-GFP. In contrast, the dense and thin fibrillar-like adhesions of β1-K794Q-GFP expressing HUVEC were more resistant to thrombin-induced remodeling and remained unchanged, despite cell retraction and junctional disruption. Similar results were found for Integrin-expressing eEnd2 cells. These data suggest that adhesions formed in HUVEC expressing the acetylation mimetic mutant of Integrin-β1 were maintained in an immature state.

**Figure 4:**
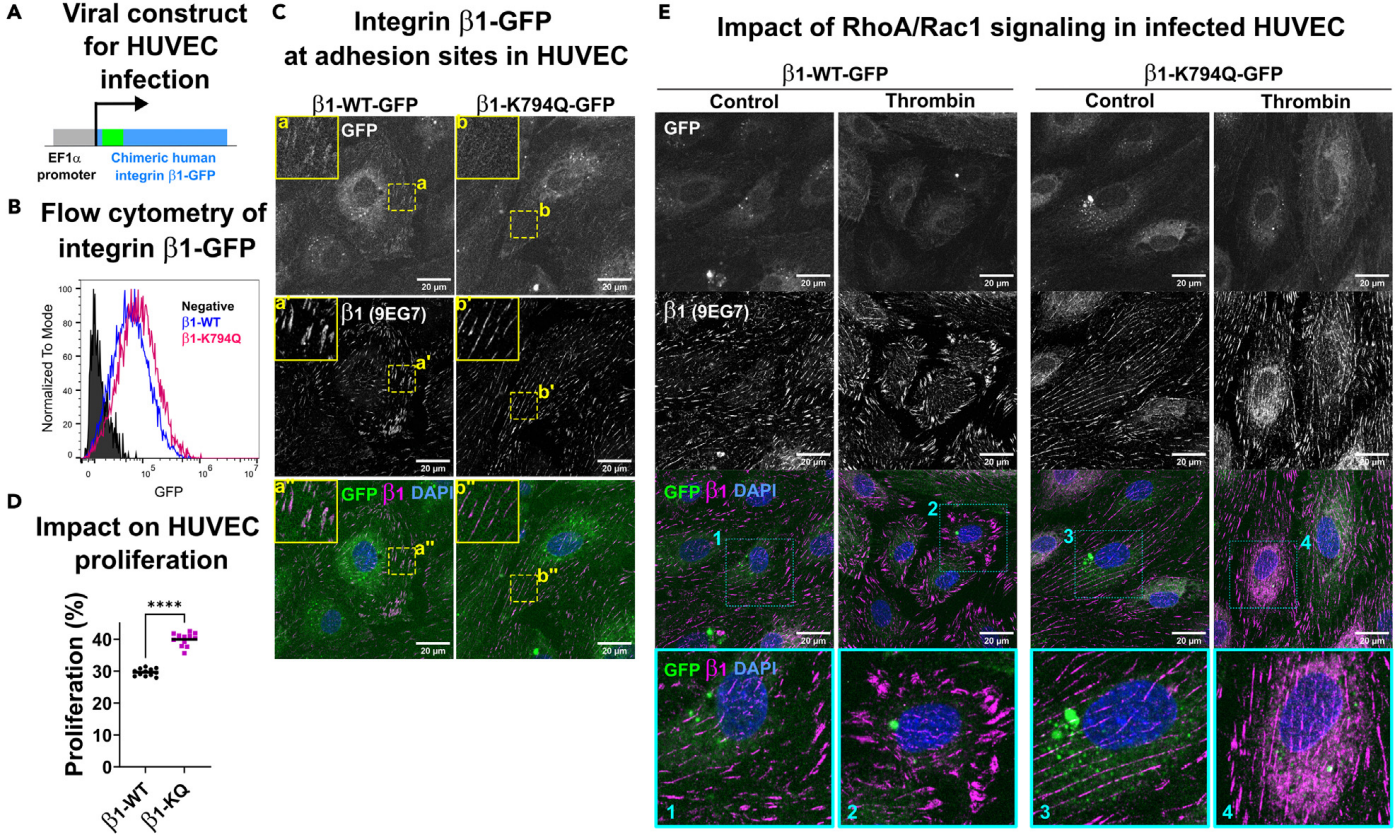
Acetylation mimetic Integrin-β1 induces MAPK signaling and resistance to RhoA-mediated adhesion remodeling in HUVEC (A) HUVEC were transfected with a lentiviral construct expressing the chimeric human Integrin β1-GFP (WT or K794Q) under the control of the EF1a promoter, and expression confirmed by flow cytometry (B). (C) Confocal microscope images of β1-GFP transfected HUVEC showing transfected Integrins in adhesion sites by GFP and staining for activated integrins by 9EG7 antibody (magenta). Greyscale of single channels and the merge in color are shown. Zoomed views of the area within the dashed yellow squares are shown in the upper right corners. Scalebar = 30 μm. (D) Relative proliferation indices (%) of HUVEC expressing β1-WT or β1-K794Q mutant Integrin-β1. Each dot represents the proliferation index of a single well and the mean is indicated by a line. The significance was shown as stars when *p*-value ≤0.05 in unpaired t-test (12 wells per conditions). Similar results were found in two independent experiments. (E) Thrombin treatment induced adhesion remodeling in HUVEC. Confluent HUVEC expressing β1-WT or β1-K794Q were treated with or without (control) thrombin and Integrin β1-containing cell adhesions were identified by GFP imaging (green) and staining with mAb 9EG7 (magenta). Single channels are shown in greyscale and the merge in color. Scalebar = 20 μm. Magnified views are shown of the areas delineated by dashed rectangles (1–4). The illustration is representative of two independent experiments. See Figure S7 for supporting western blot data.

Since αVβ3 Integrin, which is primarily localized in focal adhesions, has previously been associated with intracellular signaling, we asked whether the β1-K794Q-GFP mediated induction of cell proliferation was linked to an indirect signaling via αvβ3 Integrin. To compare Integrin-β1 dependent signaling with αvβ3 mediated signaling, we plated eEnd2 cells stably transfected with the different integrin β1 forms on substrates coated with different ECM ligands showing binding specificity for either β1 or αvβ3 Integrins and analyzed cell proliferation by EdU incorporation. As shown in Figure S6, the proliferation advantage in eEnd2 cells conferred by β1-K794Q-GFP expression, was present on all Integrin ligands, but with the highest indices for Laminin and Fibronectin, the preferred ligands of α3β1^37^ and α5β1,^38^ respectively. Proliferation was also high, when cells were plated on collagen/gelatin, the ligand for α1β1 and α2β1.^39^ Notably, the proliferation rate of eEnd2 cells was the lowest when plated on vitronectin, a preferred ligand for αVβ3.^40^ These results indicate that the contribution of Integrin-β3 activity on the eEnd2 proliferation was negligible, suggesting that ligand-engaged Integrin-β1 and even more so, acetylated Integrin-β1 induced proliferation of EC.

Another signaling pathway that depends on Integrin-β1 function and is downstream of KINDLIN2 is the mitogen-activated protein kinases (MAPK) that was previously shown to be induced by Integrin-dependent cell-matrix adhesion.^17^ To test this pathway, we analyzed the activation state of MAPK in HUVEC expressing either β1-WT-GFP or β1-K794Q-GFP. For this, we monitored the phosphorylation levels of the extracellular signal-regulated kinases (ERK1 and ERK2) in HUVEC stimulated by the vascular endothelial growth factor (VEGF), as well as treated with the combination of Tyrphostin, a potent tyrosine kinase inhibitor, and the inhibitor of phosphoinositide 3′ Kinase (PI3K) LY294002 (T + L), to efficiently inhibit MAPK signaling. In HUVEC expressing the β1-WT-GFP, a low basal level of ERK phosphorylation in the presence of DMSO (D) was increased by VEGF treatment, while it was inhibited by the inhibitors (Figures S7A and S7G). However, in HUVEC expressing β1-K794Q-GFP, the basal level of ERK phosphorylation was higher, and was not further augmented by the treatment with VEGF, although efficiently blocked by inhibitors of MAPK signaling. Integrin-β1 function can also be mediated by focal adhesion kinase (FAK) signaling. However, we did not find an increase in the inactive form of SRC (p-Y530), an activator of FAK (Figures S7C and S7I). To assure similar amounts of extracted proteins on the blot, we stained the membranes with Ponceau red directly after blotting and performed anti-Tubulin staining subsequently (Figures S7E and S7M). The protein levels of VE-CADHERIN (Figures S7B and S7H) and VINCULIN (Figures S7D and S7J) showed trends of increase in HUVEC with permanent acetylation of Integrin-β1, but this trend was variable between experiments. Altogether, these results propose that Integrin-β1 acetylation enhances the activation of the MAPK signaling pathways, which causes proliferation and reduced junctional integrity. Since enhanced Integrin-dependent signaling could be critical during tissue regeneration or inflammation, a better understanding of the underlaying mechanisms warranted further structural analysis.

### Fitting of acetyl-K794 of Integrin-β1 to the KINDLIN2 binding pocket

Post-translational modifications of the cytoplasmic tail of Integrins, such as phosphorylation were reported to regulate the binding of intracellular adapters.^22^ Cytoplasmic adapter proteins including KINDLIN2, Integrin-β1 binding protein 1 (ICAP1) and to a lesser extend FilaminA were shown to bind the Integrin-β1 peptide in the proximity of the K794-containing distal NPXY-motif.^41^^,^^42^^,^^43^^,^^44^^,^^45^ Thus, acetylation of K794, by neutralizing the positive charge, and enlarging the lysine side chain could modulate the recruitment of these adapters. In contrast to classic PTB-domain containing adapter proteins, such as TENSIN1 or ICAP1; TALIN1 as well as KINDLIN2 show an open but rigid binding pocket for the NPXY-motifs.^46^ The open binding pocket is maintained due to electrostatic interdomain FERM contacts at the C-terminal end of the F3 (PTB-domain) helix with conserved acidic residues in the F1-subdomain in both the KINDLIN2 and TALIN1 FERM domains (Figures 5A and 5B). This inter-domain interaction is absent in classical PTB domains allowing a more flexible positioning of the F3-helix. When considering the binding of Integrin-β1 tails to the rigid binding pockets of TALIN1 and KINDLIN2, there are specific differences between these adapter proteins in respect to the amino acids contacting the X-position of the NPXY-motif. While TALIN1 binds the membrane proximal NPL/IY-motif with hydrophobic leucine and isoleucine residues as illustrated with the β3-ligand (Figure 5C), KINDLIN2 faces the distal NPXY-motif, carrying the positively charged lysine at the X-position, with smaller, rather hydrophilic residues such as serine and threonine (Figure 5D).

**Figure 5:**
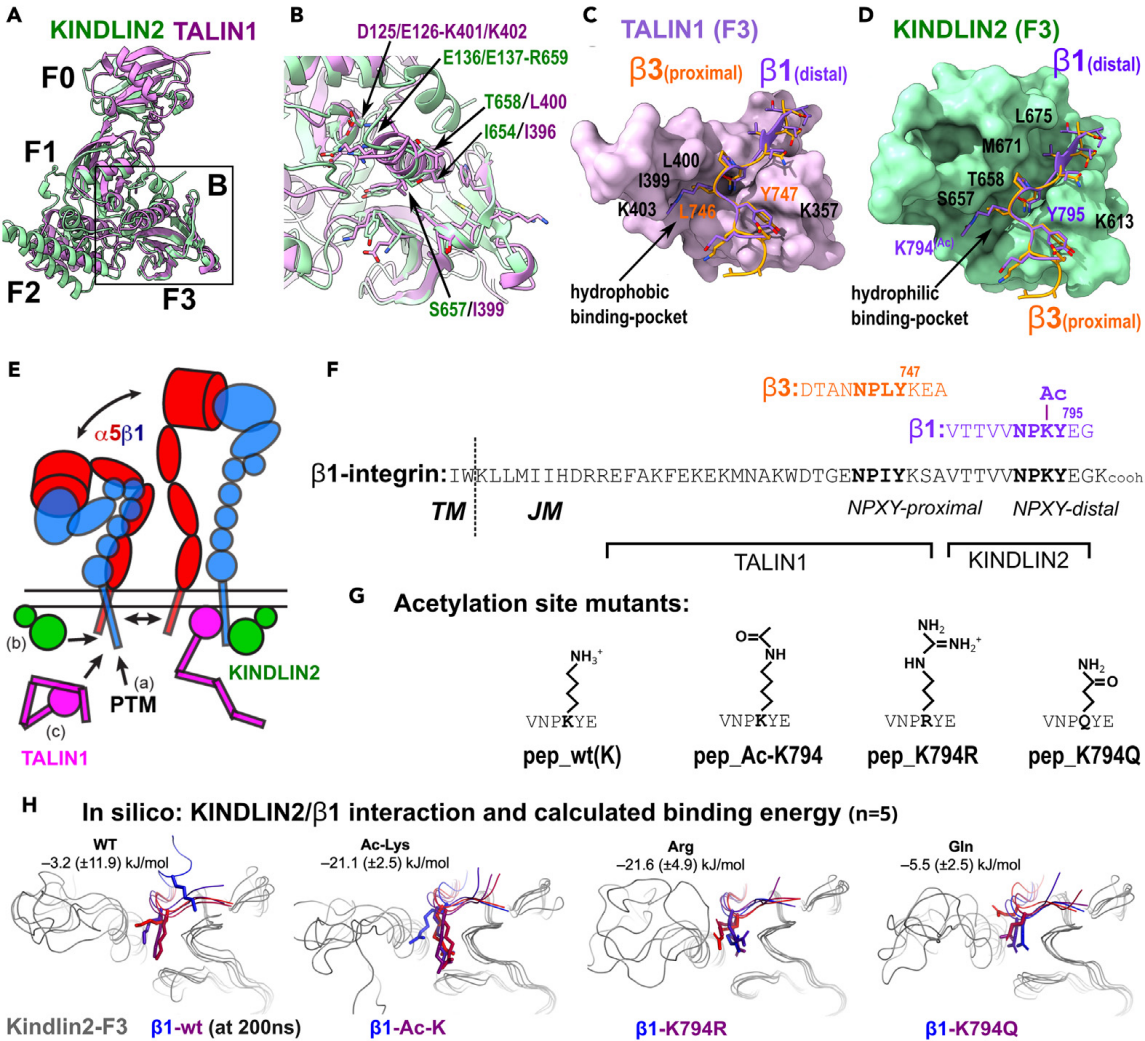
Modeling and in-silico study of the influence of Integrin-β1 acetylation on KINDLIN2 binding (A) Comparison of the structures of KINDLIN2 and TALIN1 showing the FERM folded head domain of TALIN1 superimposed on the KINDLIN2 protein, exhibiting a deleted PH-domain. (B) Zoom on the Integrin-binding pockets of TALIN1 and KINDLIN2, highlighting similarities and distinct amino acid residues involved in the adapter specific interactions with the proximal (TALIN1) and distal (KINDLIN2) NPXY-motifs. (C) Crystal structure of TALIN1 FERM-domain (PDB: 6vgu) with the proximal β3 (PDB: 6vgu), and modeled distal acetylated (Ac-K794) NPKY motif of β1. Relevant residues are indicated. (D) Crystal structure of KINDLIN2 (PDB: 5xq0) with the modeled proximal β3 and modeled distal acetylated NPKY motif of Integrin-β1. (E) Illustration of the hypothetical cascade of NPKY-acetylation (a, PTM: post-translational modifications), with subsequent binding of KINDLIN2 (b) and TALIN1 (c) to the distal and proximal portions, respectively of the activated Integrin-β1 in the α5β1 heterodimer. (F) Illustration of the primary sequence of the cytoplasmic tail of Integrin-β1 with the positions and sequences of the proximal and acetylated distal NPXY motifs represented in C and D. The transmembrane (*TM*) and Juxtamembrane (*JM*) positions are indicated. (G) The sequences of the peptides encompassing the distal NPKY-motif of Integrin β1 with or without Lys acetylation, or with Lys mutations of K794R or K794Q. (H) Final snapshots from 200 ns molecular dynamics (MD) simulations for Integrin-β1 complexed with KINDLIN2 showing position of the side chain of the residue 794 in Integrin β1, and contribution to the binding energy by non-modified (WT) K794, acetylated (Ac-Lys), K794R (Arg), and K794Q (Gln). Integrin-β1 is colored from blue to red to show the results of the five different simulations, where replica 1 is blue and replica 5 is red.

While many residues are similar between the TALIN1 and KINDLIN2 Integrin-binding pockets, there are also important differences. For example, KINDLINs have an additional C-terminal α-helix that creates a larger hydrophobic cavity around the proline residue in the bound NPXY-peptide.^47^ Indeed, some Integrin-ligands have the proline replaced with a large hydrophobic side chain (i.e., Ile in KINDLIN binding motif in β3-Integrin; NITY). Another important structural difference concerns the above-mentioned residues S657 and T658 in KINDLINs (numbered according to KINDLIN2), which correspond to hydrophobic residues I399 and L400 in TALIN1 (Figures 5B–5D). These structural deviations between TALIN and KINDLIN create different binding pockets for the X-residue side chain in the NPXY-motif, being hydrophobic in TALIN1 (to accommodate Ile and Leu), and wider and hydrophilic for KINDLINs (multiple residues found in integrins (K,T,R) (compare Figure 5C with D). Thus, due to the difference in the size of the pockets and Integrin-ligand fitting, TALIN1 might bind preferentially the proximal NPLY-motif (β3-ligand in Figure 5C) while KINDLIN2 binds the distal NPKY-motif, as observed in the published structure (PDB: 5xq0).^42^

Based on the inspection of the Integrin-adapter complexes, an even better accommodation of the K794 side-chain on KINDLIN may be obtained, when the Integrin-peptide exhibits an acetylated lysine residue (Ac-K794) (Figure 5D). We decided to address this computationally, biochemically as well as structurally.

### Influence of K794 acetylation on integrin-β1-KINDLIN2 binding energy

To obtain dynamic atomistic models of the complexes between KINDLIN2 and various modified Integrin peptides, we conducted molecular dynamics (MD) simulations for KINDLIN2 complexed with β1-Integrin cytoplasmic tails. We analyzed the binding energy of KINDLIN2 with WT β1-peptide (lysine K794) or modified peptides carrying acetylated lysine (Ac-Lys), arginine (Arg or K794R) or glutamine (Gln or K794Q). Previously published crystal structure 5xq0 obtained from a KINDLIN2-Integrin-β1 fusion construct^47^ was used as a starting conformation in the simulations, and five 200-ns independent replicas were generated. As shown in Figure 5H, in 1 out of 5 MD trajectories with the non-modified control peptide (WT), the K794 dissociated from its binding pocket within the 200-ns simulation time, proposing that the non-modified Integrin-peptide does not strongly interact with KINDLIN2. We also found that the lysine side chain does not significantly contribute to the overall binding energy of the Integrin peptide to KINDLIN2. In contrast, such dissociation events were not observed when KINDLIN2 was complexed with Integrin peptides carrying Ac-Lys794 or K794R mutations. In all 5 simulations, the peptides stayed attached and the acetyl-lysine or arginine side-chains lodged deeply into the peptide binding pocket of KINDLIN2, contributing strongly to the binding energy (dG = −21.1 ± 2.5 kJ/mol and −21.6 ± 4.9 kJ/mol, respectively) as compared to the non-modified WT peptide (dG = −3.2 ± 11.9 kJ/mol). A similar behavior was found for the glutamine side-chain, although the penetration depth of the glutamine side chain was reduced, leading to a lower overall contribution to the binding energy (dG = −5.5 ± 2.5 kJ/mol) as compared to Ac-Lys and K794R peptides. These results were consistent with the static models described above and suggested an enhanced interaction of KINDLIN2 with the acetylated K794, K794R and K794Q mutant peptides compared to the wildtype peptide.

### Acetylation of Integrin-β1 at K794 enhances KINDLIN2 binding

Full activation of Integrin-β1 requires the binding of TALINs at the proximal NPXY as well as KINDLINs at the distal NPXY-motif, as indicated by structural data and previous studies^41^ (Figure 5E). We explored biochemically whether acetylated K794 of β1-Integrin can bind to KINDLIN2 and determined the selectivity of KINDLIN2 binding pocket for the modified X-residue of the NPXY-motif. Therefore, biotinylated peptides encompassing the distal NPXY-motif of Integrin-β1 (Figure S8A), the binding site for KINDLINs were synthesized with different substitutions of the X-residue (K794 in β1) (Figure S8B). The peptides included the non-modified K794 (pep_wt), acetylated K794 (pep_Ac-K794), the acetylation mimetic mutation K794Q (pep_K794Q), the positively charged acetyl-lysine mimetic K794R mutation (pep_K794R) and the scrambled acetylated peptides (pep_Scr.). These peptides were used to pulldown adapter proteins from protein extracts of HUVEC and the amount of captured endogenous KINDLIN2 was analyzed by western blotting. As shown in one out of several similar pull-down experiment Figures S8C and S8D, acetylated peptide pulled down more KINDLIN2 than non-modified peptide or the scrambled peptide. The peptide carrying the acetylation mimetic K794Q mutation also showed enhanced binding of KINDLIN2 compared to the non-modified peptide. but still had less negative dG than the peptide carrying the longer and positively charged arginine residue (K794R).

Overall, molecular modeling and biochemical analyses suggested that the elimination of the positive charge in the acetylated lysine side-chain was not a critical determinant for the tight binding of KINDLIN2 to acetylated Integrin-β1. Instead, the structure of the acetylated lysine, the aromatic nature of the N-alkylacetamide group, or the steric and hydrogen accepting properties of the carbonyl group might be important for modulation of KINDLIN2 binding.

### Acetylation of Integrin-β1 at K794 resists cell contraction-induced adhesion remodeling

Since KINDLIN2 binding to Integrins was modified by Integrin acetylation, we asked whether rapid changes in local mechanical tension could be absorbed by this linkage. Thus, we analyzed recruitment of KINDLIN2 to cell-matrix adhesions of HUVEC and eEnd2 cells expressing wildtype and β1-K79Q-GFP mutant Integrin, before and after Thrombin-treatment. As shown in Figure 6A for eEnd2 cells, KINDLIN2 staining colocalized with active β1-Integrin at adhesions in both types of β1-GFP expressing cells. Thrombin treatment of cells expressing β1-WT-GFP induced the remodeling of fibrillar adhesions into peripheral focal adhesions. In contrast, Thrombin treatment did not induce remodeling of dense and thin adhesions in cells expressing β1-K794Q-GFP. In order to determine the amount of KINDLIN2 recruited into the cell-matrix adhesion sites, we analyzed the intensity profiles of KINDLIN2 and the active Integrin-β1 along a line crossing several adhesions. These profiles confirmed the overlap of KINDLIN2 staining with that of β1-WT, and β1-K794Q in the absence or presence of Thrombin (Figure 6B). To further evaluate the amount of KINDLIN2 per active Integrin-β1, we established the ratio of the area under each of the intensity curves and obtained similar values between Integrin-β1 and β1-K794Q expressing cells (Figure 6C). Interestingly, in HUVEC stably expressing β1-K794Q, a higher intensity of KINDLIN2 was detected in 9EG7 positive adhesions compared to cells expressing β1-WT (Figures 6E–6G). The calculation of the ratio of the total fluorescence intensities of KINDLIN2/β1 of the confocal images also revealed a similar ratio of KINDLIN2 with activated Integrin-β1 indicating the consistency of the KINDLIN2 recruitment to cell-matrix-bound Integrin-β1 (Figures 6D and 6H).

**Figure 6:**
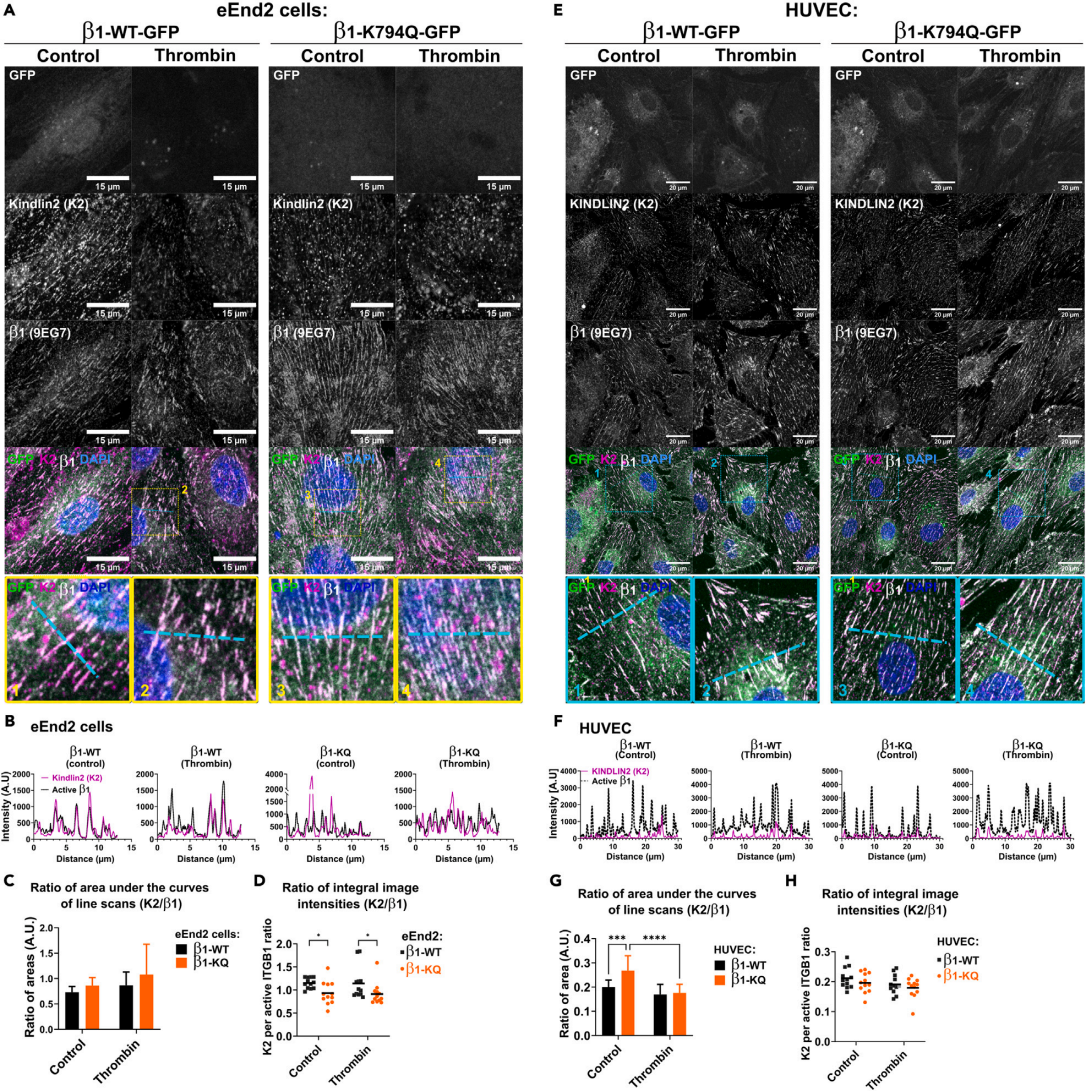
Analysis of KINDLIN2 recruitment to cell-matrix adhesions in HUVEC (A) Analysis of KINDLIN2 recruitment to cell-matrix adhesion sites and the influences of the constitutive expression of acetylation mimetic β1-K794Q, as well as Thrombin-induced retraction of mouse eEnd2 cells (A), or HUVEC (E). Cells expressing either β1-WT-GFP or β1-K794Q-GFP were stimulated or not (control) with Thrombin and KINDLIN2 recruitment to adhesion sites was analyzed by confocal microscopy. GFP indicates β1-GFP expression, staining of Integrin-β1 with the clone 9EG7 shows Integrin-β1 adhesions and KINDLIN2 (K2) was detected with a specific antibody. Single channel images (greyscale) of each condition are shown and their merge in color (Green: GFP, Magenta: K2, Gray: activated β1-Integrin and Blue: DAPI). Scalebar = 15 μm. Areas delineated by the dashed squares (1–4, yellow for eEnd2 and cyan for HUVEC) in merge pictures are zoomed and shown below the specific image to highlight KINDLIN2 at adhesions. A transvers dashed line in each merge was used to show the K2 and β1 intensity profile [(B) for eEnd2 and (F) for HUVEC)]. The intensity profile is shown as function of the distance (μm). Ratio of areas under the curves of KINDLIN2/active β1 at adhesions and the impact of Thrombin treatment are shown in (C) for eEnd2 and (G) for HUVEC. The mean ± sd, *n* = 12 ratio of area under the curve. The difference was indicated with stars when significant with *p*-values <0.05 in two-way ANOVA test. Ratio of K2/active Integrin-β1 (9EG7) intensities from the entire confocal images comprising adhesions and the basal membrane of eEnd2 cells (D) or HUVEC (H) expressing β1-GFP (WT vs. K794Q) and under Thrombin-treatment or not as indicated. Each dot represents the ratio of an image and the line show the mean of a given condition. The significance is indicated with stars when *p*-value ≤0.05 in unpaired t-test. The results are representative of two independent experiments. Related data are included in Figures S7 and S9.

Interestingly, eEnd2 cells expressing β1-K794Q-GFP also presented accumulation of KINDLIN2 and active Integrin-β1 next to cell-cell junctions (Figure S9). Thus, an enhanced KINDLIN2 recruitment to constitutively acetylated Integrin-β1 appears to increase basal, but potentially immature adhesions, but induces also laterally positioned Integrin-adhesions in proximity to cell-cell junctions. These latter adhesions may contribute to the modified junctional organization of EC, expressing acetylated Integrins with enhanced KINDLIN2 binding affinity.

### Structural basis for the enhanced KINDLIN2 binding of acetylated-β1 and its mimetic mutations

To elucidate the structural basis of the enhanced binding of KINDLIN2 with either acetylated Integrin-β1 or its mimetic mutations, we attempted the co-crystallization of mouse Kindlin2 with a free mouse Integrin-β1 peptide bearing an acetylated K794 (AcK794) residue. Despite previous unsuccessful attempts when co-crystallizing Kindlin2 with wildtype Integrin-peptides,^42^ this strategy resulted in co-crystals of Kindlin2 and the acetylated Integrin-β1 peptide that diffracted to 2.04 Å (Figures 7A and Table 1). This is consistent with the enhanced interaction with Kindlin2 when K794 is acetylated in the Integrin-β1 peptide (Figure 6C). The structure reveals that acetylated K794 of Integrin-β1 is making close contacts with the β4-β5 loop and α1 of the F3 domain of Kindlin2. Moreover, the C-terminal end of the Integrin-peptide curls upwards, owing to a lateral shift of the acetyl-lysine side chain, and repositioning of the succeeding Tyr795-side chain anchorage to Kindlin2 as a result (Figure 7C). We also determined the crystal structures of Kindlin2 fused to the β1-K794Q peptide at 2.49 Å resolution (Figure 7B and Table 1). The structure revealed that the backbone of the β1-K794Q peptide is positioned closer to Kindlin2 compared with the wildtype β1 peptide (Figure 7B),^47^ which is consistent with the enhanced binding observed in the pulldown assay.

**Figure 7:**
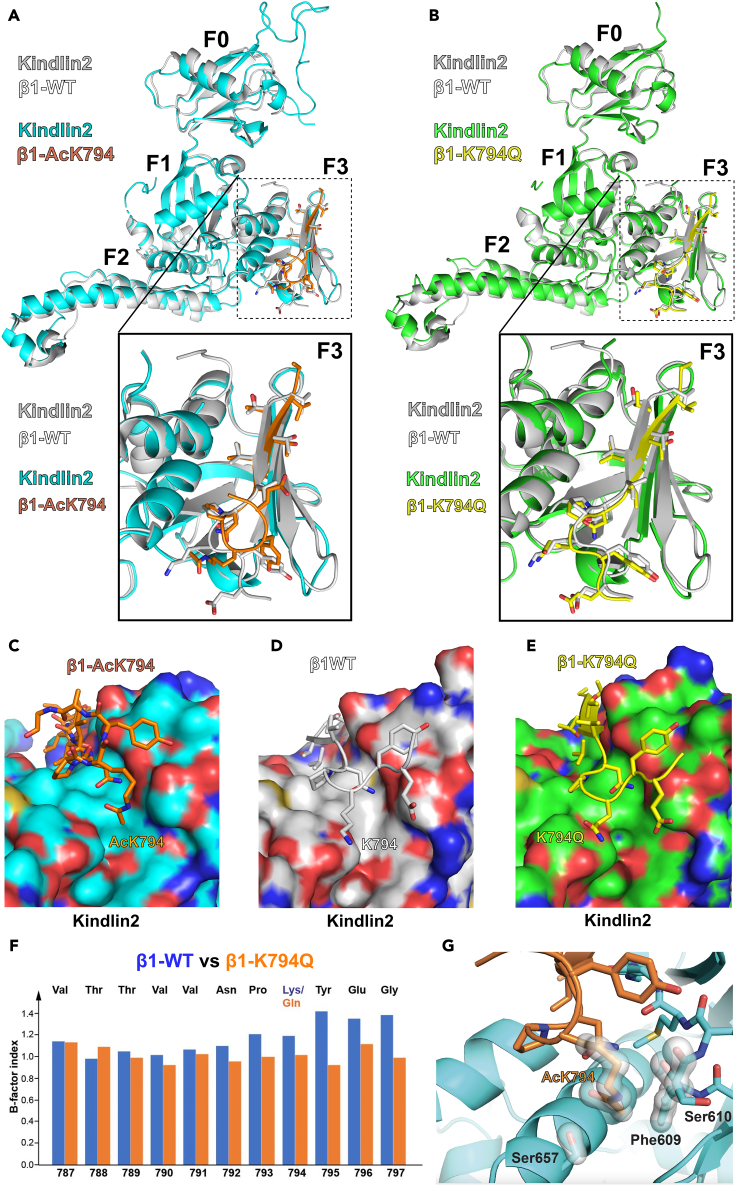
Structural analysis of Integrin-peptide/Kindlin2 complexes (A) Superimposition of the structures of the mouse Kindlin2 fusion protein with the mouse β1-Integrin peptide (PDB: 5xq0; Kindlin2 and β1 in gray), and the co-crystalized structure of the acetylated Integrin β1 peptide (orange) together with Kindlin2 (cyan). An enlarged view of the F3 domain, shows the similar Kindlin2 association of the Integrin peptide prior to the NPKY-motif and the upward turned Lys-acetylated β1-Integrin peptide (orange). (B) Superimposition of the structure of the Kindlin2-β1-peptide fusion protein (PDB: 5xq0, gray) and that of the fusion protein of Kindlin2 with the β1-peptide carrying the K794Q-mutation (Kindlin2 in green, β1-K794Q in yellow). The enlarged view of the insert in B, shows that compared to the β1-WT peptide, the β1-K794Q peptide (yellow) is positioned closer to the Kindlin2 NPXY binding pocket, therefore explaining the enhanced affinity of the β1-K794Q peptide for Kindlin2. (C–E) Comparison of the peptide and side-chain conformation of the acetylated Integrin peptide (NP^Ac^KY)(C), with the non-modified β1-Integrin peptide (NPKY)(D), and the acetyl-mimetic form of the β1-Integrin peptide (NPQY)(E). (F) B-factor index for the respective B-factors of the wildtype and K794Q-mutant Integrin sequences demonstrating stabilization of the c-terminal KYEG-peptide sequence by the introduction of the acetyl-mimetic mutation (QYEG). (G) Analysis of side-chain interactions of the acetylated lysine residue with the Integrin-binding pocket of Kindlin2. Please note the close contacts of the methyl-group with Phe609 and Ser610 at the base of the peptide binding pocket, as well as H-bond formation between the carbonyl-group of the acetyl-lysine with the Ser657 sidechain. Due to the lateral shift of the acetyl-lysine side chain, and tyr-side chain anchorage to Kindlin2, the integrin peptide curls upwards.

The surface representation of Kindlin2 indicated that the β1-K794Q peptide (Figure 7E) is bound closer to the Kindlin2 F3 subdomain than the wildtype β1 peptide (Figure 7D), and that the β1-AcK794 peptide fits the Integrin binding groove of Kindlin2 more snugly than the wildtype peptide (Figure 7C).

Moreover, we analyzed the bound peptides for B-factors of the residues in wildtype versus K794Q peptides from the Kindlin2/integrin fusion structure^47^ While residues at the amino-terminal half of the two peptides exhibit similar B-factors, residues near the K794Q site at the carboxyl-end of the mutant peptide exhibit lower B-factors compared with the corresponding residues in the wild-type peptide (Figure 7G). Since B factors represent the atomic displacement and mobility of the side chain, this result further supports the notion that the K794Q mutation in β1 peptide enhances its binding with KINDLIN2. In addition, proximity analysis confirms that the Acetyl-K794 side chain makes contacts with side chains of F609 and S657, and the backbone of S610 (Figure 7H). It is worth noting that the helical conformation at the free carboxyl-end of the β1-AcK794 peptide is similar to that of a previously reported PIP5K-derived peptide bound to the TALIN1 F3 domain,^43^ wherein the two modified peptides exhibit higher affinity than the wildtype peptides.

Our analyses revealed the structural basis for the enhancement of KINDLIN2 binding to acetylated-β1 and its mimetic mutants. The KINDLIN2-dependent signaling triggered by the enhanced binding of KINDLIN2 to acetylated Integrin-β1, may thus provide a consistent mechanistic explanation for the observed phenotype in EC expressing the acetylation-mimetic K794Q mutant of Integrin-β1.

### KINDLIN2 overexpression triggers integrin-dependent pathways and alters endothelial junctions

Since acetylation of Integrin-β1 enhances KINDLIN2 binding and adhesion formation, permanent acetylation of Integrin-β1 could therefore affect intracellular signaling dependent on KINDLIN2. To better understand how increasing KINDLIN2 expression support Integrin-β1 signaling, we expressed KINDLIN2-turboGFP chimera under the control of EF1α in HUVEC (Figure 8A). HUVEC expressing KINDLIN2-turboGFP showed localization of KINDLIN2 in adhesions, cytoplasm, cell membrane and cell junctions (Figure 8B), consistent with previous studies.^21^ These multiple locations are in line with a direct implication of KINDLIN2 in mechanical force transmission and signaling crosstalk between cell-matrix and cell-cell junctions to control barrier functions (Figure 8C). Notably, the overexpression of KINDLIN2-turboGFP led to increased cell surface interaction with ECM manifested by larger size of the spread cells (not shown). We therefore stimulated HUVEC signaling with the inflammatory cytokine TNFα, expected to modify the balance between cell-matrices and cell-cell junctions. HUVEC expressing three different levels of KINDLIN2 (Norm: endogenous only, Mild: endogenous plus low level of KINDLIN2-GFP, and High: endogenous plus high level of KINDLIN2-GFP) were used in this experiment.

**Figure 8:**
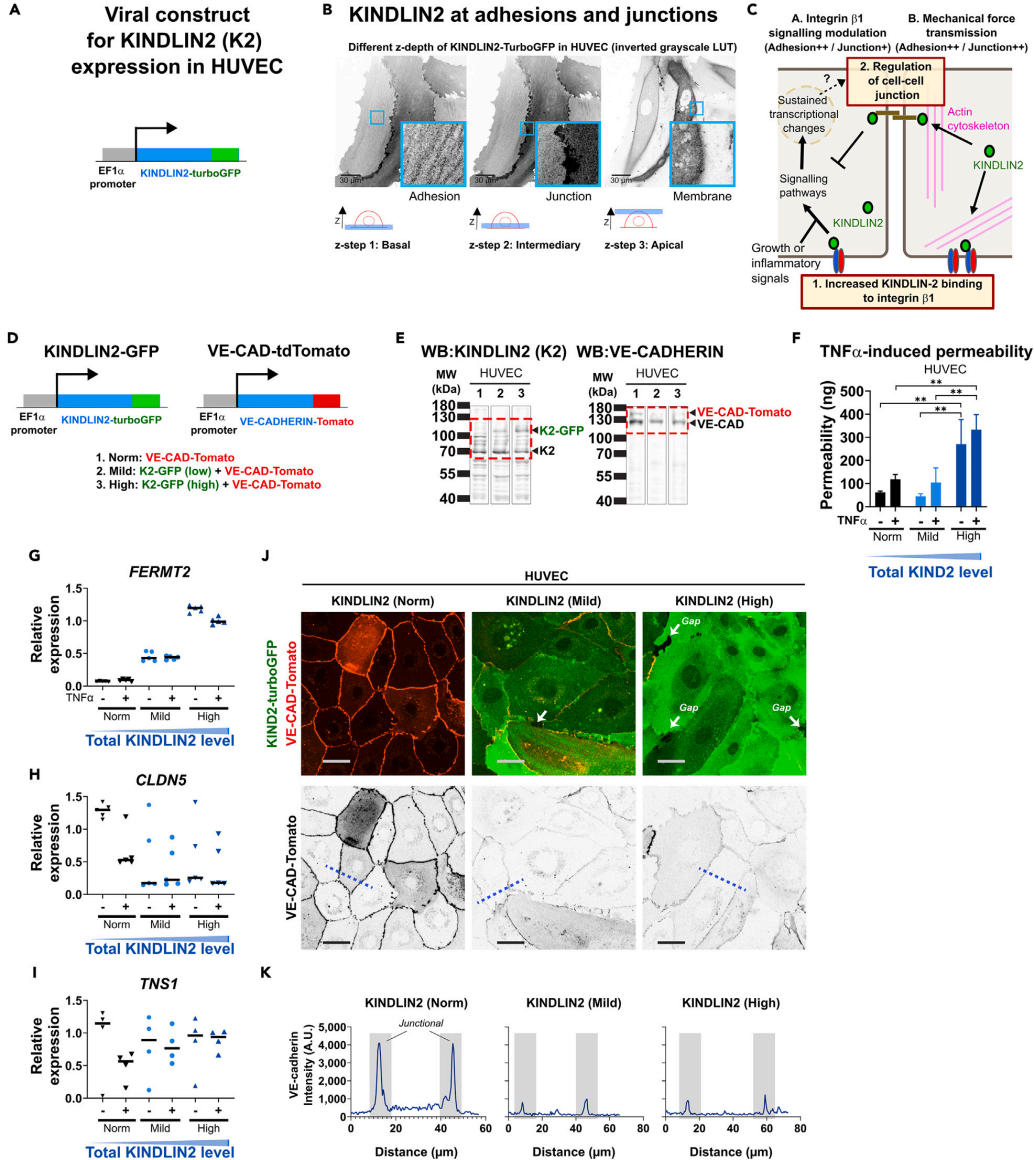
KINDLIN2 expression fosters signaling pathways dependent on Integrin-β1 function and deregulates endothelial junctions (A) The chimeric human KINDLIN2-turboGFP was expressed under the control of the EF1α promoter in HUVEC through a lentiviral construct. (B) Localizations of KINDLIN2-TurboGFP in endothelial cells. Inversed LUT pictures of different depth of z-stacks of HUVEC expressing KINDLIN2-TurboGFP showing its localization at the basal cell surface, at cell-cell junctions and dorsal plasma membrane. The scheme below the pictures indicates the approximative z-level at which the picture was taken. Scalebar = 50 μm. The area contained in the zoom-in shows the KINDLIN2-TurboGFP accumulation at adhesions, cell junctions and apical cell membrane. (C) Illustration of the hypothetic implications of KINDLIN2 in the coordinated control of cell adhesion and junctions. The model shows two functions of the cellular KINDLIN2: 1) playing a role in the mechanical force transmission between the actin cytoskeleton and adhesive complexes at cell adhesions, as well as cell junctions, positively strengthening both adhesions and junctions; 2) and a second role in enhancing Integrin-β1 adhesion and intracellular signaling pathways. In the second case, the coordination with growth or inflammatory signals may synergize or antagonize gene expression programs and barrier function. Related data are included in Figure S10. (D) HUVEC were transduced to express either the chimeric VE-CADHERIN-tdTomato alone (Norm: endogenous level of KINDLIN2) or in presence of different levels of KINDLIN2-turboGFP (Mild: endogenous KINDLIN2 plus low amount of the chimeric K2-turboGFP, High: endogenous KINDLIN2 plus high amount of K2-turboGFP), all under the transcriptional control of EF1α promoter. (E) Western blotting confirming the expression of the chimeric KINDLIN2-turboGFP (Left panel) and VE-cadherin-tdTomato (right panel), their endogenous versions are also visible on the respective blots, all bands appear at the expected sizes. Related figure at Figure S11. (F) Impact of KINDLIN2 expression level on the permeability of HUVEC upon TNFα challenge. The leakiness of HUVEC monolayer to Dextran-FITC (MW:150′000) was assayed by quantifying the amount of leaked dye (ng) from a transwell compartment to a bottom chamber. Data presented as mean ± sd. Significance indicated by stars when *p*-value ≤0.05 in a two-way ANOVA test. (G–I) Analysis by qPCR of the influence of cellular KINDLIN2 level on genes expression in HUVEC under inflammation. The mRNA levels of *FERMT2* (G), *CLDN5* (H) and *TNS1* (I) are shown. Data were combined from 4 to 5 independent qPCR experiments. Each dot represents the mean value found in an independent qPCR and a line indicates the median value of all experiments. Related data are included in Figure S12. (J) Influence of the expression levels (Norm, mild and high) of KINDLIN2 on endothelial junctions in HUVEC monolayer by confocal microscopy. Merge channels is shown in upper panel in color (green: KINDLIN2-turboGFP and red: VE-CAD-Tomato), VE-CADHERIN is shown alone in reverted greyscale. Scalebar = 35 μm. (K) Intensity profiles of VE-CAD-Tomato along the blue dashed lines drawn in the pictures of VE-CAD-Tomato alone in the panel J. In some experiments, peaks of VE-CAD-Tomato were strikingly reduced, and gaps were frequent at cell junctions of HUVEC expressing high levels of KINDLIN2-turboGFP.

The analysis of intracellular signaling induced by KINDLIN2 overexpression showed the constitutive activation of the MAPK signaling pathway, similar to the observations with the expression of the K794Q-mutant of Integrin-β1 (Figure S10). Treatment of cells with TNFα, known to induce an inflammatory state in EC, was able to enhance MAPK signaling in control cells but not in cells expressing higher levels of KINDLIN2, which showed constitutively high level of phospho-ERKs.

To further evaluate the influence of KINDLIN2 on EC junctions and barrier formation, we analyzed VE-CADHERIN-Tomato localization in HUVEC presenting different levels of KINDLIN2 (Norm, Mild and High; Figure 8D). The expression of endogenous proteins (KINDLIN2 and VE-CADHERIN) as well as the chimeric ones (KINDLIN2-GFP and VE-CADHERIN-Tomato) was confirmed by western blotting (Figures 8E and S11). We analyzed endothelial barrier functions by quantifying the leakage of FITC-dextran (150 kDa) through HUVEC monolayer upon TNFα challenge. The basal permeability of HUVEC was high in cells with the highest level of KINDLIN2 (Figure 8F). To understand the cause for this lack of junctional organization, we analyzed the expression of several genes involved in controlling cell junctions and adhesions during inflammation by qPCR (Figures 8G–8I and S12). The principal component analysis of the data revealed a clear effect of both KINDLIN2 expression level and TNFα-treatment, as well as the relationship between different gene expression patterns (Figures S12A and S12B). The quantification of *ICAM1* levels indicated a proper inflammation response in TNFα-treated HUVEC (Figure S12C). Furthermore, qPCR confirmed the enhanced amount of transcripts of KINDLIN2 (*FERMT2*) in KINDLIN2 overexpressing cells, which also showed a reduction of CLAUDIN5 transcripts independently of TNFα-treatment (Figures 8G and 8H). Similarly, TNFα-treatment decreased *TNS1* in normal cells, the reduction was however largely prevented by KINDLIN2 expression in a dose-dependent manner (Figure 8I). In contrast, KINDLIN2 expression had no effect on TNFα-induced abrogation of *TNS2* transcripts (Figure S12H). Interestingly, the combination of the expression of KINDLIN2 and TNFα-treatment showed a synergistic increase of the ECM protein Tenascin-C (Figure S12J), further suggesting a role for KINDLIN2 in ECM remodeling during inflammation.

These results demonstrate that KINDLIN2 induces profound and sustained changes to cell-ECM adhesions, as well as cell-cell junctions leading to increased permeability in steady state and during inflammation. Consistently, the analysis of cell junctions by confocal microscopy showed a reduction of VE-CADHERIN at the junctions of KINDLIN2-overexpressing cells (Figures 8J and 8K). This was associated with the appearance of several gaps between EC. Altogether, these data demonstrated a critical contribution of KINDLIN2 in the regulation of EC junctions through modulations of Integrin-dependent signaling pathways such as MAPK, and sustained changes of transcripts coding for several adhesion and junctional proteins. The similarity of phenotypes in KINDLIN2 overexpressing cells with those of permanently acetylated Integrin-β1-expressing cells, suggest a common regulatory mechanism.

## Discussion

In this study, we show that Integrin-β1 acetylation modulates the formation of cell-ECM adhesions, barrier function, cell polarity and proliferation in EC by promoting the recruitment of KINDLIN2 to Integrin-β1. KINDLIN2 binding fosters Integrin-dependent signaling pathways and subsequently modulates the transcription of several genes involved in cell junction organization, cell-matrix adhesions, polarity and proliferation in EC (Figure 9).

**Figure 9:**
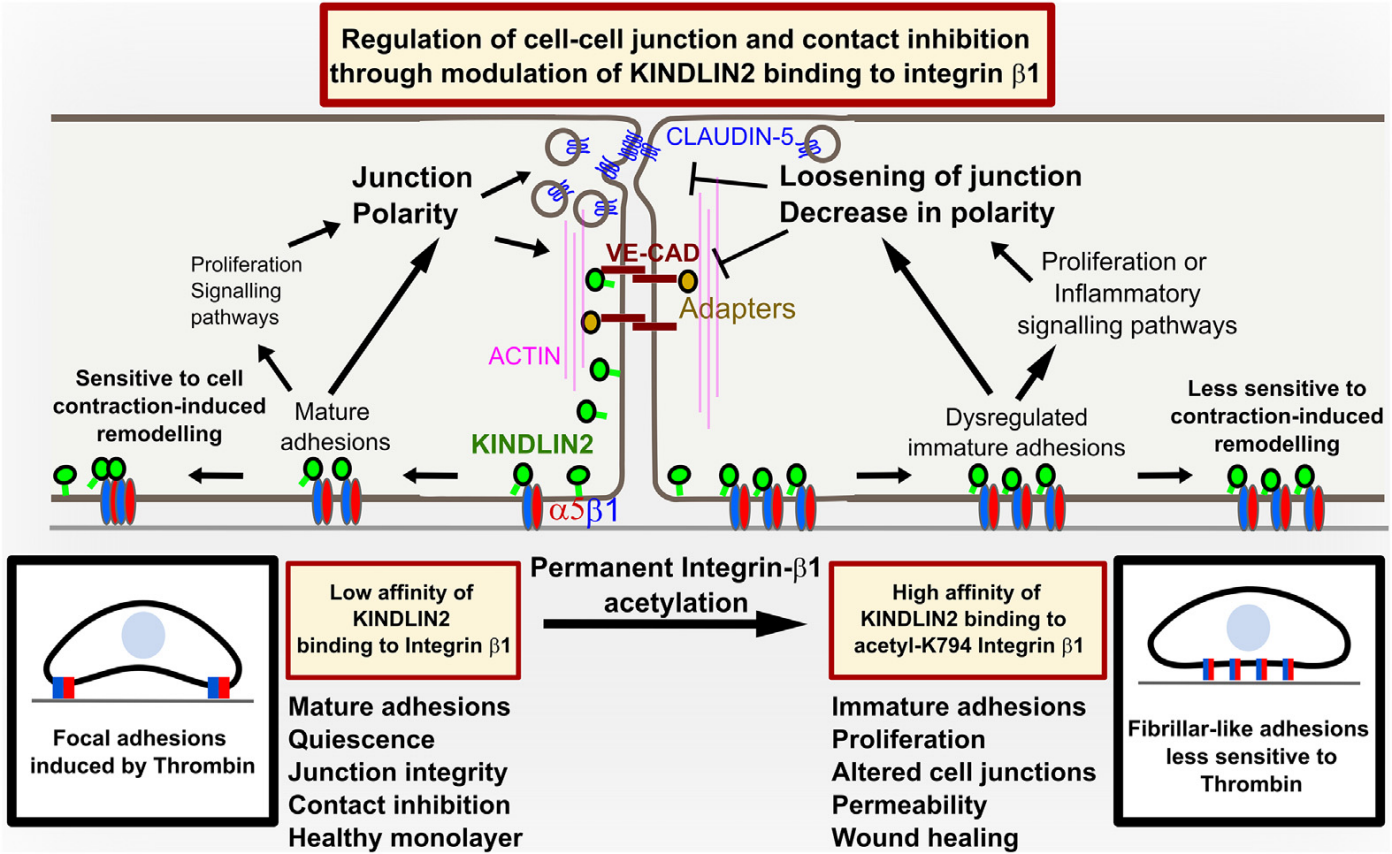
Model of the regulation of endothelial cell junctions, contact inhibition, and cell-matrix adhesion formation by Integrin-β1 acetylation: Acetylation of Integrin-β1 regulates KINDLIN2 binding to Integrin-β1, inducing transcriptomic control of the expression of adhesion, junctional and proliferation-regulating genes In endothelial cells at confluence, Integrin-β1 might not be acetylated, allowing maturation of Integrin-adhesions, which reduces Integrin β1-dependent signaling pathways such as MAPK, PI3K and SRC activities because of reduced KINDLIN2 binding to basal integrins. In turn, this reduced Integrin signaling allows higher expression levels of junctional proteins, resulting in stabilization of cell-cell interactions, enhanced polarity and integrity of the monolayer leading to enhanced barrier function. In response to Thrombin treatment and increased cell contractility, effective cell edge retraction and a remodeling of central adhesions to peripheral focal adhesions (left part of the scheme) is induced. During wound-healing, Integrin β1 acetylation may provide enhanced KINDLIN2 recruitment and Integrin-dependent signaling to induce migration and proliferation until the monolayer is re-established. In contrast, when confluent endothelial cells are stimulated with acetylation mediating pathways, KINDLIN2 is recruited and Integrin β1-dependent signaling pathways such as MAPK and PI3K activities are enhanced. In the specific experimental case of permanent acetylation mimetism by the constitutive expression of the K794Q-mutant of Integrin-β1, KINDLIN2 is recruited with higher affinity leading to the formation of dysregulated immature adhesion. This leads to the dysregulation of endothelial cell junctions and loss of contact inhibition of proliferation. This is further decreasing the expression of junctional proteins while favoring cell-matrix adhesions and proliferation through maintaining the high transcript levels of the Integrin adaptor proteins as well as cell cycle-mediating cyclins. In response to Thrombin treatment of cells expressing permanently acetylated Integrin-β1, cell-matrix adhesions fail to remodel, maintaining thin elongated central adhesions despite the disruption of cell junctions (right part of the scheme).

Previous studies utilizing fibroblasts showed phosphorylation on Tyr- and Ser/Thr-residues in the NPXY-, or inter NPXY-region regulating Integrin-β1 activation or modulating cell adhesion, notably by affecting adapter protein binding in interphase, during mitosis (T787/T788) and during Integrin-dependent invasion (S785).^22^^,^^48^^,^^49^^,^^50^ However, the role of other post-translational modifications of the cytoplasmic tail of Integrin-β1 remains not well understood. In this study, we focused on the residue Lys794 of Integrin-β1 that was found acetylated by proteomic analysis.^24^ As Lys-acetylation prevents ubiquitination, lysine acetylation could modify protein turnover and cell surface expression. Lysine acetylation is also involved in modifying protein-protein interactions.^51^ We studied these different possibilities by using lysine-to-glutamine mutation of residue 794 of Integrin-β1 (K794Q) to structurally mimic the acetylated lysine residue, thus creating a model in which a significant proportion of Integrin-β1 in EC were in a permanently acetylated state. Previously, the expression of β1-GFP(K794Q) in β1-deficient GD25 cells enhanced fibronectin fibrillogenesis,^25^ but its effects on transcription and signaling were not analyzed. Here we show that expressing permanently acetylated Integrin-β1 imposes the formation of dense and thin fibrillar-like adhesions in the basal area of EC and modifies the transcriptomic profile of EC by increasing transcript levels of genes such as those of cyclins, CDKs or Mdm2, simultaneously promoting cell proliferation. Consistently, the β1-GFP(K794Q) expression is sufficient to increase the proliferation of EC such as eEnd2 cells and HUVEC.

In response to high cell density, EC inhibit proliferation to maintain a monolayer through mechanisms involving cell junctions that dampen the activity of growth factor receptors.^30^^,^^52^ β1-GFP(K794Q) expression induced cell proliferation that was less sensitive to EC density and contact inhibition, likely due to deficient cell polarity and anarchic organization of junctional structures. Accordingly, the expression of several polarity genes, such as *Pard3* and those encoding for junctional proteins such as CLAUDIN5 were reduced by β1-GFP(K794Q) expression. Importantly, in the presence of wound-provoked gradients of cell density, EC expressing β1-GFP(K794Q) showed similar proliferation potentials between areas of low and those of high density. This suggests that physiological acetylation of Integrin-β1 may target EC junctional structures in order to induce wound-healing responses, leading to reduced cell-cell contacts, and simultaneously modify the cell proliferation at the site of injury. In contrast, maintaining high levels of β1-Integrin acetylation at cell confluency may cause pathological consequences, negatively affecting monolayer integrity, and reducing contact inhibition of proliferation and barrier function. Our data support the notion that an altered metabolic state of EC may have a deleterious impact on EC junctions and barrier functions through constitutive acetylation of Integrin-β1, advocating the development of new tools quantifying Integrin-acetylation in pathological conditions.

Here we show that acetylation of Integrin-β1 enhances the affinity of adapter proteins such as KINDLIN2 for Integrin-β1 cytoplasmic tails, potentially relevant for the observed changes in cell behavior. Our structural study revealed that acetylation of K794 of the distal NPXY-motif of Integrin-β1 enhances interaction with the Integrin-binding pocket of KINDLIN2. Consistently, in-silico dynamic modeling of the complex as well as the structure of the KINDLIN-Integrin complex obtained with X-ray crystallization suggested tighter KINDLIN2 binding with acetyl-K794 and acetyl-lysine mimetic peptides (K794Q and K794R) as compared to the non-modified peptide. This was supported by the biochemical pulldown assays showing that acetyl-K794, K794Q and K794R peptides enhanced KINDLIN2 binding.

The similarity of KINDLIN binding between the neutral K794Q and the positively charged but bulkier K794R acetyl-lysine mimetic sidechains suggested that the charge neutralization of K794 was not the main determinant for increased KINDLIN2 affinity. Instead, the replacement of the Lys in the cytoplasmic tail of β7-Integrin by Arg (NPRF), may be a natural example of a permanent Integrin acetylation and a mechanism to enhance KINDLIN binding, and to stabilize adhesion of β7-Integrin expressing leukocytes in peripheral organs, such as the gut.^53^

Currently, we can only speculate why the expression of the β1-K794Q mutant results in enhanced fibronectin fibrillogenesis, while the K794R prevented fibronectin fibrillogenesis.^27^ It is possible that independently of increasing KINDLIN2 binding affinity, Integrin acetylation may control additional adapter binding events, affecting the fate of Integrin-dependent adhesion and signaling. Nonetheless, the biochemical affinity data validated the use of the K794Q mutation as a relevant model to recapitulate the effect of Integrin-β1 acetylation in cells.

Integrin capture by the PH-domain-dependent membrane-associated KINDLIN2 is a key event in the induction of cell adhesion, even prior to TALIN1-association.^52^ Acetylation of the distal NPKY-motif of Integrin-β1 may foster the recruitment of KINDLIN2, thereby priming the Integrins for activation and initiation of cell-matrix adhesions. Consistently, the expression of β1-GFP(K794Q) leads to the formation of dense and thin adhesions, likely reflecting increased KINDLIN2 enrichment compared to the β1-WT-GFP in EC. The high density and immature nature of adhesions in β1-K794Q-GFP-expressing cells further indicates that Integrin-β1 acetylation might be a transient event occurring in early phases during adhesion formation that might need to be reversed to avoid too dense adhesion arrays and the deleterious consequences associated with a permanent Integrin-β1 acetylation. Alternatively, constitutive and permanent acetylation of Integrin-β1 could induce KINDLIN2-mediated activation of Integrin-β1 outside of cell-ECM adhesions, which would reduce KINDLIN2 availability in peripheral adhesions. Accordingly, the amount of free KINDLIN2 available for Integrin-β1 activation in the cell edge may be reduced in β1-K794Q-GFP-expressing EC. We observed that elevating KINDLIN2 binding to acetylated Integrin-β1 will cause alteration in adhesions, initiating a dramatic dysfunction of EC.

Several studies revealed a critical role of Integrin-β1 in blood vessel development and endothelial barrier functions through sustained control of gene and protein expression patterns.^5^^,^^6^ It was recently proposed that Integrin-β1 is required for p120-catenin binding to VE-CADHERIN and for the stability of blood vessels.^6^ In contrast, other studies have shown that the function of Integrin-β1 can also negatively influence endothelial barrier and induce permeability, although the precise mechanism remained elusive.^10^^,^^54^ We propose that by enhancing KINDLIN2 binding, acetylation of Integrin-β1 can constitute the main cause that links the function of Integrin-β1 in adhesions to endothelial junction stability or destabilization, through supporting integrin-dependent signaling and orchestrating profound changes in gene expression profiles. Although KINDLIN2 interacts directly with junctional complexes,^20^^,^^21^^,^^36^ its recruitment to the Integrin-β1 tail is essential for the initiation of cell-matrix adhesions and this is proposed to control EC junctions. In our study we found that the permanent acetylation of Integrin-β1 shared several phenotypes with the overexpression of KINDLIN2 in EC. Indeed, the expression of both β1-K794Q-GFP and KINDLIN2 similarly increased cell adhesion area, caused constitutive activation of MAPK signaling, and provoked similar changes in gene expression of junctional proteins, causing a reduction in junction organization and enhanced permeability. Previously, MAPK signaling was shown to be induced by Integrin-β1 to promote cell division.^15^^,^^17^^,^^55^ In contrast, MAPK signaling needs to be dampened during formation of cell-cell junctions to favor the contact-induced arrest of EC proliferation.^30^^,^^56^ By augmenting KINDLIN2 recruitment and sustained KINDLIN2-dependent induction of MAPK signaling, EC will be responsive to Integrin-β1 acetylation mediating pathways that can cause the loss of monolayer organization and resistance to contact inhibition of proliferation.

Previously, the mechano-sensing Hippo-YAP pathways was proposed to control proliferation arrest of several cell types at confluence.^57^ Although the function of Integrin-β1 can control the Hippo-YAP pathway,^55^ the forced acetylation of Integrin-β1 did not seem to induce YAP activation as per our transcriptomic data. Indeed, most of the genes that were reported to be transcriptionally induced after YAP nuclear translocation were not changed by the expression of acetylation mimetic K794Q mutant of Integrin-β1.^32^ This proposes that Hippo and integrin-dependent signaling pathways can act independently on cell-cell junctions and the cell-matrix interface, respectively. Therefore, Integrin-β1 appears to be mainly implicated in the homeostasis of the EC monolayer by ensuring cell-ECM interaction^56^ and by modulating the expression of genes contributing to cell polarity such as *Pard3 and Jam3*.^5^^,^^58^^,^^59^

Modifying the inter- and intracellular tensions by the Rho family GTPases can drastically change the architecture and organization of cell junctions and adhesions. Consistently cell contractility was shown to suppress podosomes.^60^ Thus, altered activities of Rho GTPases could be expected to occur in EC presenting permanent integrin acetylation. However, after Thrombin-treatment, which is a strong inducer of Rho activity, EC expressing β1-K794Q-GFP showed minor modulations of cell-matrix adhesions, while junctional disruption and cell retraction were effective. This indicates that cell-matrix adhesions in β1-K794Q- GFP-expressing cells were not under tension and hence only slightly affected by Rho GTPase activity.

Our data and several recent works indicate an important role of KINDLIN2 in mediating the adhesion formation and cell junction destabilization induced by Integrin-β1 acetylation. Under inflammatory conditions, the overexpression of KINDLIN2 prevented the transcript of TENSIN1 (*TNS1*) from being downregulated by TNFα, providing a potential link to adhesion reinforcement, fibronectin fibrillogenesis and ECM-deposition.^10^^,^^38^^,^^51^ The increased TENSIN1 binding to Integrin-β1 adhesions was recently proposed to be associated with altered EC junctions and permeability although the precise mechanisms were not resolved.^10^^,^^54^ Here we found that in parallel to maintaining the amount of *TNS1* transcripts upon inflammation, the high cellular levels of KINDLIN2 abrogated the expression of CLAUDIN5 gene (*CLDN5*). This decrease of *CLDN5* by increased KINDLIN2 was consistent with *CLDN5* being down-regulated by the expression of acetylation mimetic mutant of Integrin-β1 that negatively affected EC junctions. At this point however, it is not clear whether *CLDN5* down-regulation was induced by any action directly mediated by TENSIN1. Nevertheless, it demonstrates that the acetylation of Integrin-β1 and the subsequently increased binding of KINDLIN2 might change the composition of the adapter proteins populating Integrin-β1 adhesions and thereby impact cell-cell junctions by modulating transcriptionally the levels of their components such as CLAUDIN5. Here, it is noteworthy that we used KINDLIN2 overexpression to amplify cell-ECM adhesions and Integrin-β1/KINDLIN2-dependent signaling, as an experimental approach to better understand the consequences of Integrin-β1 acetylation and KINDLIN2 recruitment. Consistently, the overexpression of KINDLIN2 increased adhesion formation and the surface of cell-ECM interaction (not shown). In addition, KINDLIN2 overexpression phenocopied several features of Integrin-β1 permanent acetylation, such as favoring adhesion formation, constitutive induction of MAPK signaling, regulation of the expression of junctional proteins such as CLAUDIN-5 and disruption of barrier function leading to increased permeability.

The importance of Integrin-β1 was established for both the maintenance and the destabilization of EC junctions in several previous studies, although conciliating mechanisms were missing. Here we propose that controlled acetylation/deacetylation of Lysine 794 of Integrin-β1 is such a determining mechanism that could modify the composition of Integrin-β1 adapter complexes leading to transcriptional modulation of components of endothelial cell-cell junctions. Therefore, the level of this post-translational modification may be a decisive factor to maintain or to destabilize EC junctions. This opens new avenues for developing novel and concrete approaches to control EC quiescence and barrier function in several pathologies through detection and targeting of Integrin-β1 acetylation.

### Limitations of the study

In this study, we analyzed the role of acetylated Integrin-β1 in the regulation of the proliferation and barrier function of EC. However, altered acetylation by metabolic changes may affect many different cell types and pathological situations such as cancer, not covered by this study. Other post-translational modifications such as malonylation or succinylation that are also modulated by the cell metabolic state were not assessed. In addition, by expressing a constitutive acetylation-mimetic mutation, we did not recapitulate the dynamic aspects of this post-translational modification. Therefore, the regulatory pathways designed to modulate the acetylated states of proteins may not be properly represented or cannot be analyzed in this study. Structural and biochemical analysis have been focused on the KINDLIN2 integrin adapter protein; however, we cannot exclude that Integrin-β1 acetylation may also influence the binding behavior of other integrin adapters.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Polyclonal rabbit anti-Kindlin2	Sigma-Aldrich	Cat# K3269, RRID:AB_10603491
monoclonal rat anti- mouse VE-cadherin (clone 11D4.1)	BD Biosciences	Cat# 555289, RRID:AB_395707
Polyclonal goat anti VE-cadherin (C19)	Santa Cruz Biotechnology	Cat# sc-6458, RRID:AB_2077955
Peroxidase-AffiniPure Goat Anti-Rabbit IgG (H + L) (min X Hu,Ms,Rat Sr Prot)	Jackson ImmunoResearch Labs	Cat# 111-035-144, RRID:AB_2307391
Horseradish peroxidase conjugated donkey anti-rabbit IgG	Santa Cruz Biotechnology	Cat# sc-2020, RRID:AB_631728
Goat anti-Rat IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 555	Thermo Fisher Scientific	Cat# A-21434 (also A21434), RRID:AB_2535855
Monoclonal mouse anti-GAPDH (clone: 1E6D9)	Proteintech	Cat# 60004-1-Ig, RRID:AB_2107436
Donkey anti-Rat IgG (H + L) Cross-Adsorbed Secondary Antibody, DyLight™ 650	Thermo Fisher Scientific	Cat# SA5-10029, RRID:AB_2556609
Goat anti-Rat IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 633	Thermo Fisher Scientific	Cat# A-21094, RRID:AB_2535749
Rat anti-mouse Integrin beta-1 (clone: 9EG7)	This paper	NA
Donkey anti-Rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 555	Thermo Fisher Scientific	Cat# A-31572 (also A31572), RRID:AB_162543
Monoclonal mouse anti-Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (E10)	Cell Signaling Technology	Cat# 9106 (also 9106L, 9106S), RRID:AB_331768
Polyclonal rabbit anti-Phospho-Src (Tyr527) Antibody	Cell Signaling Technology	Cat# 2105, RRID:AB_331034
Monoclonal mouse Anti-alpha-Tubulin antibody	Sigma-Aldrich	Cat# T5168, RRID:AB_477579
Monoclonal mouse Anti-Vinculin (Clone hVIN-1)	Sigma-Aldrich	Cat# V9131, RRID:AB_477629
Rabbit phospho-Akt (Ser473) Antibody	Cell Signaling Technology	Cat# 9271 (also 9271S, 9271L, NYUIHC-310), RRID:AB_329825
Monoclonal rabbit anti-Akt (pan) (C67E7)	Cell Signaling Technology	Cat# 4691 (also 4691L, 4691P, 4691S), RRID:AB_915783
Monoclonal rabbit anti-p44/42 MAPK (Erk1/2) (137F5)	Cell Signaling Technology	Cat# 4695 (also 4695P, 4695S), RRID:AB_390779
monoclonal rat anti- mouse VE-cadherin (clone 11D4.1)	BD Biosciences	Cat# 555289, RRID:AB_395707
Polyclonal goat anti VE-cadherin (C19)	Santa Cruz Biotechnology	Cat# sc-6458, RRID:AB_2077955
Peroxidase-AffiniPure Goat Anti-Rabbit IgG (H + L) (min X Hu,Ms,Rat Sr Prot)	Jackson ImmunoResearch Labs	Cat# 111-035-144, RRID:AB_2307391
Horseradish peroxidase conjugated donkey anti-rabbit IgG	Santa Cruz Biotechnology	Cat# sc-2020, RRID:AB_631728
Goat anti-Rat IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 555	Thermo Fisher Scientific	Cat# A-21434 (also A21434), RRID:AB_2535855
Monoclonal mouse anti-GAPDH (clone: 1E6D9)	Proteintech	Cat# 60004-1-Ig, RRID:AB_2107436
Donkey anti-Rat IgG (H + L) Cross-Adsorbed Secondary Antibody, DyLight™ 650	Thermo Fisher Scientific	Cat# SA5-10029, RRID:AB_2556609
Goat anti-Rat IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 633	Thermo Fisher Scientific	Cat# A-21094, RRID:AB_2535749
Rat anti-mouse Integrin beta-1 (clone: 9EG7)	This paper	NA
Donkey anti-Rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 555	Thermo Fisher Scientific	Cat# A-31572 (also A31572), RRID:AB_162543
Monoclonal mouse anti-Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (E10)	Cell Signaling Technology	Cat# 9106 (also 9106L, 9106S), RRID:AB_331768
Polyclonal rabbit anti-Phospho-Src (Tyr527) Antibody	Cell Signaling Technology	Cat# 2105, RRID:AB_331034
Monoclonal mouse Anti-alpha-Tubulin antibody	Sigma-Aldrich	Cat# T5168, RRID:AB_477579
Monoclonal mouse Anti-Vinculin (Clone hVIN-1)	Sigma-Aldrich	Cat# V9131, RRID:AB_477629
Rabbit phospho-Akt (Ser473) Antibody	Cell Signaling Technology	Cat# 9271 (also 9271S, 9271L, NYUIHC-310), RRID:AB_329825
Monoclonal rabbit anti-Akt (pan) (C67E7)	Cell Signaling Technology	Cat# 4691 (also 4691L, 4691P, 4691S), RRID:AB_915783
Monoclonal rabbit anti-p44/42 MAPK (Erk1/2) (137F5)	Cell Signaling Technology	Cat# 4695 (also 4695P, 4695S), RRID:AB_390779

**Bacterial and virus strains**		

NEB® 5-alpha Competent *E. coli*	New England Biolabs Inc.	Cat# C2987
DH5-alpha competent *E. coli*	This paper	NA
BL21(DE3) chemically competent *E. coli*	Thermo Fisher Scientific	Cat# C600003

**Chemicals, peptides, and recombinant proteins**		

LY294002 (IUPAC Name: 2-(4-Morpholinyl)-8-phenyl-4*H*-1-benzopyran-4-one hydrochloride)	Sigma-Aldrich	Cat# 19-142
Tyrphostin 47 (IUPAC Name: (*E*)-2-Cyano-3-(3,4-dihydroxyphenyl)-2-propenthioamide)	Calbiochem	Cat# 658405
Biotinylated Integrin beta 1 peptide pep_wt(K):Biot-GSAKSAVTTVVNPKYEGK	This paper, synthesized by PPR2P platform UNIGE	NA
Biotinylated Integrin beta 1 peptide pep_Ac-K794:Biot-GSAKSAVTTVVNP-K(Acetyl)-YEGK	This paper, synthesized by PPR2P platform UNIGE	NA
Biotinylated Integrin beta 1 peptide pep_Src. (Ac-K):Biot-GSAKNVSYVTGEAK-(Acetyl)-VTKP	This paper, synthesized by PPR2P platform UNIGE	NA
Biotinylated Integrin beta 1 peptide pep_K794R:Biot-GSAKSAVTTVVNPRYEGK	This paper, synthesized by PPR2P platform UNIGE	NA
Biotinylated Integrin beta 1 peptide pep_K794Q:Biot-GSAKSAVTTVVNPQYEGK	This paper, synthesized by PPR2P platform UNIGE	NA
Kindlin2-Integrin beta 1 (K794Q) peptide fusion protein: Kindlin2-LVPRGSGSGSGS-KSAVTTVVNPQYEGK	This paper	NA
Acetylated-Integrin beta 1 peptide KSAVTTVVNPK(Acetyl)YEGK	This paper, synthesized by GeneScript	NA
Mouse VEGF-165 Recombinant Protein, PeproTech®	Thermo Fisher Scientific	Cat# 450-32
Human TNF-alpha Recombinant Protein, PeproTech®	Thermo Fisher Scientific	Cat# 300-01A
Thrombin	Sigma-Aldrich	Cat# T7009
Collagen G	Biochrom GmbH	Cat# L7213
Gelatin	Sigma-Aldrich	Cat# G1393
Fibronectin	EMD Millipore	Cat# FC010
Vitronectin	Vesa Hytönen, Tampere	Pinon et al. JCB 2014 (https://doi.org/10.1083/jcb.201308136)
Laminin-1	Jürgen Engel, Biozentrum Basel	
Endothelial cell growth supplement	Merck Millipore	Cat# 02-102
Heparin sodium grade I-A	Sigma-Aldrich	Cat# H3149
Hydrocortisone	Sigma-Aldrich	Cat# H6909
Ascorbic acid (vitamin C)	Sigma-Aldrich	Cat# 4544
Polybrene®	Santa Cruz Biotechnology	Cat# sc-134220
5-ethynyl-2′-deoxyuridine	Thermo Fisher Scientific	Cat# A10044
Kindlin2	Jinhua Wu	uniprot#: Q8CIB5

**Critical commercial assays**		

Click-iT™ Plus EdU Alexa Fluor™ 647	Thermo Fisher Scientific	Cat# C10635

**Deposited data**		

RNAseq data	NIH GEO platform (https://www.ncbi.nlm.nih.gov/geo/)	GEO code: GSE238019
PDB files of the crystal structures	PDB -Protein Data Bank (https://www.rcsb.org/)	PDB codes: 8TEC and 8TEE
Unprocessed raw data	University of Geneva server Yareta https://yareta.unige.ch	https://doi.org/10.26037/yareta:h3n7tiyim5ej5iitwgnultysqe

**Experimental models: Cell lines**		

HUVEC	Beat A Imhof, UNIGE, Geneva	Sidibe et al. Nature Communications 2018 (https://doi.org/10.1038/s41467-017-02610-0)
eEnd2 cells	Beat A Imhof, UNIGE, Geneva	
HEK293T cells	Beat A Imhof, UNIGE, Geneva	

**Oligonucleotides**		

pCMV6-KINDLIN2_fwd: PCTCGCGAGC CCGCATGGCTCTGGACGGG	This paper	NA
pCMV6-KINDLIN2_rev: GTACCTCGAG CACCCAACCACTGGTAAG	This paper	NA
pWPT-KINDLIN2_fwd: AACACAGGTGTCGTG ACGCGGATCCGCGGCCGCCATGGCTCTG	This paper	NA
pWPT-KINDLIN2_rev: TTATCGGAATTCCCT CGAGGTCGACGTTTAAACTCTTTCTT CACCGGCATCTGCATCC	This paper	NA
pWPT-beta1_fwd: AACACAGGTGTCGTGACG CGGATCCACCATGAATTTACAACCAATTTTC	This paper	NA
pWPT-beta1_rev: TTATCGGAATTCCCTCGAG GTCGACTCTAGACTCATTTTCCCTC	This paper	NA
Quantitative PCR primers	See Table S3	NA

**Recombinant DNA**		

pcDNA3-SAPMAR-ITGB1AK107-WT-GFP	Bernhard Wehrle-Haller	Vega et al.^25^ (https://doi.org/10.3390/cells9030655)
pcDNA3-SAPMAR-ITGB1AK107-K794Q-GFP	Bernhard Wehrle-Haller	Vega et al.^25^ (https://doi.org/10.3390/cells9030655)
pCMV-CFP-KIND2	Bernhard Wehrle-Haller	NA
pCMV6-AC-GFP	Origene	Cat# PS100010
pWPT-GFP	Didier Trono, EPFL, Lausanne	Addgene plasmid # 12255; http://n2t.net/addgene:12255; RRID:Addgene_12255
pWPT-EF1a-KIND2-turboGFP	This paper	Under deposition to Addgene
pWPT-EF1a-B1Awt-GFP	This paper	Under deposition to Addgene
pWPT-EF1a-B1AK794Q-GFP	This paper	Under deposition to Addgene
pWPT-EF1a-VE-CADHERIN-tdTomato	This paper	Under deposition to Addgene
pCAG-VSVG	Arthur Nienhuis & Patrick Salmon	Addgene plasmid # 35616; http://n2t.net/addgene:35616; RRID:Addgene_35616
psPAX2	Didier Trono, EPFL, Lausanne	Addgene plasmid # 12260; http://n2t.net/addgene:12260; RRID:Addgene_12260
pET28a-Kindlin2	Jinhua Wu	uniprot#: Q8CIB5
tdTomato-VE-Cadherin-N-10	Michael Davidson, Florida, University of Florida	Addgene plasmid # 58142; http://n2t.net/addgene:58142; RRID:Addgene_58142

**Software and algorithms**		

GraphPad Prism	GraphPad Software, LLC	v9
Fiji ImageJ software	ImageJ.org	v1.53q (https://doi.org/10.1038/nmeth.2019)
Inkscape	Inkscape developers	v1.3.2
R package edgeR	Bioconductor.org	v3.38.4 (https://doi.org/10.18129/B9.bioc.edgeR)
Gromacs	GROMACS development team	v2019
X-ray Detector Software XDS	MPI for Medical Research, Heidelberg	https://xds.mr.mpg.de/
ClustVis web tool	Metsalu, Tauno and Vilo, Jaak	https://biit.cs.ut.ee/clustvis/ (https://doi.org/10.1093/nar/gkv468)
Phenix	https://phenix-online.org/	version 1.20.1

**Other**		

Dynabeads™ M-280 Streptavidin	Thermo Fisher Scientific	Cat# 11205D

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Dr Adama Sidibé ()

#### Materials availability

Materials used in this study are available from the lead contact upon reasonable request.

#### Data and code availability

• The data of the RNAseq (GEO code GSE238019)^61^ was deposited to the NIH GEO platform and can be found at https://www.ncbi.nlm.nih.gov/geo/. The PDB files of the crystal structures (PDB codes: 8TEC and 8TEE) can be accessed at www.rcsb.org. Other data that support the findings of this study are available within the article and its Supplementary Information files. The unprocessed raw data was deposited to University of Geneva server Yareta and can be accessed at https://yareta.unige.ch (https://doi.org/10.26037/yareta:h3n7tiyim5ej5iitwgnultysqe).^62^
• This paper does not report original code.
• Additional data or information is available from the lead contact upon reasonable request

### Experimental model and study participant details

#### Cells

Human umbilical vein endothelial cells (HUVEC), human embryonic kidney HEK293T cells and mouse embryonic endothelial cells eEnd2 cells were gifts from Prof Beat A Imhof (University of Geneva, Geneva). HUVEC and eEnd2 cells were authenticated by profiling human and mouse endothelial cell specific antigens by flow cytometry. These cells contain lots of both male and female origins invariably. No gender influences of endothelial cell origin were established on cell adhesion or barrier functions. All cells were verified for mycoplasma contamination. HUVEC were cultured in Medium 199 (ref: 22340-020, Gibco) containing 20% Fetal Calf Serum (ref: 10270106, Gibco), 150 μg/mL endothelial cell growth supplements (ref: 02-102, Merck Millipore), 100 μg/mL Heparin sodium grade I-A (ref: H3149, Sigma Aldrich), 100 μM hydrocortisone (ref: H6909, Sigma Aldrich), 10 μg/mL ascorbic acid (vitamin C) (ref: 4544, Sigma Aldrich) and 1/1000 of PSF (penicillin, streptomycin and fungizone) (ref: 4-02F00-H, AMIMED). eEnd2 cells and HEK293T cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM + GlutaMax, ref: 61965-026, Gibco), 10% of decomplemented fetal calf serum (ref: 10270106, Gibco), 1% penicillin/streptomycin (ref: 15140, Gibco) and 1% L-glutamine (ref: 25030-024, Gibco). All cells were cultured under incubation in a humidified environment with 10% CO_2_ at 37°C.

### Method details

#### Reagents, antibodies and primers

We used 96-well plate black clear half area for seeding cells in proliferation assay and ibidi μ-slides VI 0.4 for other immunofluorescence experiments. We used Transwell® (ref. 3470, Costar) of 0.4 μm pore polycarbonate membrane insert in 24-well plate and Dextran-FITC (ref 46948-100MG-F, MW:150'000, Sigma-Aldrich) to perform permeability assay. For pulldown assay with biotinylated peptides, we have used Dynabeads M-280 Streptavidin (11205D, Thermo Fisher Scientific). Biotinylated peptides of human Integrin-β1 were synthesized by the peptide synthesis core facility (PPR2P platform) of the faculty of medicine of the University of Geneva. We used the RNA and protein extraction kit (Ref: 740933.50, Macherey-Nagel) for RNA and protein extraction. We have used the EdU (5-ethynyl-2′-deoxyuridine) and the Alexa fluor 647 picolyl-azide from the staining kit (ref: C10635, Lot: 1705785, Thermo Fisher Scientific or ref. 1300-1, Click chemistry tools) and Hoechst 33342 (ref. 62249, Thermo Fisher Scientific). For immunofluorescence imaging and western blotting we have used the polyclonal rabbit anti-KINDLIN2 (ref. K3269, Sigma-Aldrich), monoclonal rat anti- mouse VE-cadherin (clone 11D4.1, BD Biosciences), Polyclonal goat anti VE-cadherin (C19) (Ref: sc6458, lot: D1614, Santa Cruz Biotec), monoclonal mouse anti-GAPDH (clone: 1E6D9) (Ref: 60004-1-Ig, lot:100021642, Proteintech), horseradish peroxidase conjugated goat anti-rabbit IgG (H + L, min X) (ref:111.035.144, lot:71776, Jackson ImmunoResearch), Horseradish peroxidase conjugated donkey anti-rabbit IgG (ref: sc-2020, lot:K0615, Santa Cruz Biotec), AF555-Goat anti rat IgG (H + L) cross-adsorbed secondary antibody (ref: A21434, lot:2272647, Thermo Fisher Scientific). For molecular biology, pCAG-VSVG was a gift from Arthur Nienhuis & Patrick Salmon (Addgene plasmid # 35616; http://n2t.net/addgene:35616; RRID:Addgene_35616), psPAX2 was a gift from Didier Trono (Addgene plasmid # 12260; http://n2t.net/addgene:12260; RRID:Addgene_12260), pWPT-GFP was a gift from Didier Trono (Addgene plasmid # 12255; http://n2t.net/addgene:12255; RRID:Addgene_12255), pCMV6-AC-GFP empty vector (ref. PS100010) was purchased from Origene and the pcDNA3-SAPMAR-ITGB1AK107-GFP (wt or K794Q mutant) were previously produced in house and reported by Vega et *al.*^25^

For quantitative polymerase chain reactions (qPCR) in order to quantify gene expression, we have used primers listed in the Table S3.

#### Cell culture

HUVEC were cultured in Medium 199 (ref: 22340-020, Gibco) containing 20% Fetal Calf Serum (ref: 10270106, Gibco), 150 μg/mL endothelial cell growth supplements (ref: 02-102, Merck Millipore), 100 μg/mL Heparin sodium grade I-A (ref: H3149, Sigma Aldrich), 100 μM hydrocortisone (ref: H6909, Sigma Aldrich), 10 μg/mL ascorbic acid (vitamin C) (ref: 4544, Sigma Aldrich) and 1/1000 of PSF (penicillin, streptomycin and fungizone) (ref: 4-02F00-H, AMIMED). eEnd2 cells and HEK293T cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM + GlutaMax, ref: 61965-026, Gibco), 10% of decomplemented fetal calf serum (ref: 10270106, Gibco), 1% penicillin/streptomycin (ref: 15140, Gibco) and 1% L-glutamine (ref: 25030-024, Gibco). All cells were cultured under incubation in a humidified environment with 10% CO_2_ at 37°C.

#### Gene expression analysis by RNA sequencing

For expression of human Integrin-β1, we used the previously^25^ generated pCDNA3 plasmid with the CMV promoter replaced by a fragment of matrix attachment region of chicken lysozyme (MAR) and a small fragment of human actin beta promoter (SAP), and encoding for human Integrin-β1A containing an extracellular tagging after the K107 with the green fluorescence protein.^63^ Mouse embryonic endothelial cell line eEnd2 was transfected with this pcDNA3-SAPMAR-ITGB1AK107-GFP encoding for human Integrin-β1A (wildtype or K794Q mutant)-eGFP chimera, by using Neon nucleofector (Thermo Fisher Scientific) according to the manufacturer recommendation. GFP positive cells were sorted by fluorescence-activated cell sorting (FACS) and sub-cultured until use. Sorted cells were cultured in 10-cm dishes to confluence and the total mRNA were extracted with the RNA and protein extraction kit. Total RNA of three different cultures of each sorted cells were sequenced, aligned and the differential expression of genes analyzed at the iGE3 Genomics Platform (University of Geneva). Sequences were aligned to mouse genome as reference using the Spliced Transcripts Alignment to a Reference (STAR) software.^64^ Alignment to human genome was also performed in order to check the level of *ITGB1A-GFP*. To analyze the differential expression of genes, the data were normalized by using edgeR package of R software and the differences were analyzed by the general linear model (GLM), negative binomial distribution and a quasi-likelihood F-test. The difference in gene expression between wt and K794Q cells was considered when the threshold difference ≥ two-fold with *p*-value ≤0.05. Differentially expressed genes were hierarchically clustered and the corresponding heatmap was represented. Further analysis was performed to determine the gene ontology (GO) and the pathways in which they are involved according to the Kyoto Encyclopedia of Genes and Genomes (KEGG) database.

#### Generation of lentiviral vectors

We first transferred the full cDNA sequence of human KINDLIN2 with the following primers (fwd: CTCGCGAGCCCGCATGGCTCTGGACGGG and rev: GTACCTCGAGCACCCAACCACTGGTAAG) from a N-terminal tagging pCMV-CFP-KIND2 plasmid into a pCMV6-AC-GFP empty vector (ref. PS100010, Origene) with a C-terminal tagging turboGFP by using PrimeSTAR Max DNA polymerase (ref R045A, TAKARA). The vector and PCR products were digested by the restriction enzymes NotI and XhoI according to the manufacturer recommendation. Digestion products were assembled with T4 ligase. The ligated plasmid was used to transform competent DH5-alpha *E. coli* bacteria and positive clones were selected on agarose plates for their resistance to ampicillin. The C-terminally tagged KINDLIN2-turboGFP was then transferred to a lentiviral vector pWPT-GFP (Addgene plasmid # 12255) under the promoter of EF1alpha for expression in primary human cells. Therefore KINDLIN2-turboGFP sequence was amplified by using the following primers (fwd: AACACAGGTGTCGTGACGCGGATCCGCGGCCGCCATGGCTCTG and rev: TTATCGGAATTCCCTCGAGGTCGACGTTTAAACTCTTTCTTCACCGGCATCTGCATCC) with the PrimeSTAR Max DNA polymerase. The new lentiviral plasmid pWPT-EF1a-KIND2-turboGFP was assembled by using Gibson assembly with the HIFI DNA Assembly Master Mix (ref: E2621, New England Biolabs Inc.). Similarly, for the generation of the lentiviral vectors allowing the expression of wildtype and K794Q mutant of human Integrin-β1 tagged with GFP on the extracellular portion, we used the pcDNA3-SAPMAR-ITGB1A-GFP^27^ vectors encoding for either wt or K794Q mutant and amplified the sequence encoding for the two Integrin-β1-GFP chimeras with the following primers (fwd: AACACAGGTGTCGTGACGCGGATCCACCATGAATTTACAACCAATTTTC; rev: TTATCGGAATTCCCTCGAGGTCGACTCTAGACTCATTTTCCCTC). The lentiviral vectors pWPT-EF1a-B1A-GFP (wt or K794Q) were generated by using Gibson assembly with the HIFI DNA Assembly Master Mix. For the generation of the lentiviral vectors allowing the expression of human VE-CADHERIN with a C-terminal tagging tdTomato on the cytoplasmic tail, we used the tdTomato-VE-cadherin-N-10 vector, a gift from Michael Davidson (Addgene plasmid # 58142; http://n2t.net/addgene:58142; RRID:Addgene_58142)^65^ and amplified the sequence encoding for the human VE-CADHERIN-tdTomato chimera with the following primers (fwd: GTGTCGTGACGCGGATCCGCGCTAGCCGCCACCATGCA; rev: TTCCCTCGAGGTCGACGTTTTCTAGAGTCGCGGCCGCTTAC). The lentiviral vectors pWPT-EF1a-VE-CADHERIN-tdTomato were generated by using Gibson assembly with the HIFI DNA Assembly Master Mix. All the assembled plasmids were used to transform competent DH5-alpha *E. coli* bacteria for plasmid amplification. The new plasmids were sequenced, amplified and purified before use for lentivirus production.

#### Lentivirus production and HUVEC infection

HEK293T cells in 10-cm dishes were cultured to about 40–70% confluence in Dulbecco’s Modified Eagle Medium (DMEM + GlutaMax, ref: 61965-026, Gibco) containing 10% of decomplemented fetal calf serum (ref: 10270106, Gibco), 1% penicillin/streptomycin (Ref: 15140, Gibco) and 1% L-glutamine (ref: 25030-024, Gibco). HEK293T cells were transfected with the three plasmid pWPT-EF1a-KIND2-turboGFP or pWPT-EF1a-VE-CADHERIN-tdTomato or the pWPT-EF1a-B1A-GFP vectors (wt or K794Q), pCAG-VSVG and psPAX2 with Lipofectamine2000 (Ref 11668027, Invitrogen) according to the manufacturer instructions. The medium of HEK293T cells was changed with OptiMEM (ref: 31985-047, Gibco) before transfection with the three plasmids at the following concentrations: 13 μg of the protein of interest encoding vectors (pWPT-EF1a-KIND2-turboGFP, pWPT-EF1a-VE-CADHERIN-tdTomato, pWPT-EF1a-B1Awt-GFP or pWPT-EF1a-B1AK794Q-GFP), 2.1 μg of pCAG-VSVG and 6.3 μg of psPAX2 per transfection. After 5 days of culture, the supernatants of the cells were collected and centrifuged at 1200 rpm for 10 min in order to discard eventual floating cells. Lentivirus-containing supernatants after centrifugation were harvested leaving a volume at the bottom of the tube to avoid cell pellets. Medium containing lentivirus was aliquoted and stored at −80°C until use for cell infection.

HUVEC seeded on plate pre-coated with the mix of 0.1 mg/mL collagen G (Ref:L7213, Biochrom GmbH)/0.2% gelatin (G1393, Sigma-Aldrich) diluted in phosphate buffered saline (PBS) were cultured in HUVEC culture medium made with Medium 199 (ref: 22340-020, Gibco) containing 20% FCS, 150 μg/mL endothelial cell growth supplements (ref: 02-102, Merck Millipore), 100 μg/mL Heparin sodium grade I-A (ref: H3149, Sigma Aldrich), 100 μM hydrocortisone (ref: H6909, Sigma Aldrich), 10 μg/mL ascorbic acid (vitamin C) (ref: 4544, Sigma Aldrich) and 1/1000 penicillin/streptomycin/fungizone (ref: 4-02F00-H, AMIMED). At 50–90% confluence in 10-cm dish, HUVEC were infected with 500 μL conditioned medium containing a given lentivirus supplemented with 10 μg/mL (final) polybrene (ref: sc-134220, Santa Cruz biotech) and incubated at 37°C with 5% CO_2_ overnight before changing the medium. Infected HUVEC were cultured for at least 4–5 days before sorting positive cells by FACS, sub-culturing or use for experimentation.

#### Quantification of endothelial cell proliferation

Cell proliferation was estimated by quantifying the incorporation of EdU to the DNA of dividing cells. To analyze the proliferation of mouse embryonic endothelial cells eEnd2 expressing either the wildtype or the K794Q mutant of Integrin-β1A-GFP, cells were seeded at low density in wells of 96-wells plate coated or not with 10 μg/mL of Fibronectin (Ref: FC010, EMD Millipore), Laminin-1 (a gift from Jürgen Engel, Biozentrum Basel), Vitronectin^66^ (a gift from Vesa Hytönen, Tampere) or mix of collagenG/gelatin and cultured for 24 h in complete DMEM (DMEM + GlutaMax, ref: 61965-026, Gibco), 10% of decomplemented fetal calf serum (ref: 10270106, Gibco), 1% penicillin/streptomycin (ref: 15140, Gibco) and 1% L-glutamine (ref: 25030-024, Gibco). Cell medium was replaced by simple DMEM for starvation overnight and then cultured in complete DMEM containing 10 μM EdU (ref: C10635, Lot: 1705785, Thermo Fisher Scientific) for 6 h. Cells were washed once with PBS with magnesium and calcium before fixation with with 4% paraformaldehyde (PFA) for 10 min. Cells were permeabilized with 0.2% Triton-X-100 for 10 min and washed with PBS-Ca+Mg+ before proceeding with Click reaction in order to allow detection of incorporated EdU with AF647-pycolyl azide from the kit (ref. C10635, Lot: 1705785, Thermo Fisher Scientific) following the manufacturer instructions. Total nuclei were stained with 5 μM Hoechst 33342 for 5 min at room temperature. Cells were imaged with ImageXpress (Molecular Device). Filters of GFP, cyanine 5 and DAPI were used to image respectively human Integrin-β1A-GFP, AF647-EdU positive nuclei and total nuclei. The total surface of each well was covered by imaging 4X4 sites at 10X magnification that were finally stitched together to have a complete picture of each well in the plate. Images were analyzed by counting EdU positive and total nuclei by using nuclei count module of MetaXpress (Molecular Device). Data were exported as “.csv” file to calculate the percentage of EdU positive nuclei as an index of cell proliferation. Data analysis and graph presentations were performed by using GraphPad Prism 9 (GraphPad Software, LLC). Representative images of single or combined channels were processed with ImageJ software (v1.53q) and figures were mounted with Inkscape software (v1.3.2).

#### Analysis cell contact inhibition of proliferation

To evaluate the impact of cell density (the contact inhibition of cell proliferation), we first analyzed the proliferation of mouse eEnd2 cells expressing either the wildtype or the K794Q mutant of human Integrin-β1A-GFP cultured to confluence. The contact inhibition induced by cell confluence was analyzed by evaluating EdU incorporation to the DNA of confluent cells as described above. To specifically make a gradient of cell density in order to evaluate the efficiency of contact inhibition, air bubbles were made in one side of the well of 96-well plate with clear bottom and half area (ref: 675090, Greiner) by using P20 Pipetman (GILSON) charged with an empty tip. About 2–5 μL of air bubbles were injected to one side of the bottom of the well already containing a volume (>50 μL) of complete DMEM. Cells were delicately added at high density (∼5x10^3^ cells/well) to the well and incubated at 37°C with 5% CO_2_ overnight to allow cell spreading and contact formation. Air bubble explosion generated wounds that were partially invaded by migrating cells in direct contact with the wounds. Cells were then cultured for 6 h in complete DMEM containing 10 μM EdU and fixed with 4% PFA for 10 min. EdU detection and evaluation of cell proliferation was performed as described above.

#### Immuno-staining of endothelial cell junctions and adhesions

To analyze the cell-cell junctions and adhesions by immunofluorescence, 3x10^4^ to 10^5^ cells (eEnd2 cells or HUVEC) constitutively expressing either human β1-WT-GFP or β1-K794Q-GFP were seeded in chambers of ibidi μ-slides VI 0.4 coated or not with 10 μg/mL Laminin-1 and cultured for 3 to 5 days. Cells were then washed with PBS (Calcium+ Magnesium+), fixed with 4% PFA for 10 min and permeabilized with 0.2% Triton-X-100 for 15 min. Cells junctions were stained with the rat anti-mouse VE-cadherin (clone 11D4.1, BD Bioscience) at 1/200 dilution for 1 h followed by the AF555-conjugated goat anti rat IgG (ref: A21434, Invitrogen) at 1/400 dilution for 1 h. Sites of cell adhesion to ECM were staining with the rat anti-activated (mouse and human) Integrin-β1 (clone 9EG7) at 1/1000 for 1 h followed by the secondary antibodies (either AF555-donkey anti rat or AF650-donkey anti rat (ref: SA5-10029, Thermo Fisher Scientific)) at 1/400 dilution for 1 h at room temperature. The nuclei were stained with Hoechst 33342 (ref. 62249, Thermo Fisher Scientific) at 1/2000 dilution for 5 min. Cells were washed with PBS (Ca+Mg+) and the pictures were taken with the inverted Nikon A1r confocal microscope piloted with the NIS Element AR V4.30.02 64-bit software.

For KINDLIN2 recruitment to adhesions sites, cells were fixed with 1% PFA for 30 min and permeabilized with ice-cold methanol for 5 min. Cells were washed with gradual concentration (90%–0%) of methanol diluted in PBS. The permeabilization was completed with 0.2% Triton-X-100 for 5 min at 4°C. KINDLIN2 was stained with the rabbit anti-Kindlin2 (K3269, Sigma-Aldrich) at 1/1000. The adhesions were detected with the rat anti-Integrin β1 (9EG7) at 1/500 under this condition. Cells were incubated with the primary antibodies for 1 h followed by the secondary antibodies (AF633-goat anti rat (ref: A21094, Thermo Fisher Scientific) and AF555-donkey anti rabbit (ref: A31572, Invitrogen) both at 1/500 for 1 h. The nuclei were stained with Hoechst 33342 at 1/2000 dilution for 5 min. Cells were washed with PBS (Ca+Mg+) and the pictures were taken with the inverted Nikon A1r confocal microscope piloted with the NIS Element AR V4.30.02 64-bit software. Pictures were mounted with ImageJ and combined to figures with Inkscape software.

To investigate the influence of RhoA-induced contractility on the adhesion remodeling, cells were starved in medium without serum for 15 min and then incubated with medium containing or not 5 U/ml Thrombin (ref: T7009, Sigma-Aldrich) for 15 min at 37°C. The cells were then fixed, permeabilized and stained for the specific antibodies as described above.

To determine the cellular localization of KINDLIN2, HUVEC infected with lentivirus to express KINDLIN2-turboGFP were seeded in chambers of Ibidi μ-slides VI 0.4 and cultured for few days. Live cells were directly imaged with the Nikon A1r confocal microscope piloted with the NIS Element AR to capture stack images of GFP fluorescence along the z-axis. Pictures were mounted with ImageJ and combined to figures with Inkscape software.

#### Analysis of KINDLIN2-dependent gene expression by qPCR

We used KINDLIN2 overexpression to stimulate the signaling pathways-dependent on Integrin-β1/KINDLIN2 induced adhesions in HUVEC. HUVEC were infected with lentivirus carrying the pWPT-EF1a-KIND2-turboGFP as described above. The FACS sorting of populations with different levels of GFP positive HUVEC and their sub-culturing allowed to obtain three cell populations. The three populations of HUVEC expressing different levels of KINDLIN2 (the normal: expressing the endogenous KINDLIN2 level, mild: expressing the endogenous KINDLIN2 and a low level of KINDLIN2-turboGFP, and the high: expressing the endogenous KINDLIN2 and a high level of KINDLIN2-turboGFP) were used in different experiments. To analyze the transcription levels of genes by quantitative polymerase chain reaction (qPCR), HUVEC expressing the three levels of KINDLIN2 were stimulated or not with 25 ng/mL tumor necrosis factor (TNFalpha) in HUVEC culture medium as described above for 6 Hrs. The cells were then lysed and the total RNA as well as proteins extracted by using the RNA and protein extraction kit (ref: 740933.50, Macherey-Nagel). The transcript levels of genes were analyzed by qPCR at the genomic facility of the faculty of medicine (University of Geneva). The primers used for qPCR are listed in the Table S3. The expression of genes was normalized with the levels of transcripts of *B2M* and *EEF1* encoding respectively for β-2 microglobulin and the eukaryote elongation factor 1. The impacts of KINDLIN2 overexpression and the TNFalpha-treatment on gene expression was analyzed by performing principal component analysis (PCA) with ClustVis web tool.^67^ The difference between samples was considered significant when *p*-value< 0.05 in two-way ANOVA test.

#### Analysis of integrin-β1-dependent signaling pathways

To analyze the impact of Integrin-β1 acetylation on the mechanosensible Hippo-Yap signaling pathway, the expression levels of Yap targeting genes were analyzed from the microarray RNAseq data of the mouse embryonic endothelial cells eEnd2 expressing the wildtype or K794Q mutant of human B1A-GFP. The set of Yap-targeting genes that was previously reported by Wang et al.^32^ include *Cyr61, Ctgf, Amotl2, Ankrd1, Igfbo3, Lats1, Crim1, Gadd45a, Tgfb2, Ptpn14, Axl, Dock5, Asap1, Rbls3, Myof, Arhgef17 and Ccdc80*.

To analyze the impact of Integrin-β1 acetylation on the mitogen-activated protein kinase (MAPK) signaling pathways, HUVEC were infected with lentiviruses in order to constitutively express human β1-wt-GFP or β1-K794Q-GFP as described above. The infected cells were pre-stimulated with 1 mM Na3VO4, 1 mM NaF and either dimethylsulfoxide (DMSO) or the mix of 5 μM Tyrphostin 47 (Ref: 658405, Calbiochem)/5 μM LY294002 (Ref: 19-142, Sigma-Aldrich) for 15 min. Then the cells were stimulated or not with 50 ng/mL vascular endothelial growth factor (VEGF) in presence of the mix of the inhibitors or DMSO for 15 more minutes. Cells were lysed in non-denaturing lysis buffer supplemented with PhosSTOP (ref: 4906845001, ROCHE) and a mini complete tablet of protease inhibitors (ref: 04693159001, ROCHE). About 15 μg of protein from each lysate were resolved on polyacrylamide gel, transferred on nitrocellulose membrane. The loading and blotting of equal protein quantity was checked by the membrane incubation with Ponceau S Solution (Ref: 33427, SERVA) for 5 min and washed with distilled water before taking pictures and the membranes were sequentially blocked and immunoblotted with antibodies against phospho-p42/p44 ERK (ref: 9106S, lot: 27, Cell Signaling Technology), phospho-SRC(Y527) (ref: 2105S, lot: 9, Cell Signaling technology) mouse anti-Tubulin-alpha (ref: T5168, Sigma Aldrich), mouse anti-Vinculin (ref: V9131, Sigma Aldrich) and/or VE-cadherin (ref: sc6458, lot: D1614, Santa Cruz Biotec). Membranes were stained with the specific secondary antibodies conjugated to horseradish peroxidase and bands were revealed by using the WesternBright Sirius HRP substrate (ref. K-12043-D20, Advansta). The pictures of the membranes were photographed with the Fusion FX imager (Vilber), analyzed with ImageJ and combined to a figure with the illustration software Inkscape.

In a similar fashion, to analyze the impact of different cellular amounts of KINDLIN2 on MAPK and PI3K signaling pathways, HUVEC expressing different levels of KINDLIN2 (Norm: endogenous KINDLIN2 only, Mild: endogenous KINDLIN2 and low level of KINDLIN2-turboGFP or High: endogenous KINDLIN2 and high level of KINDLIN2-turboGFP) were stimulated or not with 25 ng/mL TNFalpha (ref: 300-01A, PeproTech) TNFalpha for 20 min and lysed with non-denaturing lysis buffer containing PhosSTOP (ref. 4906845001, ROCHE) and complete tablet of protease inhibitor (ref: 04693159001, ROCHE). The protein extracts were analyzed by western blotting after electrophoresis in polyacrylamide gel as described above. The membranes were sequentially stained with the following primary antibodies: rabbit anti-Kindlin2 (ref. K3269, Sigma-Aldrich), rabbit anti-phospho p42/p44 ERK (ref: 9106S, lot: 27, Cell Signaling Technology), rabbit anti-phospho AKT (S473) (ref: 9271S, lot: 14, Cell Signaling Technology), mouse anti-Tubulin-alpha (ref: T5168, Sigma Aldrich), mouse anti-Vinculin (ref: V9131, Sigma-Aldrich) and/or goat anti-VE-cadherin (ref: sc6458, lot: D1614, Santa Cruz Biotec). The specific secondary antibodies conjugated to the Horseradish peroxidase (see the secondary antibody list above) as well as the WesternBright Sirius HRP substrate (ref: K-12043-D20, Advansta) to reveal the bands. The membranes and the luminescence were photographed and the pictures were analyzed with ImageJ and combined to figures with the Inkscape software.

#### Endothelial permeability assay

To analyze the impacts of KINDLIN2 overexpression on cell permeability induced by TNFalpha-treatment, HUVEC (10^4^ cells per insert) expressing different levels of KINDLIN2 namely (Norm: endogenous KINDLIN2 only, Mild: endogenous KINDLIN2 and low level of KINDLIN2-turboGFP or High: endogenous KINDLIN2 and high level of KINDLIN2-turboGFP) were seeded on the insert of Transwell (ref. 3470, Costar) and cultured to confluence. The day of the experiment, the monolayer was stimulated or not with 100 ng/mL TNFalpha for 6 Hrs. The cells were cultured in 100 μL of medium in the upper compartment and 500 μL in the bottom compartment. The capacity of the fluorescein-conjugated dextran (Sigma-Aldrich 46948-100MG-F, MW:150'000) to pass through the endothelium was tested by loading 0.5 mg/mL dextran-FITC in the upper compartment of the filter. After 5 min, the amount of leaked dextran was quantified in the medium of the bottom compartment. Therefore, the fluorescence at 488 nm wavelength was measured in the medium by direct reading with the SpectraMax Paradigm microplate reader (Molecular Devices). The data were analyzed and assembled with Microsoft Excel software and analyzed with GraphPad Prism. The difference was considered as significant if *p*-value <0.05 in two-way ANOVA test.

#### Biochemical analysis of KINDLIN2/Integrin-β1 binding

To analyze KINDLIN2 binding to Integrin-β1 and the impact of K794 modification by acetylation, different biotinylated peptides of the cytoplasmic tail of Integrin-β1 carrying modifications of this lysine residue were synthesized at the protein and peptide synthesis facility of the faculty of medicine (University of Geneva). They include biotinylated peptides with non-modified (pep_wt_(K)), acetylated (pep_Ac-K794), the acetylation mimetic mutation (K794Q) and the positive charge-conserved acetylation mimetic mutation (K794R). Scrambled acetylated peptides were used as negative control of the binding assays. The peptides were used to decorate the streptavidin coupled magnetic Dynabeads M-280 (Thermo Fisher) according to the manufacturer instructions. Briefly, 0.5 mg of magnetic beads were washed with PBS containing 0.1% Tween20 (PBST) and incubated with 1 nM peptide in PBS for 30 min under shaking (150 rpm) at 4°C. The supernatant and the beads-peptides complexes were separated by using a in house made magnetic tube holder. The beads decorated with biotinylated peptides were washed with PBST for 1 h under shaking (150 rpm) at 4°C. Once the supernatant was discarded from the tube in the magnetic tube holder, the beads-peptides complexes were re-suspended in 200 μg protein extracts of HUVEC diluted in PBST. Protein binding to the beads-peptides complexes was carried out under shaking (150 rpm) overnight at 4°C. The pulled-down proteins and the interacting beads-peptides were separated from non-bound protein suspension with the magnetic tube holder. The complexes were washed twice with PBST and PBS before re-suspension with 1x Laemmli protein loading buffer. The samples were heated at 95°C for 10 min. Denatured proteins were separated from the streptavidin-beads and the peptides by using the magnetic tube holder. The supernatants containing the pulled-down proteins were loaded on polyacrylamide gel and resolved by electrophoresis. Western blotting of proteins was performed after transfer on nitrocellulose membrane by using antibody against KIND2 (ref. K3269, Sigma-Aldrich). The specific secondary antibodies conjugated to the Horseradish peroxidase and the WesternBright Sirius HRP substrate (ref: K-12043-D20, Advansta) was used to reveal the bands. The membranes and the luminescence were photographed and the pictures were analyzed with ImageJ and combined to figures with Inkscape.

#### Molecular dynamics simulations

Crystal structure 5XQ0 (kindlin2 – residues 570-680, Integrin-β1 – residues 787-797)^47^ was used as a starting structure in MD simulations. All MD simulations were performed with Gromacs ver. 2019.4^68^ using Amber14SB force field^69^ with SPC/E water model in 0.15 M KCl.^70^ The systems were energy minimized and then equilibrated using harmonic position restraints on all heavy atoms of the protein. The temperature and pressure of the system was maintained at 310 K and 1 bar using V-rescale^71^ and Parrinello-Rahman^72^ algorithms. Integration time step of 4 fs was used, enabled by the virtual sites for all hydrogen atoms. Force-field topologies for acetylated lysine was prepared using ACPYPE^73^ and antechamber tool of AmberTools19.^74^ Five independent MD trajectories were generated for each system, where each trajectory was 200 ns long. Structure snapshots at every 250 ps were used for the binding energy analysis using MM-PBSA method with g_mmpbsa tool.^75^ The trajectory time frame for the analysis was 20–200 ns, as first 20 ns for each trajectory was considered as equilibration and was not used for the analysis.

#### Protein production for crystallography

The mouse kindlin2 gene with the PH domain encoding region (137-512) deleted was cloned into a modified pET28a vector. The mouse β1 Integrin-tail (784-798, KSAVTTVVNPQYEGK) with the K794Q mutation was fused to the C-terminal end of Kindlin2 following a linker LVPRGSGSGSGS. The sequence-confirmed plasmids were transformed into E. coli BL21(DE3) cells (Thermo Fisher Scientific). The bacteria were cultured in Luria broth (LB) medium containing 25 mg/mL kanamycin at 37°C until the optical density at 600 nm reached 0.6. Protein expression was induced by supplementing 0.2 mM Isopropyl β-D-1-thiogalactopyranoside (IPTG) at 18°C overnight. Bacteria were prepared by homogenization (Emulsiflex C3) in 50 mM Tris pH 7.5 and 500 mM NaCl. Clarified lysates were applied to a 5 mL HisTrap FF affinity column (GE healthcare) using ÄKTA Purifier (GE Healthcare) and eluted with an imidazole concentration gradient (20–500 mM). Eluted fractions were analyzed by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS/PAGE) and Coomassie staining, and appropriate fractions were pooled. The Kindlin2 protein was diluted with a 10 times volume of 50 mM Tris pH 8.5, 2 mM DTT buffer and applied onto a 6 mL Resource Q column (GE Healthcare). Elution was performed by preparing a linear NaCl gradient with 50 mM Tris pH 8.5, 1 M NaCl, 2 mM DTT buffer. Fractions containing the Kindlin-2 protein were concentrated and loaded on a Superdex 200 column (GE Healthcare) in 20 mM Tris pH 8.0, 200 mM NaCl. The peak fractions were concentrated to ∼10 mg/mL, aliquoted, flash frozen in liquid nitrogen, and stored at −80°C for further use.

#### Protein crystallography

The Kindlin2/β1-K794Q Integrin fusion protein was crystallized in 0.1 M Tris pH 8.5, 10% Isopropanol using the hanging-drop vapor diffusion method. Crystals were observed within 1 to 3 days at room temperature. X-ray diffraction data were collected at the NSLS-II AMX beamline. The data were indexed, integrated, and scaled with FastDP. Data collection and refinement statistics are listed in Table 1. The crystal structure was determined by molecular replacement using Phaser. The atomic coordinates and structure factors have been deposited in the Protein Data Bank with accession number 8TEE. The acetylated β1 Integrin-peptide (KSAVTTVVNP-K(Ac)-YEGK) was synthesized by GeneScript. The peptide was mixed with Kindlin2 protein at a molar ratio of 3:1, and then co-crystallized under the same conditions as the Kindlin2/β1-K794Q fusion protein. X-ray diffraction data were collected at the APS 24-ID-E beamline. The data were indexed, integrated, and scaled with XDS. Structure determination procedure was the same as the Kindlin2/β1-K794Q fusion protein. The crystal contained two Kindlin2 molecules in one asymmetric unit, with one acetylated peptide bound to one of the two molecules. The atomic coordinates and structure factors have been deposited in the Protein Data Bank with accession number 8TEC.

**Table 1:** Crystallographic data collection and refinement statistics

Data collection	KINDLIN2: β1-AcK794	KINDLIN2-β1(K794Q) fusion
Light Source	APS 24-IDE	NSLS-II AMX
Wavelength (Å)	0.97918	0.91975
Space group	P1 21 1	P212121
Cell dimensions		
*a*, *b*, *c* (Å)	73.49, 102.09, 76.03	72.20, 97.90, 72.20
α, β, γ (°)	90, 96.81, 90	90, 96.40, 90
Resolution (Å)	102.09–2.04 (2.09–2.04)	29.94–2.49 (2.55–2.49)
*R*merge (%)	6.9 (187.2)	12.4 (62.3)
*I*/σ	12.8 (0.90)	8.60 (1.80)
CC(1/2)	99.9 (39.4)	99.9 (87.5)
Completeness (%)	99.9 (39.4)	97.0 (72.5)
No. reflections	69860(3942)	36657(2159)
Multiplicity	6.8 (6.1)	6.8 (6.2)
Refinement		
Resolution (Å)	75.49–2.04	29.94–2.49
*R*work/*R*free (%)	19.38/23.02	22.56/27.43
No. atoms		
Protein	6725	6559
Peptide	87	170
Water	243	98
Average B factor (Å^2^)		
Protein	74.36	70.38
Peptide	115.81	79.84
R.m.s deviations		
Bond lengths (Å)	0.007	0.0025
Bond angles (°)	0.812	0.583
Ramachandran (%)		
Favored regions	95.59	94.50
Allowed regions	3.95	5.27
Outliers	0.46	0.23
PDB code	8TEC	8TEE

*R*_free_ was calculated using 5% of data and the same sums. Parentheses denoted highest resolution bin.

### Quantification and statistical analysis

The data presentation is specifically described in each of the figure legends according to the experiment. They were presented either as dot plot with median or mean, or single mean value in bar plots as indicated in the figure legend. RNAseq data were presented as volcano plots to show the extend of changes of transcript levels due to the constitutive mimetism of Integrin-β1 acetylation. The heatmap of significantly up- or down-regulated genes of the RNAseq was also shown by using clustering methods to highlight how the expression of these genes may be interconnected or coregulated by acetylation mimetism. The statistical comparisons were performed where indicated in the specific method section or figure legend. In general, comparison between two experimental groups from independent experiments (qPCR or permeability experiments) or different biological samples in RNAseq analysis was done with Student’s t test or Mann–Whitney non-parametric test as indicated in the figure legends. ANOVA test was performed with Holm-Sidak adjustment for multiple comparison. The analysis was performed by using R edgeR software or Graphpad Prism 9. An effect was considered significant when *p*-value <0.05.

# Supplementary material for: Acetyl-NPKY of integrin-β1 binds KINDLIN2 to control endothelial cell proliferation and junctional integrity
**Source:** iScience. 2024 May 28;27(6):110129. doi: 10.1016/j.isci.2024.110129
**Supplement:** Documnet S1. Figures S1–S12 and Tables S1–S3

**Supplemental information**

**Acetyl-NPKY of integrin- $\beta$ 1 binds KINDLIN2  
to control endothelial cell proliferation  
and junctional integrity**

**Adama Sidibé, Vasyl V. Mykuliak, Pingfeng Zhang, Vesa P. Hytönen, Jinhua Wu, and Bernhard Wehrle-Haller**

## Supplemental information

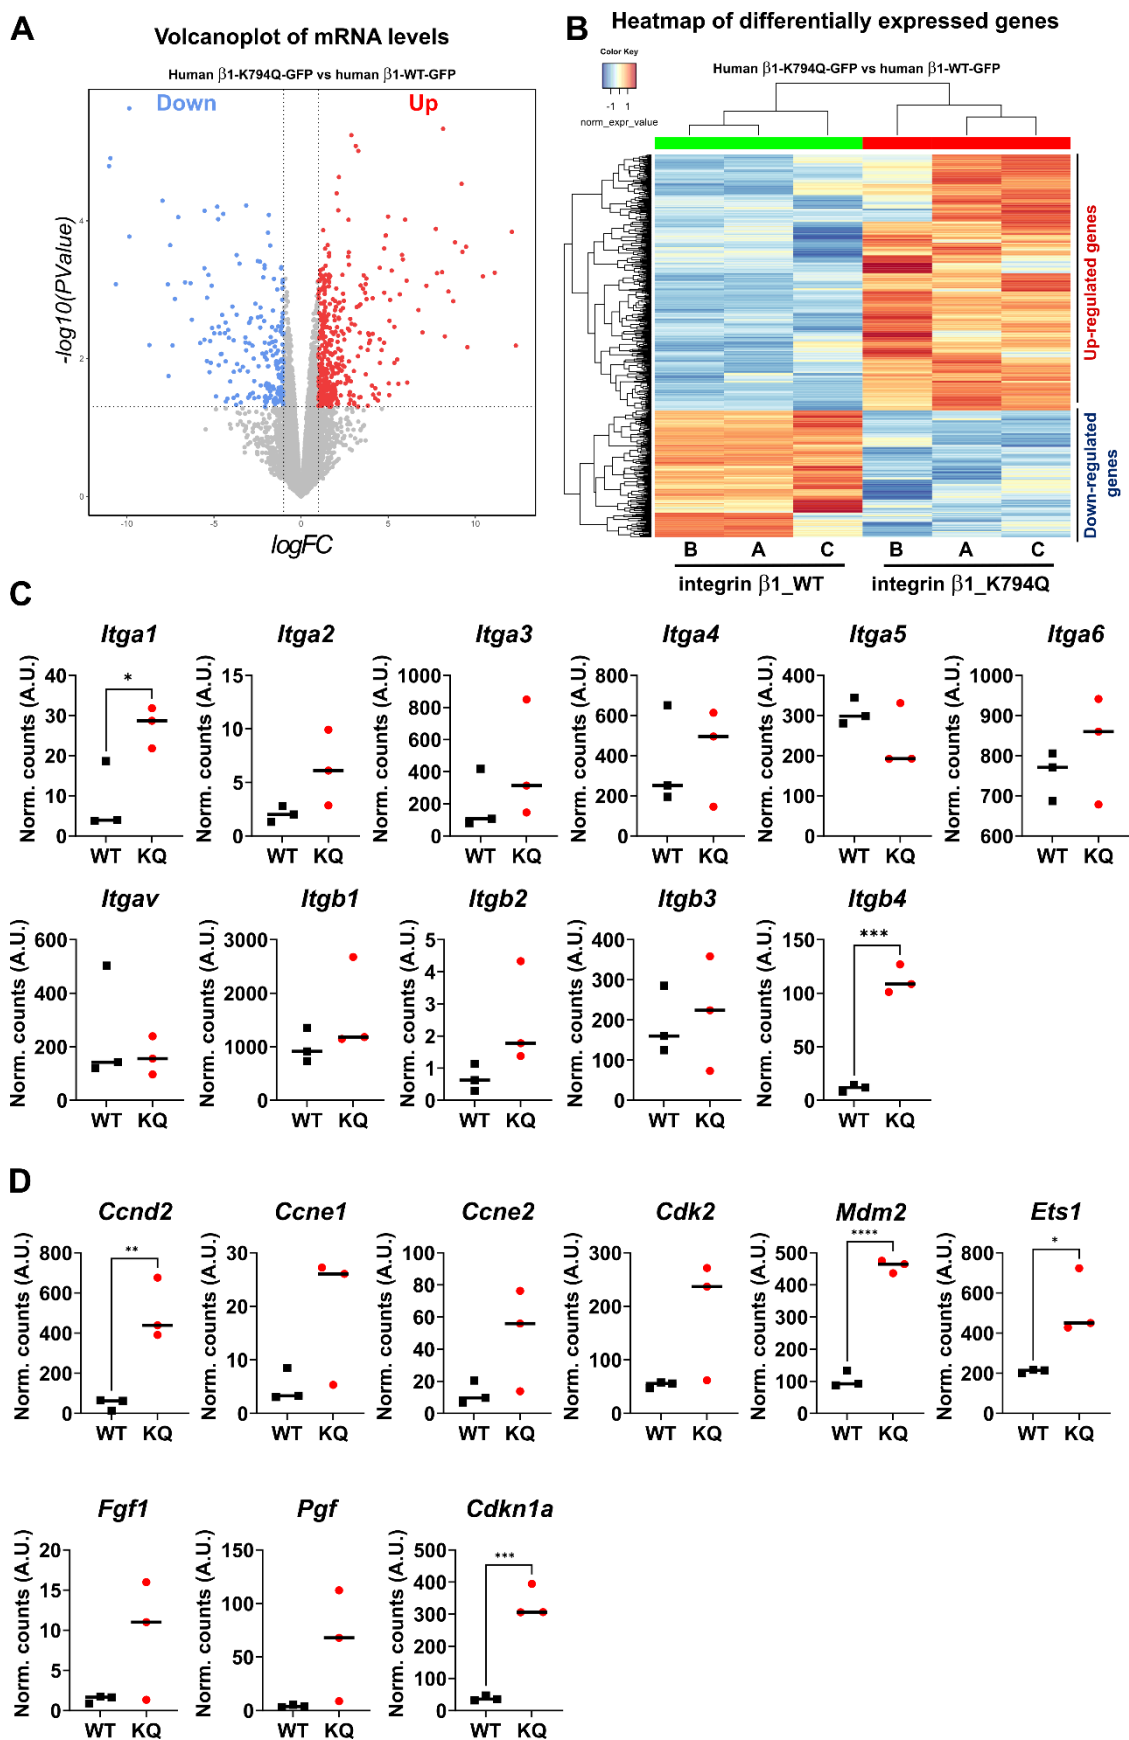

**Figure S1** : Modification of gene expression by the presence of the human, externally GFP-tagged Integrin- $\beta$ 1 acetylation mimetic K794Q mutant in mouse embryonic endothelial eEnd2 cells: results of a second RNA sequencing experiment (RNAseq II). To support the results presented in the main figures, a second total RNA sequencing of the samples was performed, which showed similar results of differentially expressed genes that were consistent with the first RNAseq of the same samples. A. Volcano plot of all detected genes that emphasizes significantly changed mRNA levels in blue for downregulated or red for upregulated genes, respectively. The thresholds were: fold change  $FC \geq 2$  and  $p\text{-value} \leq 0.05$ . B. Hierarchical heatmap of the differentially expressed genes between mouse embryonic endothelial cells (eEnd2) expressing the human Integrin- $\beta$ 1-GFP (WT vs K794Q)<sup>1</sup>. About 596 genes were found to be differentially expressed (downregulated: 198; upregulated: 398) between  $\beta$ 1-wt-GFP- versus  $\beta$ 1-K794Q-GFP-expressing eEnd2 cells. This was consistent with the first RNAseq that showed 573 genes differentially expressed (downregulated: 366 and upregulated: 207). About 448 genes were found to be common differentially expressed genes in the two experiments. C. Impact of Integrin- $\beta$ 1 acetylation mimetism on the expression of Integrins. Consistent with the first RNAseq experiment, genes encoding for Integrin- $\alpha$ 1 (*Itga1*),  $\alpha$ 2 (*Itga2*) and  $\beta$ 4 (*Itgb4*) were increased by the expression of the acetylation mimetic K794Q mutant of Integrin- $\beta$ 1-GFP, although some changes did not reach significance in the second RNAseq. For example, transcripts of *Itga9* were not detectable in the second RNAseq, which was in contrast to the first RNAseq experiment, where it was slightly increased in response to the presence of the acetylation mimetic  $\beta$ 1-K794Q mutant. D. Examples of genes involved in cell proliferation that were affected by  $\beta$ 1-K794Q-GFP expression. Mainly transcripts of cell cycle regulators such as *Ccnd2*, *Ccne1* and *Cdk2*, as well as growth factors such as *Fgf1* and *Pgf* were induced by the expression of  $\beta$ 1 K794Q-GFP in both RNAseq experiments. Each dot represents a biological sample, and the median is shown as a line. The significance is highlighted with stars when  $p\text{-value} \leq 0.05$  in unpaired t-test. This supplementary figure is related to and supports data of Figure 1 and Figure 2.

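The volcano plot and the heatmap rest on a test per gene, and the number of genes past its thresholds depends on which genes enter. With every gene that had a count in any culture, 916 passed both thresholds, and with genes of at least 10 counts in every culture, 425. RLE in place of TMM normalization gave 605 genes.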

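In the deposited counts Itga9 (chromosome 9 of GRCm38, 118606690 to 118901003) had 11.2, 0.691 and 34.5 normalized counts in β1-K794Q-GFP cultures A, B and C, and 0.787, 0.700 and 0.488 in β1-WT-GFP cultures A, B and C. The level in β1-K794Q-GFP culture B was that of the β1-WT-GFP cells (exact permutation test, two-sided, p = 0.3). The filter on low counts removed Itga9 from the test, so that it has no fitted fold change there. With no filter, 5 integrins of Figure 1F passed both thresholds against 4, the added gene being Itga9.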

## A Some impacted proliferation genes in RNAseq I

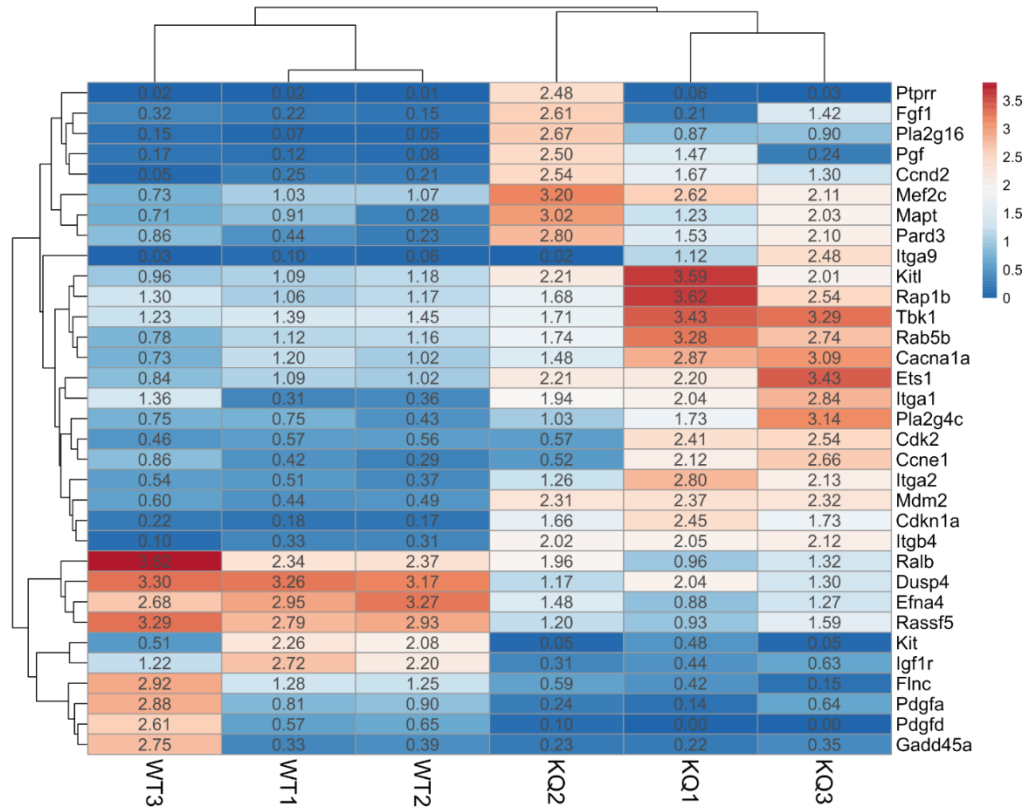

## B Some impacted proliferation genes in RNAseq II

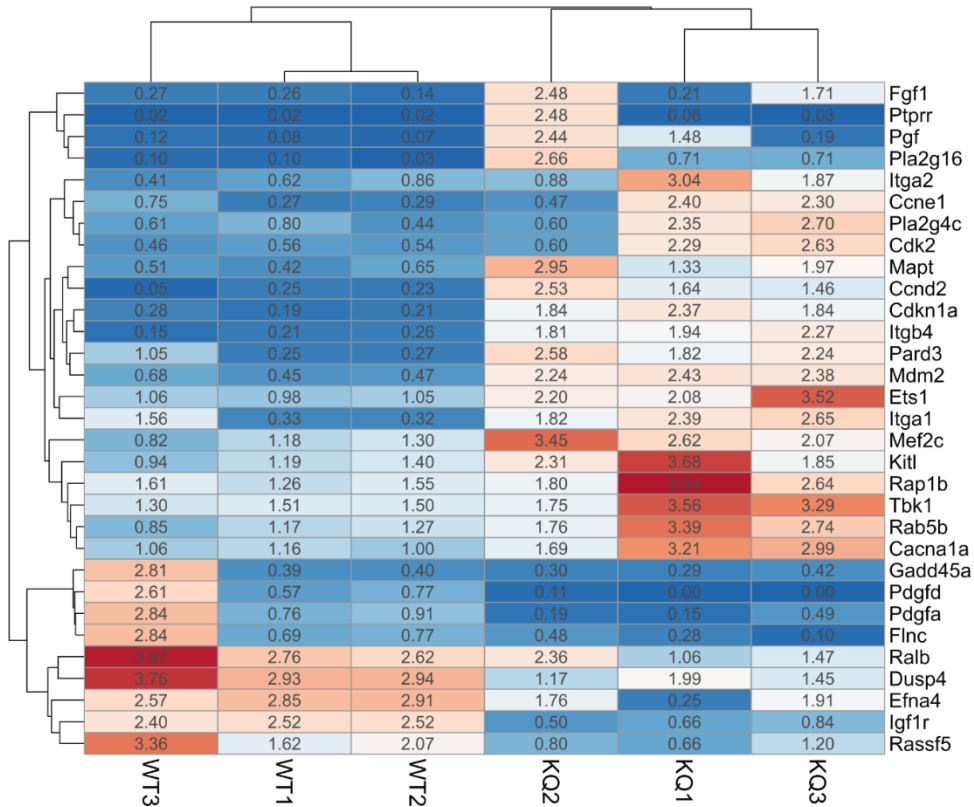

**Figure S2** : Heatmaps of a subgroup of genes involved in the process of cell proliferation, which were differentially regulated between mouse eEnd2 cells expressing either the WT or the K794Q versions of human Integrin- $\beta$ 1-GFP. The hierarchical heatmaps of the two RNAseq (A: RNAseq I and B: RNAseq II), which were performed on the same samples are shown. The expression of many genes involved in the regulation of cell division check points such cyclins (*Ccnd2* or *Ccne1*) and *Mdm2*, the gene regulator of the tumor suppressor p53, were upregulated in eEnd2 cells expressing the acetylation mimetic K794Q, when compared to cells transfected with its wildtype counterpart. This supplementary data is linked to Figure 2.

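Besides the genes named for Figure 2A, the growth factor Fgf1 had 1.35, 16.0 and 11.0 normalized counts in β1-K794Q-GFP cultures A, B and C and 1.43 ± 0.465 (SD, n = 3) in β1-WT-GFP cells, a log2 fold change of 2.7 that was 2.1 without β1-K794Q-GFP culture B. Cdkn1a (p21) had 335 ± 50.9 against 38.1 ± 7.91 normalized counts (SD, n = 3 each) and a log2 fold change of 3.14 (standard error 0.24, adjusted p = 0.0198 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ets1 had a log2 fold change of 1.34. The receptor Igf1r was lower, with 13.3 ± 3.45 normalized counts in β1-K794Q-GFP cells and 49.7 ± 1.33 in β1-WT-GFP cells (SD, n = 3 each), a log2 fold change of -1.89 (standard error 0.24, adjusted p = 0.0613). Ptprr was at 222 normalized counts in β1-K794Q-GFP culture B and at 5.10 and 2.49 in cultures A and C. Its log2 fold change of 5.59 became 1.26 without culture B. Kitl, Rap1b, Tbk1 and Rab5b, like Cdk2 and Mdm2, lie on chromosome 10. Rap1b and Tbk1 had log2 fold changes of 0.92 and 0.99, under the threshold for the fold change.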

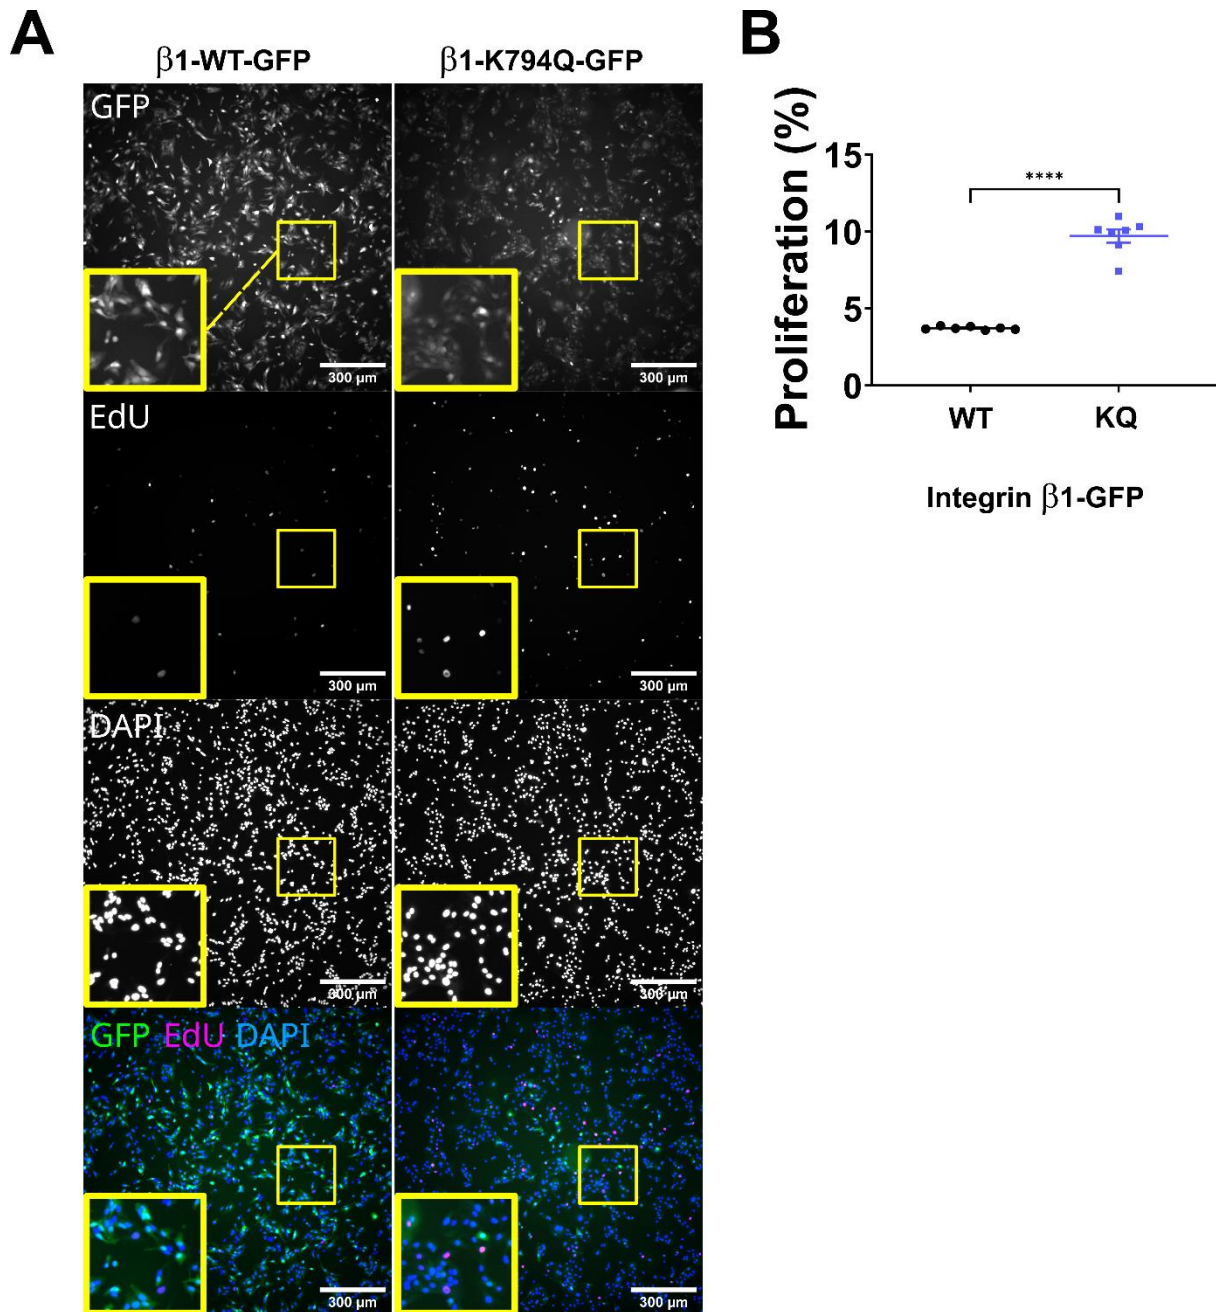

**Figure S3:** Integrin- $\beta 1$  acetylation enhances the proliferation of sub-confluent mouse embryonic endothelial eEnd2 cells. A. Representative pictures of the proliferation test of mouse eEnd2 cells expressing either the wildtype or the acetylation mimetic mutant K794Q of human Integrin- $\beta 1$ -GFP. Single channels in grayscale and the merges in colours are presented. The proliferation of starved cells was monitored by the incorporation of EdU into the DNA of dividing cells. GFP (green in merge) shows expression of the human Integrin- $\beta 1$  version, EdU (magenta) indicates proliferated cells and DAPI (blue) shows staining of the nuclei. Scalebar = 300  $\mu$ m. The zoom of the squared area is shown in the bottom corner of each picture to better illustrate the difference in proliferating cells between  $\beta 1$ -WT or  $\beta 1$ -K794Q expressing eEnd2 cells. Zoomed area of the pictures shows that EdU colocalized with a subset of DAPI-stained nuclei. Increased numbers of EdU positive nuclei are visible in mouse eEnd2 cells expressing the acetylation mimetic mutant K794Q. B. Quantification of the proliferation of sub-confluent mouse eEnd2 cells expressing the two versions of human Integrin- $\beta 1$ -GFP (WT or K794Q). Sub-confluent cells were starved overnight and then cultured in the presence of serum-

containing medium complemented with EdU. The expression of the acetylation mimetic K794Q mutant of Integrin- $\beta$ 1-GFP fostered the proliferation of eEnd2 cells when compared to the wildtype counterpart. Each dot represents the percentage of EdU positive cells in a well. The difference was considered significant when p-value  $\leq 0.05$  in unpaired t-test. The shown result is representative of at least three independent experiments. This figure is related to and supports Figure 2.

far from the wound front. B. Example of contact inhibition analysis of eEnd2 cells expressing different forms of human Integrin- $\beta$ 1-GFP (WT or K794Q). Shown are the pictures of the entire wells of air-bubble-induced wound healing made by stitching images acquired in three channels. Single channel pictures are shown in grayscale and their merges are presented in colours as indicated. The wound is delineated with yellow dashed lines and red arrows indicate the gradients of cell density in the wells. In each condition, a zoomed in area of the cell migration front bordering the wound is shown (red square rectangle for a and b). Most of the cells at the migration front went through at least one cell division for all conditions. The in-confluence area within the monolayer framed by yellow rectangles are also zoomed and shown in picture c and d. An efficient contact inhibition can be noticed for eEnd2 cells expressing  $\beta$ 1-WT-GFP as no EdU incorporation took place in the in-confluence area (d) and cells positive for EdU were exclusively found in the invading front of the monolayer (a). Please note that for eEnd2 cells expressing the acetylation mimetic mutant K794Q of Integrin- $\beta$ 1-GFP, the incorporation of EdU was not restricted to the cell-migration front, since the in-confluence area showed also several positive cells demonstrating a defect in contact-mediated inhibition of cell proliferation. Scalebar of pictures showing entire wells = 1000  $\mu$ m and scalebar of the zoomed areas = ~90  $\mu$ m. This data is related to and supports figure 3.

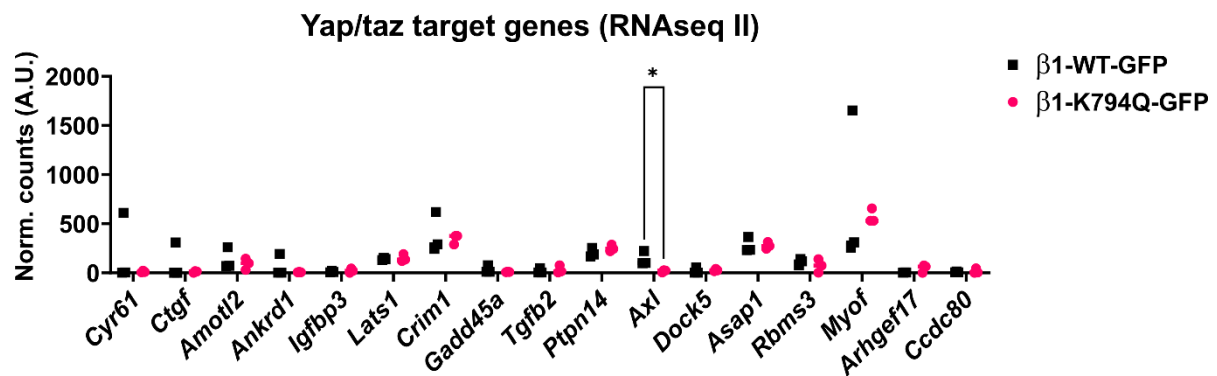

**Figure S5:** Influence of Integrin- $\beta$ 1 acetylation on the Hippo-Yap signalling pathway in eEnd2 cells: The expression levels of some previously reported genes that are recognized targets<sup>2</sup> of the transcription factors Yap/Taz in eEnd2 cells are shown in wildtype versus acetylation mimetic K794Q transfected human Integrin- $\beta$ 1 (RNAseq II). The same expression patterns were found between RNAseq I and RNAseq II for these Yap/Taz-targeted genes. The transcript levels of most of these genes were not changed between the conditions, suggesting a lack of impact of Integrin- $\beta$ 1 acetylation on the Yap/Taz signalling pathway. Each dot represents a biological sample. The significance is highlighted with stars when  $p\text{-value} \leq 0.05$  in unpaired t-test. This supplementary figure is related to and supports data of Figure 4.

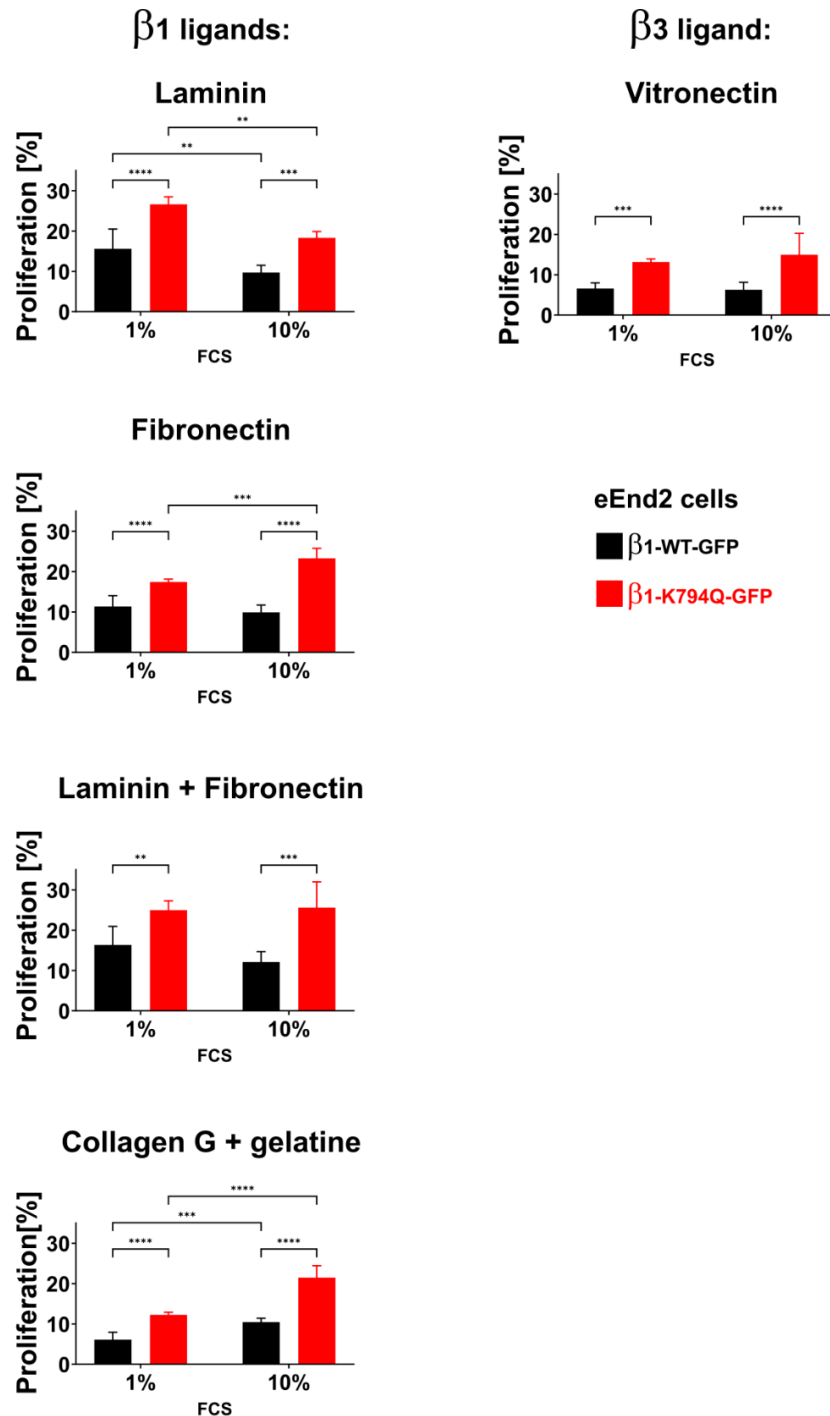

**Figure S6:** Contribution of Integrin-β1 versus Integrin-β3 extracellular ligands in inducing eEnd2 cell proliferation and modulation by permanent Integrin-β1 acetylation. eEnd2 cells expressing either version of the chimeric β1-GFP (WT or K794Q) were cultured on the indicated ECM substrates in the presence of the indicated amount of serum and EdU-incorporation was evaluated. The difference in proliferation due to Integrin-β1 versus β3 specific extracellular ligands were determined. Integrin-β1 preferred ligands: laminin ( $\alpha3\beta1$  ligand), fibronectin (for  $\alpha5\beta1$ ), collagen and the collagen by-product gelatine (for  $\alpha1/\beta1$  and  $\alpha2\beta1$ ); Integrin-β3 ligand: vitronectin (for  $\alphaV\beta3$ ). Data are presented as mean  $\pm$  sd. The significance of the difference in proliferation between Integrin-ligand induced and serum-stimulation was indicated with stars when the p-value  $\leq 0.05$  in two-way ANOVA test. The data is representative of a single experiment with 3 to 6 replicates per condition. This figure clarifies eventual contributions of Integrin-β1 / β3 crosstalk in the increase of endothelial cell proliferation induced by the permanent acetylation of Integrin-β1. The figure is related to figure 4 of the paper.

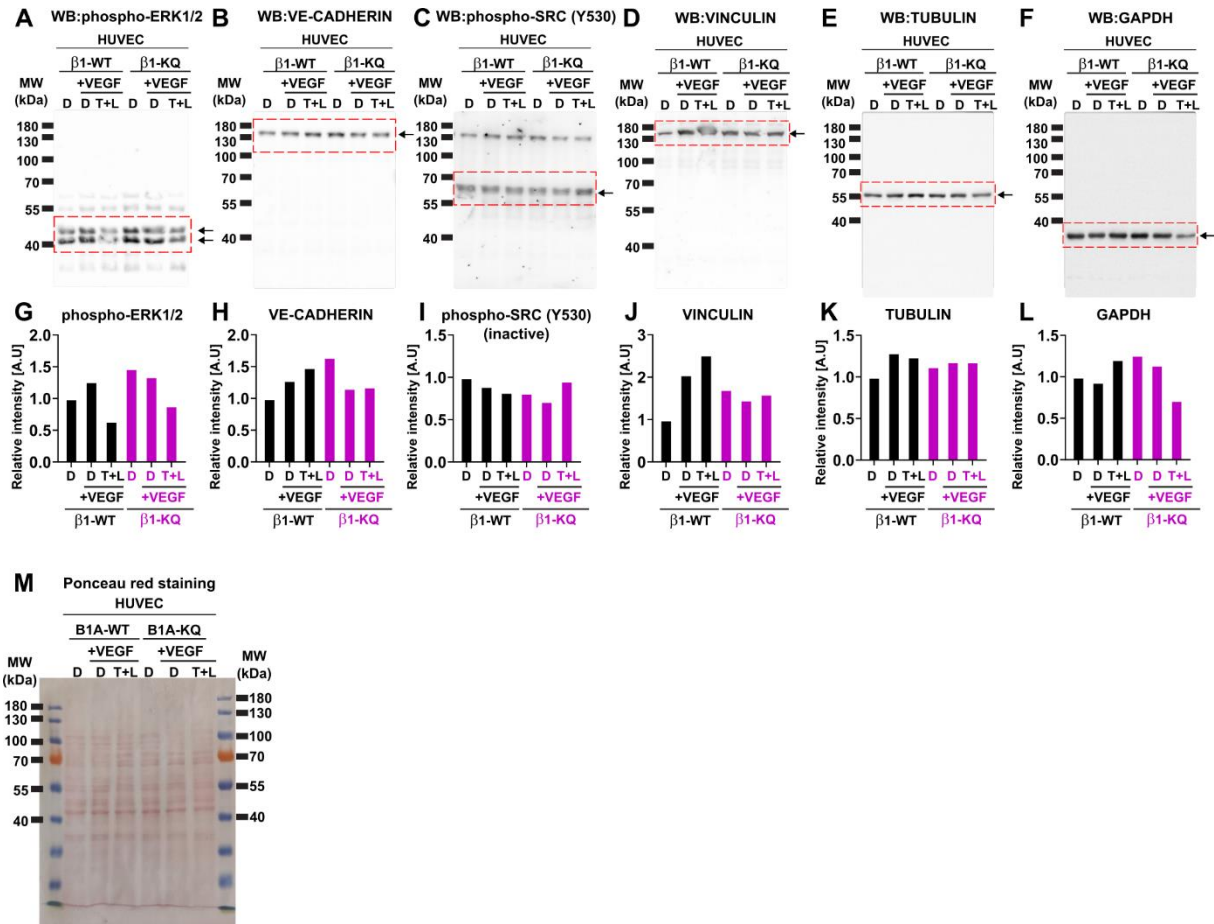

**Figure S7:** Western blot analysis of signaling pathways in  $\beta 1$ -WT or  $\beta 1$ -K794Q transfected HUVEC upon VEGF challenge. A, G, MAPK signaling pathways was monitored by staining for phospho-ERK (pERK)1/2 and relative intensity of bands quantified (E). B, H. Anti-VE-CADHERIN staining (B) and quantification in (H) was used to analyze junctional cohesion. C, I. CSK/SRC/FAK pathways (C) was analyzed and quantified in (I) by staining for phospho-Y530-SRC, which indicates inactivated SRC by CSK activity. D, J. VINCULIN protein was analyzed (D) and quantified (J) to detect changes in cell-matrix adhesion. TUBULIN- $\alpha$  (blot in E and quantification in K) and GAPDH (blot in F and quantification in L) content of the samples were stained to check how they evolve with protein loading. The equal amount of protein loading was checked by Ponceau red staining of the nitrocellulose membrane (M). Please note that red dashed rectangles and arrows indicate the relevant bands in the same blot after washing and exposure to a different set of antibodies. Confluent HUVEC constitutively expressing either  $\beta 1$ -WT or  $\beta 1$ -K794Q, were grown in control medium or stimulated with VEGF in presence or not of the mix of inhibitors (drug T+L: Tyrphostin47 and LY294002; drug D: DMSO used as control of the inhibitor mix). The shown western blots are representative of 3 independent experiments with similar results on the influence of  $\beta 1$ -K794Q expression on the constitutive activation of MAPK signaling pathways. This figure supports data in the main figure 4 of the paper.

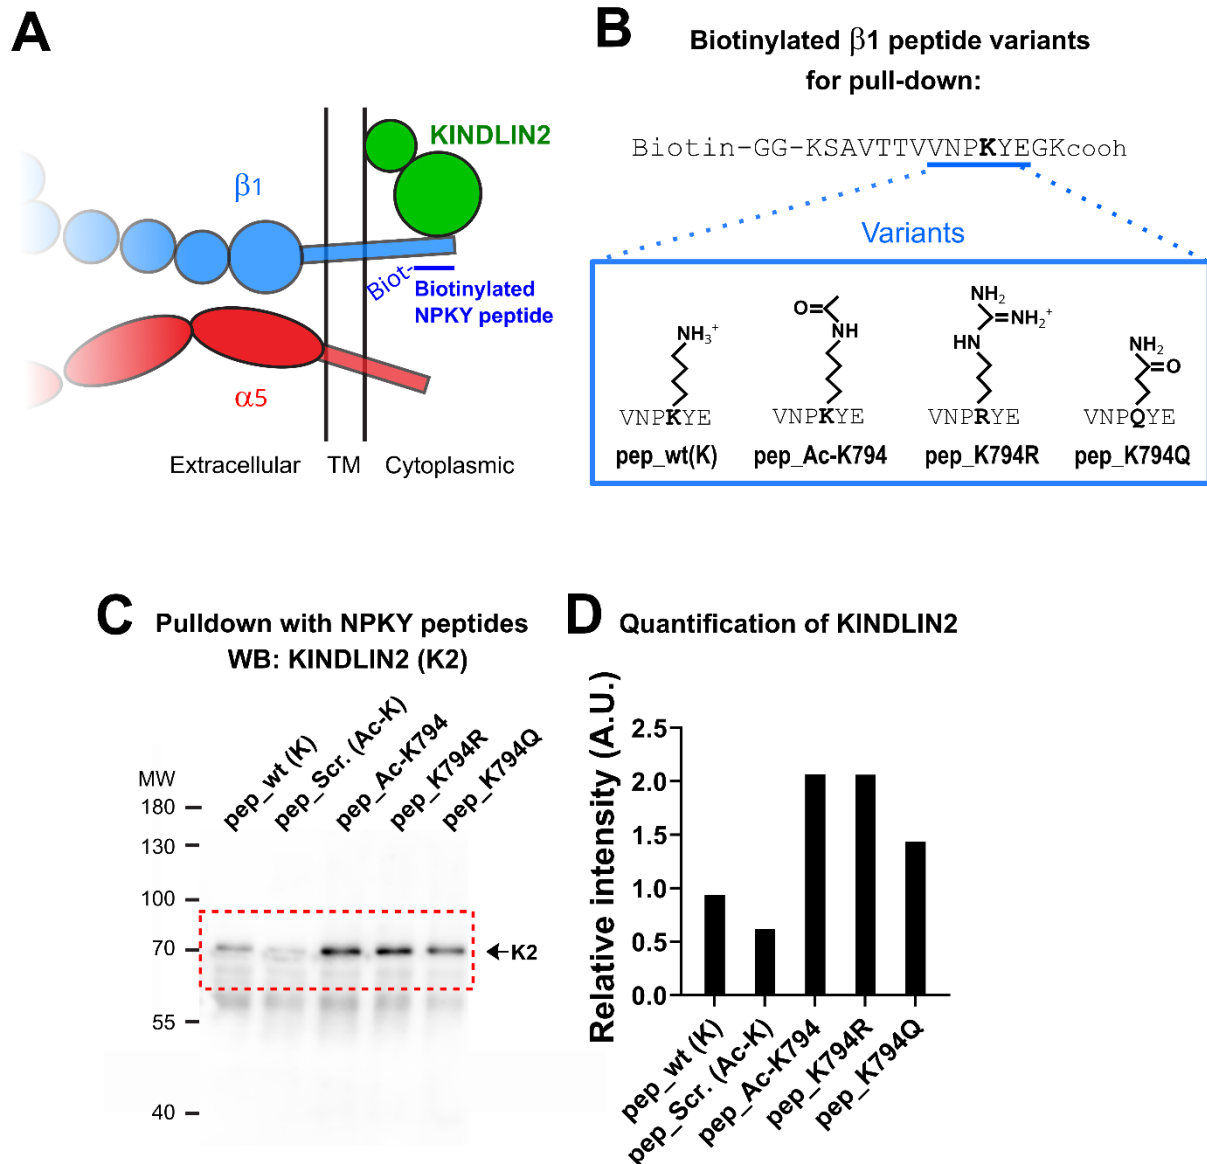

**Figure S8:** Effect of Integrin- $\beta 1$  acetylation on KINDLIN2 binding in vitro. A. Illustration of the KINDLIN2 binding site on the distal Integrin- $\beta 1$  cytoplasmic tail, and the localization of the biotinylated NPKY peptides. The cytoplasmic, transmembrane (TM) and extracellular parts of Integrin- $\beta 1$  are indicated. B. Sequences of biotinylated peptides encompassing the NPKY-motif (underscored in blue) as well as their variations (in the blue rectangle) used for pulldown analysis. Lys13 of the biotinylated  $\beta 1$ -Integrin peptide pep\_wt(K) of the sequence Biot-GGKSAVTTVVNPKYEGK, corresponding to K794, was either mutated to Gln (K794Q; acetylation mimetic) or Arg (K794R; mimicking the size of the acetylated Lys residue, but with the conservation of the positive charge), and synthesized acetyl-lysine residue. C. Western blot of the pulldown of KINDLIN2 from HUVEC extracts by the biotinylated Integrin- $\beta 1$  peptides, as illustrated in panel (B), and a scrambled peptide with the acetylated Lys at the same position. The red dashed rectangle and the arrow indicate the band corresponding to endogenous full-length KINDLIN2 (K2). D. Quantification of the KINDLIN2 band from the western blot of the pull-down experiment. The result is representative of >3 independent experiments with HUVEC protein extracts and/or reproduced with other extracts from cells overexpressing a chimeric KINDLIN2-GFP construct. Please note in A that the small green circle touching the plasma membrane of KINDLIN2 represents the inserted PH-domain. This figure support data in the main figure 6.

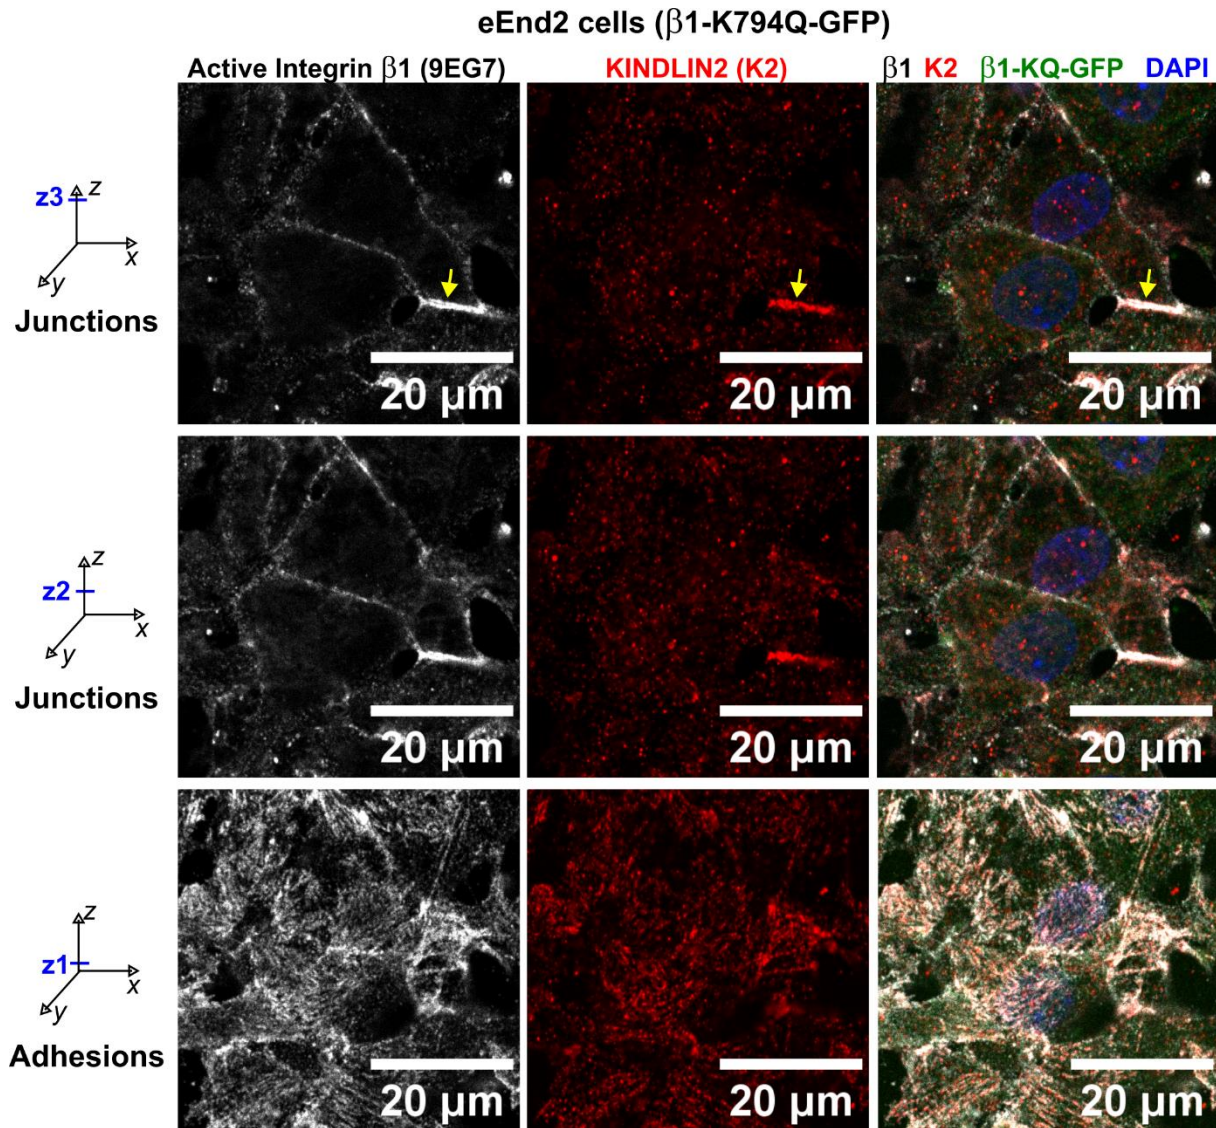

**Figure S9:** Influence of acetylation mimetic K794Q mutant of Integrin- $\beta 1$  on the recruitment of KINDLIN2 at junctional and basal cell membranes. Distribution of KINDLIN2 and ligand-bound (active) Integrin- $\beta 1$  (9EG7 staining) at adhesions and junctions of eEnd2 cells expressing the acetylation mimetic  $\beta 1$ -K794Q. Representative multi-channel confocal images at different z-depth are shown to highlight the presence of both KINDLIN2 and the active form of Integrin- $\beta 1$  at cell-cell junctions and cell-matrix adhesions. On the left, the confocal position (blue line) is indicated on the z-axis. Single channels of Integrin- $\beta 1$  and KINDLIN2 are presented, as well as their merge including the chimeric  $\beta 1$ -GFP and the nuclear DAPI staining. Integrin- $\beta 1$  is shown in gray, KINDLIN2 in red, GFP in green and DAPI in blue. Scalebar = 20  $\mu$ m. The yellow arrows highlight strong enrichment of active Integrin- $\beta 1$  and KINDLIN2 at cell junctions. This demonstrates that in  $\beta 1$ -K794Q expressing cells, KINDLIN2 is also captured outside of classical cell-matrix adhesions by Integrin- $\beta 1$ . This may explain the global decrease of the ratio of KINDLIN2 per active Integrin- $\beta 1$  at cell-matrix adhesions at the basal plasma membrane seen for  $\beta 1$ -K794Q cells compared to  $\beta 1$ -WT cells. This observation was made in eEnd2 cells, as well as HUVEC. The shown data is from one representative out of 3 independent experiments. This supplementary figure is related to Figure 6.

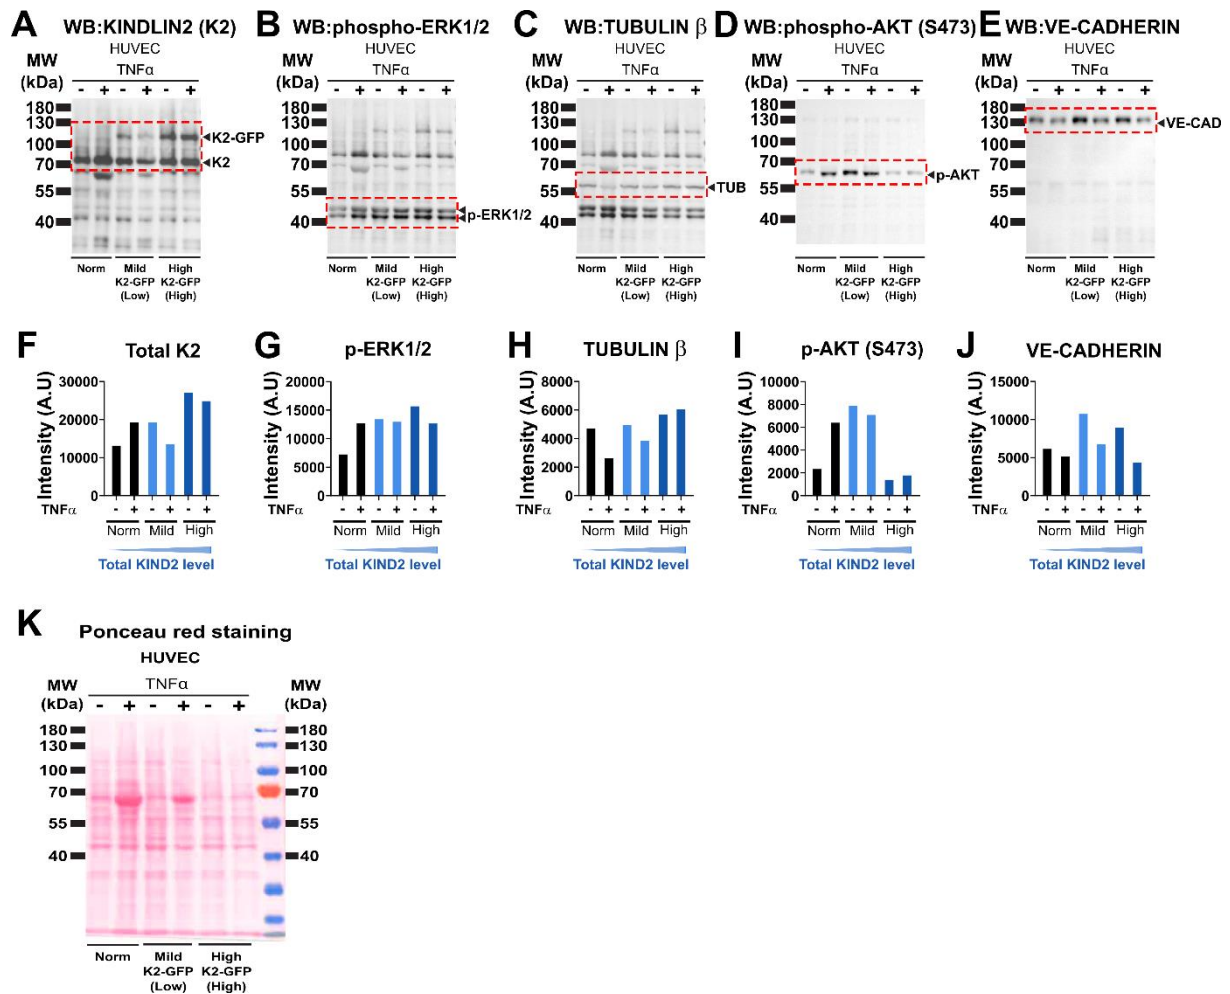

**Figure S10:** Western blotting to analyse the effects of cellular KINDLIN2 levels on signalling pathways in HUVEC upon TNF $\alpha$  challenge. HUVEC were transduced or not (Norm: endogenous level of KINDLIN2) to express different levels of KINDLIN2-turboGFP (Mild: endogenous KINDLIN2 plus low amounts of the chimeric KINLDIN2-turboGFP, High: endogenous KINDLIN2 plus high amounts of KINDLIN2-turboGFP), under the transcriptional control of the EF1 $\alpha$  promoter. Immunoblots: KINDLIN2 (A) shows both the endogenous KINDLIN2 at ~75 KDa and the chimeric KINDLIN-2-GFP (above 100 KDa), their quantification in (F). (B) phospho-ERK1/2 appear at 42 and 44 KDa, and their intensities are quantified in (G), TUBULIN  $\alpha$  (C) is localized above 55 KDa and quantified in (H), phospho-AKT (S473) (D) migrates at ~60 KDa and is quantified in (I), VE-CADHERIN (E) appears at ~130 KDa and is quantified in (J). The equal amount of protein loading was checked by Ponceau red staining of the nitrocellulose membrane prior to blotting (K). The blots are representative of one single experiment, repeated once for KINDLIN-2 and VE-CADHERIN. This supplementary figure is related to the main Figure 8.

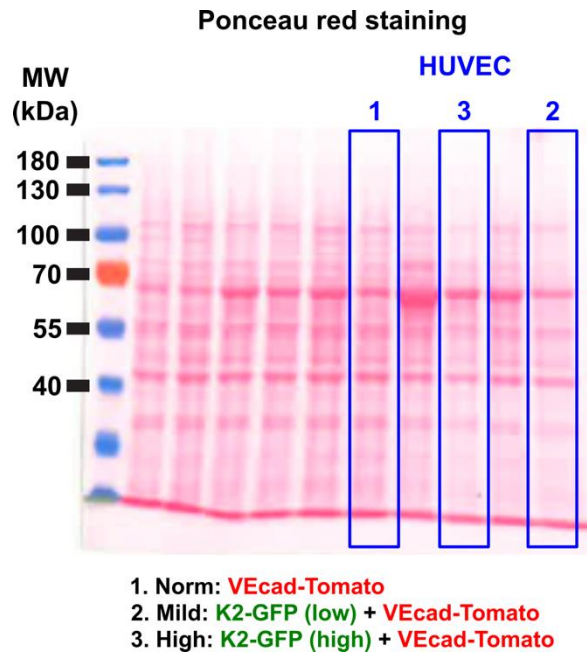

**Figure S11:** Control of equal amount of proteins transferred onto nitrocellulose. Ponceau staining of the samples analysed by Western blotting shown in the main Figure 8E, the blue rectangles indicate the cropped lanes used to compose the right (anti-VE-CADHERIN) and left (anti-KINDLIN2) panels of the Figure 8E.

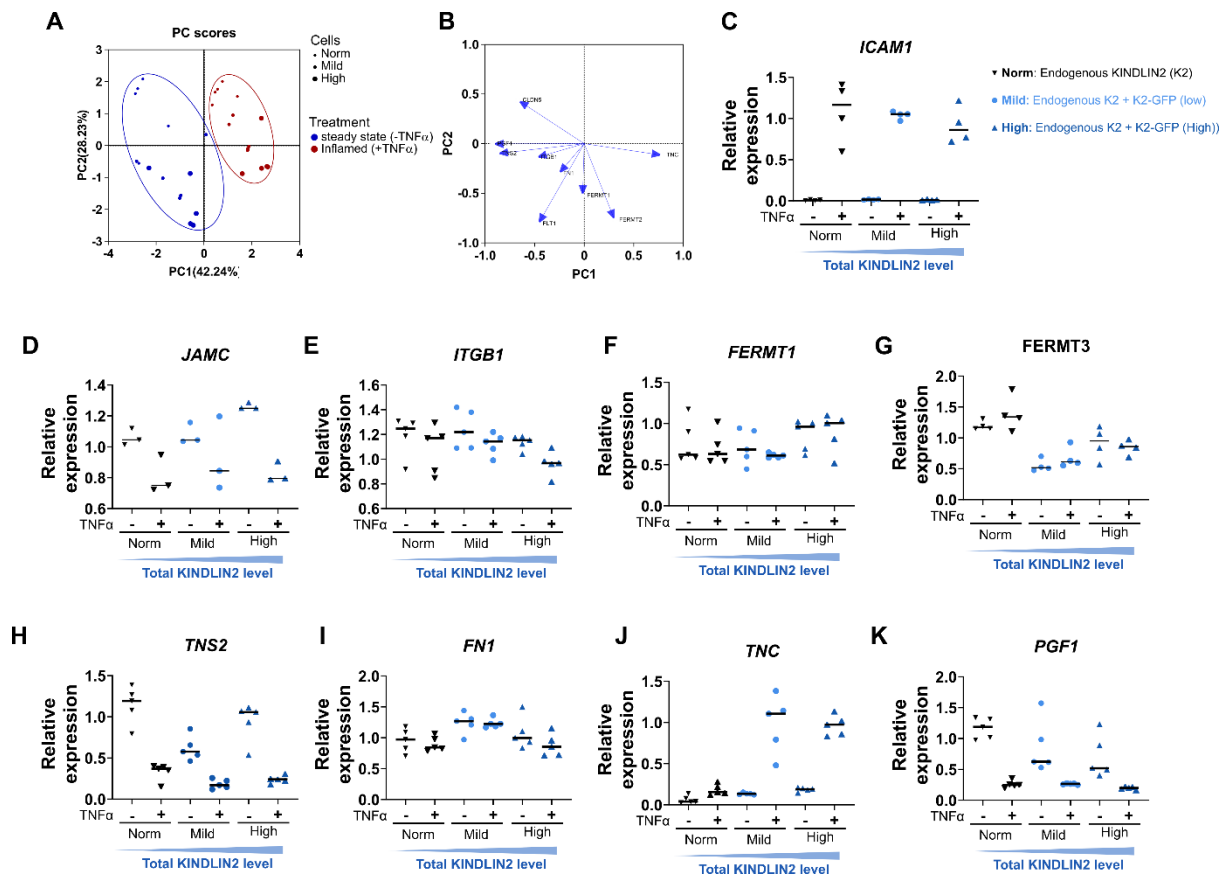

**Figure S12:** Impact of KINDLIN2 levels on the mRNA expression profiles of several genes involved in maintaining cell-cell junctions, cell-ECM adhesions and angiogenesis upon inflammation (TNF $\alpha$  challenge). A. Principal component analysis (PCA) scores of genes quantified by qPCR of total mRNA from HUVEC expressing different levels of total KINDLIN2 and stimulated or not with TNF $\alpha$ . HUVEC expressing only the endogenous KINDLIN2 (Norm), overexpressing in addition a low amount of KINDLIN2-GFP (Mild) or overexpressing a high amount of KINDLIN2-GFP (High) were used for these experiments. The actual mRNA levels of KINDLIN2 is show in figure 8 in the main manuscript. B. Analysed transcripts of genes and their trends profiles in the PCA is indicating their relationship. The arrows are indications of the trends of transcript expression induced by the combination of KINDLIN2 levels and inflammation (TNF $\alpha$  treatment). C-K. Analysis by qPCR of the expression of a few selected genes, as a function of KINDLIN2 levels in HUVEC upon inflammation. Three of the graphs are included in Figure 8 of the paper. The mRNA level of *ICAM1* (C) was used as a relevant control of an efficient induction of HUVEC inflammation by TNF $\alpha$  treatment. The other transcripts quantified are *JAMC* (D), *ITGB1* (E), *FERMT1* (F), *FERMT3* (G), *TNS2* (H), *FN1* (I), *TNC* (J) and *PGF1* (K). An impact of KINDLIN2 levels was noticeable on several genes including: *JAMC*, *FERMT1*, *FERMT3* and *PGF1*. A clear synergistic effect was induced by TNF $\alpha$  and KINDLIN2 levels for a strong induction of TENASCIN-C transcripts *TNC*. TNF $\alpha$  showed strong decreasing or increasing effects on most of the genes. Each dot spot represents the mean of biological replicates in a qPCR experiment and the lines represent the median. The data were combined from different qPCR experiments (3-5 independent experiments according to the analysed transcripts). This supplementary figure is related to Figure 8.

**Table S1.** Most enriched gene ontology terms, related to Figure 1.

**Top of the enriched BP/CC/MF GO terms:**

Thresholds:  $pvalue < 0.05$  &  $FC \geq 2$

|    | ID         | Description                               | Ontology | Number of significant genes |
|----|------------|-------------------------------------------|----------|-----------------------------|
| 1  | GO:0071944 | cell periphery                            | CC       | 174                         |
| 2  | GO:0005886 | plasma membrane                           | CC       | 168                         |
| 3  | GO:0048731 | system development                        | BP       | 186                         |
| 4  | GO:0007399 | nervous system development                | BP       | 111                         |
| 5  | GO:0032501 | multicellular organismal process          | BP       | 236                         |
| 6  | GO:0044459 | plasma membrane part                      | CC       | 97                          |
| 7  | GO:0005509 | calcium ion binding                       | MF       | 36                          |
| 8  | GO:0005576 | extracellular region                      | CC       | 73                          |
| 9  | GO:0005615 | extracellular space                       | CC       | 53                          |
| 10 | GO:0022008 | neurogenesis                              | BP       | 88                          |
| 11 | GO:0031012 | extracellular matrix                      | CC       | 30                          |
| 12 | GO:0044421 | extracellular region part                 | CC       | 62                          |
| 13 | GO:0048856 | anatomical structure development          | BP       | 210                         |
| 14 | GO:0007275 | multicellular organism development        | BP       | 197                         |
| 15 | GO:0006928 | movement of cell or subcellular component | BP       | 94                          |
| 16 | GO:0030154 | cell differentiation                      | BP       | 160                         |
| 17 | GO:0048513 | animal organ development                  | BP       | 137                         |
| 18 | GO:0032879 | regulation of localization                | BP       | 123                         |
| 19 | GO:0009653 | anatomical structure morphogenesis        | BP       | 121                         |
| 20 | GO:0032502 | developmental process                     | BP       | 220                         |

**Table S2.** Most enriched Kyoto Encyclopedia of Genes and Genomes pathways, related to Figure 1.

**Top of the enriched KEGG pathways:**

Thresholds:  $pvalue < 0.05$  &  $FC \geq 2$

|    | ID            | Description                             | Number of significant genes |
|----|---------------|-----------------------------------------|-----------------------------|
| 1  | path:mmu04115 | p53 signaling pathway                   | 10                          |
| 2  | path:mmu04640 | Hematopoietic cell lineage              | 7                           |
| 3  | path:mmu04810 | Regulation of actin cytoskeleton        | 16                          |
| 4  | path:mmu04014 | Ras signaling pathway                   | 16                          |
| 5  | path:mmu04977 | Vitamin digestion and absorption        | 4                           |
| 6  | path:mmu00565 | Ether lipid metabolism                  | 5                           |
| 7  | path:mmu04010 | MAPK signaling pathway                  | 19                          |
| 8  | path:mmu00591 | Linoleic acid metabolism                | 3                           |
| 9  | path:mmu05200 | Pathways in cancer                      | 29                          |
| 10 | path:mmu04510 | Focal adhesion                          | 14                          |
| 11 | path:mmu05218 | Melanoma                                | 7                           |
| 12 | path:mmu00592 | alpha-Linolenic acid metabolism         | 3                           |
| 13 | path:mmu05202 | Transcriptional misregulation in cancer | 12                          |
| 14 | path:mmu00590 | Arachidonic acid metabolism             | 4                           |
| 15 | path:mmu04015 | Rap1 signaling pathway                  | 12                          |
| 16 | path:mmu05226 | Gastric cancer                          | 9                           |
| 17 | path:mmu04514 | Cell adhesion molecules (CAMs)          | 6                           |
| 18 | path:mmu05414 | Dilated cardiomyopathy (DCM)            | 5                           |
| 19 | path:mmu05410 | Hypertrophic cardiomyopathy (HCM)       | 5                           |
| 20 | path:mmu04151 | PI3K-Akt signaling pathway              | 17                          |

**Table S3.** List of primers pairs used for qPCR, related to the STAR Methods.

| <i>Gene</i><br>( <i>Human</i> ) | Forward                 | Reverse                 | Size | PrimerBank<br>ID |
|---------------------------------|-------------------------|-------------------------|------|------------------|
| <i>FERMT1</i>                   | GGTGAGGTTGCGAGTCAGC     | CCAGACGGCTTTAACAAGGAA   | 111  | 116686113c2      |
| <i>FERMT2</i>                   | CAGACACCCCGAAGAACTTTC   | GCCCCTCTAATTCAAGTGCCT   | 110  | 201861792c2      |
| <i>FERMT3</i>                   | GGACTACATCGACTCGTCATGG  | CTCCACAATCTTCAGGAGCAC   | 127  | 215983054c1      |
| <i>ICAM1</i>                    | GTATGAACTGAGCAATGTGCAAG | GTTCCACCCGTTCTGGAGTC    | 119  | 167466197c3      |
| <i>ITGB1</i>                    | ATGTGTCAGACCTGCCTTGG    | GCTGGGGTAATTTGTCCCGA    | 151  |                  |
| <i>JAMC</i>                     | CTGCTGTTTACAAGGACGAC    | CGCCAATGTTTCAGGTCATAG   | 111  |                  |
| <i>TNC</i>                      | TCCCAGTGTTCGGTGGATCT    | TTGATGCGATGTGTGAAGACA   | 131  |                  |
| <i>CLDN5</i>                    | CTCTGCTGGTTCGCCAACAT    | CAGCTCGTACTTCTGCGACA    | 75   | 195947371c1      |
| <i>FNI</i>                      | CGGTGGCTGTCAGTCAAAG     | AAACCTCGGCTTCCTCCATAA   | 130  | 47132556c1       |
| <i>TNS1</i>                     | GTACGTCACAGAGAGGATCATCG | GCAGGTAGTTGCCTCCATGTT   | 122  | 156142195c1      |
| <i>TNS2</i>                     | CTTGTATGGACTGCGGCTGG    | CTGTAGTCAGGCATCGGGG     | 150  |                  |
| <i>GAPDH</i>                    | GCACAAGAGGAAGAGAGAGACC  | AGGGGAGATTTCAGTGTGGTG   | 78   |                  |
| <i>B2M</i>                      | TGCTCGCGCTACTCTCTCTTT   | TCTGCTGGATGACGTGAGTAAAC | 82   |                  |
| <i>EEF1A1</i>                   | AGCAAAAATGACCCACCAATG   | GGCCTGGATGGTTCAGGATA    | 70   |                  |

#### Supplemental references:

1. Soto-Ribeiro, M., Kastberger, B., Bachmann, M., Azizi, L., Fouad, K., Jacquier, M.C., Boettiger, D., Bouvard, D., Bastmeyer, M., Hytonen, V.P., and Wehrle-Haller, B. (2019). beta1D integrin splice variant stabilizes integrin dynamics and reduces integrin signaling by limiting paxillin recruitment. *J Cell Sci* 132. 10.1242/jcs.224493.
2. Wang, Y., Xu, X., Maglic, D., Dill, M.T., Mojumdar, K., Ng, P.K.-S., Jeong, K.J., Tsang, Y.H., Moreno, D., Bhavana, V.H., et al. (2018). Comprehensive Molecular Characterization of the Hippo Signaling Pathway in Cancer. *Cell reports* 25, 1304-1317.e1305. 10.1016/j.celrep.2018.10.001.

How the deposited data were processed for this re-analysis (not part of the article)

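Total RNA of 3 cultures (A, B and C) of eEnd2 cells expressing β1-WT-GFP and 3 cultures of eEnd2 cells expressing β1-K794Q-GFP was sequenced after depletion of ribosomal RNA. The authors aligned the reads with STAR and deposited counts of reads per mouse gene symbol, not normalized; the paper's text does not name the genome build, the annotation or the counting tool. The table holds 23420 gene symbols in 6 columns, each named for its culture, and 0 further columns of per-sample values. The paper describes 2 sequencing runs of the samples, and the deposited values were compared with the numbers printed in the heatmaps of Figure S2 to find which run they come from. Which of the sorted GFP populations each culture came from is not named in the labels or the paper's text.

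The total per culture ranged from 9589826 to 15287191 counts, with a median of 10918600 in β1-WT-GFP cells and 11071680 in β1-K794Q-GFP cells. The 10 most abundant genes took between 7.98% and 10.5% of the counts of a culture. A gene with 0 counts was taken to be at no more than 3 counts, and a fold against a group whose cultures were all at or under that floor is given as a lower bound.

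The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, which left 11608, the libraries were normalized with TMM, and the groups were compared with the quasi-likelihood F-test (glmQLFit and glmQLFTest, two-sided), with a common dispersion of 0.186. The paper names the same package, model and test. A gene was counted as differentially expressed at a fold change of at least 2 and an unadjusted p of at most 0.05, as in the paper, and Benjamini-Hochberg adjusted p values over all tested genes, and over each list alone, were computed beside it. The standard error of a log2 fold change is its size divided by the square root of its F statistic. Exact permutation tests of 3 cultures against 3 were two-sided, and the smallest p they allow is 0.1.

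The genes named were fixed before the data were examined: every gene of the lists printed in Figures 1F, 2A, 3, S1D, S2 and S5, the 5 largest increases and the 5 largest decreases among genes past both thresholds whose cultures did not overlap between the groups and whose mean was at least 1 CPM, and the genes past both thresholds in the set lists. The lists of S phase, G2/M, p53 target, ERK pathway output, endothelial, mesenchymal and sex chromosome genes were written from general knowledge, also before the data were examined. A p53 target list was included because the paper's Table S2 puts the p53 signaling pathway first and Figure S1D shows Mdm2 and Cdkn1a. The first 6 of these lists and the Yap target list made 7 sets, tested with camera of limma 3.58.1 at a preset correlation between genes of 0.01, with fry and with an estimated correlation as alternatives.

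Gene positions came from GENCODE M21 (GRCm38), matched by symbol: 21777 symbols matched directly and 1248 through a synonym. Hmga2-ps1 has no position in this match. For each chromosome the share of tested genes past both thresholds was compared with that of the other chromosomes by Fisher's exact test over genes, which are not replicates, and again with chromosome 10 left out. The level along the chromosomes was the running median over 25 neighbouring genes of log2(CPM / mean of β1-WT-GFP cells) in each culture, and medians over bins of 10 Mb.

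The alternatives set before the data were examined were no filter on low counts, a filter of at least 10 counts in every culture, RLE in place of TMM normalization, DESeq2 1.42.0 and edgeR's likelihood ratio test in place of the quasi-likelihood test, the culture letter as a block, and leaving out each culture in turn. A fit with the regional level taken into the offset of each gene and culture was added after the data were seen. The tests were first tested on simulated counts drawn from the means and totals of the real cultures with 200 genes changed. Each of these changes was larger than 2-fold, and each gene was drawn separately. Of the 197 changed genes that were tested, the quasi-likelihood test found 95.4% at both thresholds and 68.5% at an adjusted p of at most 0.05, and of 10856 unchanged genes 276 passed both thresholds. A simulated regional gain had a median log2 fold change of 0.57, which the regional offset brought to 0.02. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The experiments on HUVEC, and the assays other than RNA sequencing, were not analysed here.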

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

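Both results below concern gene position, which the paper does not analyse. The tests on GC content and length, and for chromosome 1 the count of other splits, were chosen before their results were seen; the other tests were chosen only after the pattern was seen.

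Chromosome 10 held more of the increased genes than the other chromosomes. Of its 548 tested genes, 107 (19.5%) passed both thresholds and were higher in β1-K794Q-GFP cells, against 2.67% of the genes of the other chromosomes, and these 107 were 26.5% of all increased genes (Fisher's exact test over genes, adjusted p = 9.98e-51). The median log2 fold change of the 548 genes was 0.55. The share stayed between 14.3% and 25.0% across the 6 fits that each left out a culture. The level differed between segments and between cultures. In bins of 10 Mb, the median log2 ratios to the mean of β1-WT-GFP cells in β1-K794Q-GFP cultures A, B and C were 0.62, 0.66 and 0.54 between 70 and 80 Mb, and 1.55, 0.58 and 1.42 between 120 and 130 Mb. Between 50 and 60 Mb it was 0.89 in culture B, and 0.20 and 0.16 in cultures A and C.

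Several explanations are argued against by these values. No shuffle of gene positions among 10000 gave as many increased genes on chromosome 10 (share 0.0001, the smallest the shuffles can give). The shuffle rests on the same count as Fisher's test, so that it is no separate argument against a response gene by gene that is unrelated to position. Draws of genes from the other chromosomes matched on GC content, length and expression, possible for 523 of the 548 genes, had a mean share of 2.57% increased genes, and none of 10000 draws reached the observed share (0.0001, again the smallest they can give). A difference in library size or normalization would move all chromosomes of a culture alike. Within each culture, and before any normalization, the median of chromosome 10 minus that of the other chromosomes was 0.55, 0.50 and 0.52 in β1-K794Q-GFP cultures A, B and C, and the lowest of these lay 0.4905 above the highest β1-WT-GFP culture. Against an exchanged sample, the lowest β1-K794Q-GFP culture lay 0.474 above the highest β1-WT-GFP culture in the median of chromosome 10.

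What stays open is a different copy number of parts of chromosome 10 in the β1-K794Q-GFP cells, which may raise most genes of a segment whatever their function. In the fitted fold changes 83.0% of the chromosome 10 genes were above their β1-WT-GFP level, against 31.6% to 61.9% on the other chromosomes; this comparison was set up after the 83.0% had been seen. DNA was not analysed here, and a change of chromatin over long segments was not tested. Of the 10 splits of the 6 cultures into 3 and 3, 1, the real split, gave a share as large, and the next gave 9.12%; a rank among 10 splits cannot go below 1 in 10. The 3 cultures of each form were grown from cells transfected and sorted for that form, so that an effect of the K794Q form and a difference that arose between the sorted populations are not separated by the design. With the regional level taken out, an alternative chosen after seeing the data, 19 increased genes were found on chromosome 10; Cdk2, Kitl, Rab5b and Itgb2 were no longer past the thresholds, and Mdm2 was.

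On chromosome 1 the share of decreased genes was higher than on the other chromosomes. Of 648 tested genes, 22 (3.4%) passed both thresholds and were lower in β1-K794Q-GFP cells, against 1.59% on the other chromosomes (Fisher's exact test over genes, adjusted p = 0.0314). With chromosome 10 left out of the comparison, chosen after seeing the data, the share of the others was 1.66% and the adjusted p 0.111, above 0.05. The median log2 ratios of chromosome 1 were -0.23, -0.22 and -0.26 in β1-K794Q-GFP cultures A, B and C, and between 130 and 140 Mb they were -0.50, -0.53 and -0.51. Between 120 and 130 Mb culture B was at 0.07, and A and C at -0.44 and -0.59. Shuffled positions gave as many decreased genes in a share of 0.002, and matched draws, possible for 623 genes, in a share of 0.0002. Neither value is adjusted for the number of chromosomes. The shuffle rests on the same count as Fisher's test, so that it cannot decide separately against a response unrelated to position. The matched draws argue against GC content and length. Within each culture, before any normalization, the median of chromosome 1 minus that of the other chromosomes was lower in each β1-K794Q-GFP culture than in each β1-WT-GFP culture, by at least 0.194, which argues against library size and normalization. In the median of chromosome 1 the lowest β1-WT-GFP culture lay 0.182 above the highest β1-K794Q-GFP culture, which argues against an exchanged sample. Of the chromosome 1 genes 31.6% lay above their β1-WT-GFP level, less than on any other chromosome, and a lower copy number of part of chromosome 1 may be a candidate explanation that stays open, untested on DNA. Of the 10 splits of the cultures, 2 gave a share as large, the other being K794Q A, K794Q C and WT C against the rest with 6.48%, so that by the count of decreased genes the real grouping cannot be told apart from that split. With the regional level taken out, 10 decreased genes were found on chromosome 1.

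Shifts were not limited to these chromosomes. Of 228 bins of 10 Mb with at least 15 tested genes, 17 had a median log2 ratio in some culture beyond the limit that 95% of 200 shuffles of gene positions kept to in that culture (0.43, 0.55 and 0.47 in β1-K794Q-GFP cultures A, B and C). Chromosomes 10 and 1 held 6 of them each and other chromosomes 5, of which 0 were beyond it in all 3 β1-K794Q-GFP cultures. On chromosome 3 the medians were -1.043, -0.0045 and -1.035 in cultures A, B and C between 10 and 20 Mb, and -0.0085, 0.81 and -0.085 between 30 and 40 Mb. On chromosome 11 they were 0.26, 0.32 and 0.48 up to 10 Mb and 0.12, -0.61 and 0.043 between 80 and 90 Mb. On chromosome 13 between 20 and 30 Mb β1-K794Q-GFP culture C was at 0.59 and β1-WT-GFP culture B at -0.36. Within the limit, culture B lay between -0.44 and -0.42 in the bins of chromosome 11 from 90 Mb on. Over the genes of chromosome 14 the medians were -0.015, 0.29 and 0.0049 in cultures A, B and C, and over those of chromosome 19 they were 0.16, 0.045 and 0.15. The β1-WT-GFP cultures are part of the mean they are compared with, which keeps their ratios small. Shifts that differ between the β1-K794Q-GFP cultures do not follow the integrin form alone, and no explanation was tested for them.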

How the results depend on the processing

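The number of genes past both thresholds, 603, was 425 with at least 10 counts in every culture, 605 with RLE normalization, 695 with DESeq2, 727 with edgeR's likelihood ratio test and 571 with the block by culture letter. With no filter it was 916, with 326 lower genes, and with at least 10 counts in every culture 111 were lower; both filters change how many genes are tested. With the regional level taken out, an alternative chosen after seeing the data, 507 genes passed, 444 of them shared with the 603. Of adjusted p values of at most 0.05 there were 21, and 23 with no filter, 4 with at least 10 counts in every culture, 477 with DESeq2, 318 with edgeR's likelihood ratio test and 15 with the regional level taken out. For these changes in the adjusted p the cause was not tested; in the simulated counts, 68.5% of the changed genes reached this adjusted p with the quasi-likelihood test, 88.3% with the likelihood ratio test and 88.8% with DESeq2.

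Across the 6 fits that each left out a culture, the genes past both thresholds ranged from 501 to 992, those higher from 317 to 709, those lower from 184 to 320 and those at an adjusted p of at most 0.05 from 0 to 125. The highest numbers came without WT culture C (992 genes, 709 higher) or without K794Q culture B (942 genes, 320 lower, 125 at the adjusted p), the cultures farthest from the others of their group. The integrins past both thresholds numbered 1 to 4, the fewest without K794Q culture A (with the regional level taken out 2, against 4), the junction and polarity genes 1 to 2, with 2 without WT culture C, and the Yap target genes 1 to 6, with 6 without WT culture C. The proliferation genes past both thresholds stayed between 21 and 28. Of the Yap target genes, 1 passed with at least 10 counts in every culture and 5 with edgeR's likelihood ratio test, against 2.

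The share of increased genes on chromosome 10 was 16.2% to 21.5% under the filters, RLE normalization, DESeq2 and the likelihood ratio test. With the regional level taken out it was 3.47%, by construction, and for calls at an adjusted p of at most 0.05 it was 0.365%, where few genes are called at all.

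Of the set tests, that of the p53 target genes kept its direction and an adjusted p under 0.05 in every setting run. For the S phase genes this held in the fits with camera at the preset correlation, and the adjusted p was 0.625 with fry and 0.802 with an estimated correlation; for the mesenchymal genes it was 0.206 with an estimated correlation, and with at least 10 counts in every culture too few genes were left for a value. The direction of the endothelial set was reversed with no filter (adjusted p 0.998), and with the regional level taken out those of the endothelial and the ERK pathway output sets were (0.887 each); the cause was not tested. Across the 6 fits that each left out a culture, the adjusted p ranged from 2.84e-14 to 0.00393 for S phase, from 3.20e-10 to 0.942 for G2/M, from 0.0656 to 0.950 for the ERK pathway output, from 0.281 to 0.942 for the endothelial, from 0.00122 to 0.166 for the mesenchymal and from 0.0225 to 0.5201 for the Yap target genes. The G2/M set changed direction without K794Q culture C or WT culture B, and the Yap target set without K794Q culture B or WT culture C.

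Cultures share a letter in both groups, and neither the labels nor the paper say that it marks a shared batch or day. The deviations of same-lettered cultures from their group means had correlations of 0.12, 0.0558 and 0.109 for A, B and C, so that the letters were not taken to pair the cultures. With the letter as a block, 1 gene had an adjusted p of at most 0.05 and 1 Yap target gene passed both thresholds. Of the proliferation genes 23 passed both thresholds under the block, against 27, and of the integrins 3, against 4. The adjusted p of the G2/M set was 0.0161 under the block, and that of the endothelial set was 0.952 with the direction reversed. The log2 fold changes of Pard6a (0.019), Ctgf (0.33), Igfbp3 (-0.17), Myof (0.22) and Ccdc80 (-0.68) were also reversed under it, and the cause was not tested.

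For the 88 named genes that were tested, 1118 values were computed under the alternatives; 983 kept their direction and their side of both thresholds, 70 were no longer past them, 19 were newly past them and 46 were reversed. RLE normalization changed none of the 88. With no filter Asap1 was reversed (-0.0088). With the regional level taken out Rap1b (-0.11), Tbk1 (-0.057), Rab5b (-0.16), Ctnnd1 (-0.023), Lats1 (-0.061) and Crim1 (0.15) were, by the level of their neighbours that this setting removes.

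The other reversals came from leaving out a culture. Without WT culture C the direction of Amotl2, Ankrd1, Crim1, Ctgf, Cyr61, Itgav and Myof changed, and across the 6 fits their log2 fold changes ranged from -1.06 to 0.37, from -3.73 to 1.29, from -0.39 to 0.39, from -3.83 to 3.86, from -4.79 to 2.06, from -1.02 to 0.33 and from -0.78 to 1.02. Without K794Q culture B the direction of Cdh5 (from -0.34 to 0.66), Eif2s3y (from -0.32 to 0.44) and Lats1 (from -0.13 to 0.21) changed, and without K794Q culture B or WT culture C that of Ddx3y (from -0.17 to 0.11). Without K794Q culture C it was that of Ccdc80 (from -2.0003 to 1.53) and Tgfb2 (from -0.91 to 2.83), and without K794Q culture A that of Igfbp3 (from -0.26 to 1.53). Dock5 (from -0.038 to 3.39) changed without WT culture A or B, and Itga4 (from -0.20 to 0.92) without these or K794Q culture A. Itgb3 (from -0.36 to 0.63) changed without K794Q culture B or WT culture A, and Ocel1 (from -0.39 to 0.13) without these or WT culture B. Asap1 (from -0.11 to 0.27), Pard6a (from -0.28 to 0.19) and Uty (from -0.27 to 0.076) changed without K794Q culture C, WT culture A or WT culture B. What sets these cultures apart was not tested.

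The depth limits the genes of low counts. Itgb2, at a mean of 0.688 normalized counts in β1-WT-GFP cells, lies close to the limit of 0.196 to 0.313 that 3 counts set, and Itga9, Kit, Pard6b and Pard6g were removed by edgeR's filter. Kit had 4.37, 5.50 and 0.696 normalized counts in β1-WT-GFP cultures A, B and C, and 0.674, 0 and 0 in β1-K794Q-GFP cultures A, B and C. With no filter 29 proliferation genes passed both thresholds, against 27, the added genes being Itga9 and Kit.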

Differences from the paper's values

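The paper gives 366 down-regulated and 207 up-regulated genes for the first run, and the deposited counts, whose values are those of the second run, gave 199 lower and 404 higher in β1-K794Q-GFP cells. For the lower genes, no filter on low counts (326), edgeR's likelihood ratio test (249), and the fits without K794Q culture B (320), without K794Q culture C (262) and without WT culture C (283) came within 1.5 times the paper's number. The filter of at least 10 counts in every culture, RLE normalization, DESeq2, the block by culture letter and the other 3 fits that left out a culture did not. For the higher genes none of the alternatives set before the data were examined came within 1.5 times; the fit with the regional level taken out, chosen after seeing the values, gave 312 and did not either. With the directions of the legend of Figure 1E, which gives 366 increased and 207 decreased genes for the same run, the paper's numbers and those of the deposited counts in the fit of all 6 cultures are within 1.5 times of each other. The paper's total for the first run, 573, and its numbers for the second run, 596 with 198 down and 398 up, were within 1.5 times the values from the deposited counts.

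The panels of Fig. 3 are stated to come from the first run, while the deposited values are taken as those of the second, and the figure was read after the values computed here were known. The median of Cldn5 in β1-WT-GFP cells was about 470 normalized counts in Fig. 3, read by eye, and 252 in the deposited counts; no filter, RLE normalization and leaving out each culture in turn did not close the gap, and the filter of at least 10 counts in every culture removed Cldn5. The median of Ctnnd1 in β1-K794Q-GFP cells was about 320 in Fig. 3, read by eye, and 566 in the deposited counts; both filters, RLE normalization and leaving out each culture did not close the gap. DESeq2, the likelihood ratio test and the block by culture letter change the test and were not run for these medians.

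The paper's discussion states that Pard3 was reduced, and its log2 fold change was 2.07. Cldn5 is stated to be decreased, and its log2 fold change of -3.64 did not pass both thresholds; it did in the fit without WT culture C. Jam3 is stated to be increased, and its log2 fold change of 1.06 passed both thresholds under none of the settings run. The legend of Figure S1 states that Itga9 could not be detected in the second run; K794Q cultures A and C had 11.2 and 34.5 normalized counts. Figure S2 shows Rap1b, Tbk1, Ralb, Efna4 and Gadd45a among the differentially regulated genes, and their log2 fold changes were 0.92, 0.99, -0.92, -1.09 and -1.82, not past both thresholds. Rap1b passed them in the fits without K794Q culture B and without WT culture C, Tbk1 without K794Q culture B, WT culture A or WT culture B, and Ralb without K794Q culture B or WT culture B. Gadd45a passed them with DESeq2, with edgeR's likelihood ratio test, and without WT culture A or WT culture B, and Efna4 under none of the settings run.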

Other observations

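The tests in this part were chosen only after the results were seen, apart from the set tests, the test without the genes the study names and, for chromosome 4, the matched draws and the count of splits.

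The set of p53 target genes was higher in β1-K794Q-GFP cells. Of 33 tested genes 30 were higher, with a median log2 fold change of 0.96, and 11 passed both thresholds. Over all genes 3 had an adjusted p of at most 0.05, and 15 had when adjusted over the list alone. The list holds 2 genes that the study shows, Mdm2 and Cdkn1a. Beside them Ccng1 (log2 fold change 2.17), Zmat3 (2.74), Eda2r (4.78, and 5.62 without WT culture C), Ddit4l (4.77, from 3.99 without K794Q culture C to 5.52 without WT culture B), Dcxr (2.28), Ephx1 (1.47), Trp53inp1 (1.03) and Ercc5 (1.01) were past both thresholds, and Gdf15 was at least 5.63-fold higher. The set test with limma camera gave an adjusted p of 5.94e-16, with fry 1.93e-04 and with an estimated correlation 0.0054, and over all alternatives it lay between 2.91e-18 and 0.0054.

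Of the explanations for the p53 target genes, a regional shift of neighbouring genes is argued against by limma camera's adjusted p with the regional level taken out, 2.91e-18. The choice of genes by the study is argued against by limma camera's p for the set without Mdm2 and Cdkn1a, 4.45e-14. For a single culture as the source, the largest adjusted p among the 6 fits with limma camera that each left out a culture was 2.21e-11, in the fit without K794Q culture B. A difference in library size or normalization would move random lists as far; the median of the list lay at percentile 100 of 10000 random lists matched on mean expression, the highest of which had a median log2 fold change of 0.32. Of the 10 splits of the 6 cultures 1, the real split, gave a p as small (8.49e-17). The other splits, each of which still sets more β1-K794Q-GFP cultures on one side, gave camera p values between 0.0013 and 0.0281. The real split thus stood apart from the others by its p, while a rank among 10 splits cannot go below 1 in 10. A higher activity of p53 in the β1-K794Q-GFP cultures may be a candidate explanation, as a hypothesis. Whether it would come from the K794Q form or from a difference between the sorted populations is not separated by the design.

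For the other lists, the S phase genes were higher in 41 of 42 (median log2 fold change 0.74), and 3 passed both thresholds, Tyms (1.02), Prim1 (3.03) and Ccne2 (1.98). Their adjusted p was 3.04e-07 with camera, 0.625 with fry and 0.802 with an estimated correlation. Prim1 lies on chromosome 10, and with the regional level taken out its log2 fold change was 1.45 and not past the thresholds. Of the G2/M genes 29 of 52 were higher and 2, Gtse1 and Psrc1, passed both thresholds (adjusted p of the set 0.0924 with camera); without WT culture C the adjusted p was 3.20e-10 and without K794Q culture B 0.00881. Of 9 tested ERK pathway output genes 6 were higher and 1, Dusp4, passed both thresholds, with a log2 fold change of -1.06 (adjusted p of the set 0.653 with camera); the direction of the set changed without K794Q culture B (0.5201), WT culture A (0.942) or WT culture B (0.950), and with the regional level taken out (0.887). Of 23 tested endothelial genes 15 were higher, 1 had an unadjusted p of at most 0.05, and 0 passed both thresholds (adjusted p of the set 0.932 with camera). The direction of this set changed without K794Q culture B (0.281) and without WT culture C (0.383), with no filter (0.998), under the block by culture letter (0.952) and with the regional level taken out (0.887).

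Of the 20 mesenchymal genes 5 were tested, 0 of them higher, and 1, Prrx1, passed both thresholds. The adjusted p of the set was 0.00692 with camera, 0.0209 with fry and 0.206 with an estimated correlation, and with camera it was 0.122 without K794Q culture B and 0.166 without WT culture C. The sex chromosome genes Ddx3y, Eif2s3y and Uty had 187 ± 41.8, 91.3 ± 49.8 and 88.4 ± 17.9 normalized counts in β1-K794Q-GFP cells and 184 ± 21.7, 78.4 ± 10.3 and 93.3 ± 24.2 in β1-WT-GFP cells (SD, n = 3 each); 0 of the 3 had an unadjusted p of at most 0.05 and 0 passed both thresholds. Xist was at 0.241 and 0.305 normalized counts, from 1 to 5 counts per culture, and Kdm5d had no counts.

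β1-WT-GFP culture C stood apart from cultures A and B, at 23.1% and 21.8% of genes at least 2-fold apart, while A and B differed in 0.435%. The Yap target list had a median log2 ratio of 1.42 in culture C to cultures A and B, with 15 of its 17 genes higher. This lies at percentile 100 of 10000 random lists matched on expression. Against an exchanged sample, the lowest β1-K794Q-GFP culture lay 0.474 above culture C in the median of chromosome 10. A higher Yap activity in that culture may be a candidate explanation; it is a single culture, and the list was looked at because its genes were seen to differ there, so that it cannot be told apart from another difference of that culture.

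Of the 10 splits of the 6 cultures, 2 gave at least as many genes past both thresholds as the real split with 603, the other being K794Q A, K794Q C and WT C against the rest with 799. For an adjusted p of at most 0.05 it was 1 of the 10 splits, the real split with 21 genes, and the others gave 0. A design of 3 against 3 cannot show less than 1 in 10.

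The deposited values were compared with both heatmaps of Figure S2 in units of each gene's SD. The median difference was 0.00477 for Figure S2B, with a largest difference of 0.0547, and 0.102 for Figure S2A, with a largest of 1.20, which may be read as the deposited table holding the second run.

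Chromosome 4 held fewer increased genes than the other chromosomes, 11 of 710 (1.55%) against 3.6% (Fisher's exact test over genes, adjusted p = 0.0314). The others include chromosome 10; without it their share was 2.75% and the adjusted p 0.41 (unadjusted 0.054), so that the difference rests in part on chromosome 10. Against GC content and gene length, draws of matched genes from the other chromosomes except 10, for 664 of the genes, gave as few increased genes in a share of 0.0143, a value not adjusted for the number of chromosomes. The median log2 ratios of chromosome 4 in β1-K794Q-GFP cultures A, B and C were -0.0198, -0.022 and -0.023. Of the 10 splits of the cultures 2 gave a Fisher p as small, the other being K794Q A, WT A and WT B against the rest with 5.63e-04 against 0.00205 for the real split, so that the real grouping cannot be told apart from that split by this p. No biological explanation was tested.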
